# Unique ligand and kinase-independent roles of the insulin receptor in regulation of cell cycle, senescence and apoptosis

**DOI:** 10.1038/s41467-022-35693-5

**Published:** 2023-01-04

**Authors:** Hirofumi Nagao, Ashok Kumar Jayavelu, Weikang Cai, Hui Pan, Jonathan M. Dreyfuss, Thiago M. Batista, Bruna B. Brandão, Matthias Mann, C. Ronald Kahn

**Keywords:** Insulin signalling, Apoptosis, Senescence

## Abstract

Insulin acts through the insulin receptor (IR) tyrosine kinase to exert its classical metabolic and mitogenic actions. Here, using receptors with either short or long deletion of the β-subunit or mutation of the kinase active site (K1030R), we have uncovered a second, previously unrecognized IR signaling pathway that is intracellular domain-dependent, but ligand and tyrosine kinase-independent (LYK-I). These LYK-I actions of the IR are linked to changes in phosphorylation of a network of proteins involved in the regulation of extracellular matrix organization, cell cycle, ATM signaling and cellular senescence; and result in upregulation of expression of multiple extracellular matrix-related genes and proteins, down-regulation of immune/interferon-related genes and proteins, and increased sensitivity to apoptosis. Thus, in addition to classical ligand and tyrosine kinase-dependent (LYK-D) signaling, the IR regulates a second, ligand and tyrosine kinase-independent (LYK-I) pathway, which regulates the cellular machinery involved in senescence, matrix interaction and response to extrinsic challenges.

## Abstract (web summary)

Nagao et al. show that the insulin receptor can mediate receptor-dependent, but ligand- and tyrosine kinase-independent, events. These are associated with regulation of extracellular matrix, cell cycle, ATM signaling, senescence and apoptosis.

## Introduction

Insulin is produced by pancreatic β-cells and acts as a major anabolic hormone in the control of glucose, lipid, and protein homeostasis^1,2^. At the cellular level, these effects are mediated by the insulin receptor (IR) and its intrinsic tyrosine kinase activity, which is activated by ligand binding. This initiates a cascade of phosphorylation events that lead to the activation or inhibition of multiple intracellular enzymes, changes in nutrient uptake, and regulation of gene expression for many proteins involved in the control of metabolism and growth^2,3^. These occur through two major canonical signaling post-receptor pathways: the IRS-1/phosphatidylinositol 3-kinase (PI3K)/Akt pathway, which is linked to most metabolic actions of insulin, and the Shc/Ras/MAP kinase pathway, which is linked to regulation of cellular and organismal growth and differentiation^4,5^. Perturbations of these pathways in the insulin-resistant state are central to the pathogenesis of type 2 diabetes, metabolic syndrome, and many other disorders^3,6–8^. Many of these actions are shared by the closely related IGF-1 receptor (IGF1R), which preferentially binds IGF-1 and -2 but has a highly homologous receptor kinase and an overlapping signaling cascade^9,10^. In general, however, IR preferentially stimulates the phosphorylation of proteins associated with PI 3-Kinase, Akt, and mTORC1 pathways, whereas IGF1R preferentially stimulates the phosphorylation of proteins associated with cell cycle, mitosis pathways, and the Rho-GTPase pathway^9,10^. At least part of this differential signaling is due to differences in the sequence within the juxtamembrane domain of these receptors, which for IR includes the sequence NPEY followed by leucine, which favors the recruitment of the receptor substrate IRS-1, whereas, in the IGF1R, the NPEY is followed by phenylalanine, which favors recruitment of Shc as a substrate^9^. In addition, sequences in the C-terminus of IR that contain two sites of tyrosine phosphorylation have been suggested to serve as an inhibitory regulator of mitogenesis, such that removal or mutation of the C-terminus has been reported to enhance growth signaling by the IR^11,12^.

In addition to these ligand-activated and tyrosine kinase-dependent events, we have presented data suggesting that some biological effects mediated by the IR may be tyrosine kinase-independent. For example, cells lacking both IR and IGF1R (DKO cells) are resistant to apoptosis^13^, and this effect is at least partially rescued by the re-expression of either wild-type IR or a kinase-dead mutant of IR (K1030R)^13^. DKO cells also show changes in DNA methylation and altered expression of multiple imprinted genes and miRNAs^14^, however, the full range of these effects, how they are mediated, and their relationship to receptor structure are unknown. Effects from other types of receptors in the unoccupied or unliganded state have also been reported. For example, for many G-protein coupled receptors, inhibitory signals arise from the unoccupied receptor via interactions with arrestin proteins, and these signals can be diminished by agonist or antagonist binding^15^. Evidence has also been presented for the regulation of osteoclast apoptosis by the unoccupied αvβ3 integrin^16^ and the regulation of neuronal apoptosis by the unliganded neurotrophin receptor^17^. The mechanisms underlying these actions, however, remain unknown.

To define the receptor-dependent but ligand- and kinase-independent signaling for IR, we have generated preadipocytes in which the endogenous IR and IGF1R have been genetically inactivated to create DKO cells. These cells have then been reconstituted with the normal wild-type IR, a kinase-dead mutant of IR (K1030R)^13^, a truncated IR lacking 79 amino acids from the C-terminus (∆CT), or a truncated IR lacking almost the entire intracellular domain including both tyrosine-kinase domain and C-terminus, leaving only the intracellular juxtamembrane 36 amino acids (Juxtamembrane-Domain-Only, JMO), after which we performed comprehensive molecular phenotyping, including global phosphoproteomics, gene expression, and protein expression analysis, to understand the domain-dependent roles of the occupied and unoccupied IR.

Here we show that, in addition to the classical ligand and tyrosine kinase-dependent (LYK-D) signaling, the IR, even in the unliganded state, modulates a network of protein phosphorylation events linked to the control of expression of genes and proteins in several key regulator pathways. These events are largely dependent on the presence of the intracellular domain of the IR, but independent of receptor kinase activity, the receptor C-terminus or receptor-ligand binding. These effects include a major remodeling of the extracellular matrix (ECM), expression of cell cycle and immune-related genes and proteins, and a senescence-associated phenotype. This ligand- and tyrosine kinase-independent (LYK-I) signals also regulate sensitivity to apoptosis by both intrinsic and extrinsic pathways. Together these studies indicate that a second, previously unrecognized signaling state of the IR is independent of ligand occupancy or kinase activity, but plays an important role in the biology of the cell.

## Results

### Kinase- and domain-dependent roles of IR in regulating metabolism and growth

To identify the kinase- and domain-dependent roles of IR, we generated preadipocytes in which both endogenous IR and IGF1R had been genetically inactivated using Cre-lox recombination^13^, and then reconstituted these DKO cells with the full-length human IR (B isoform), the hIR with a K1030R mutation (kinase dead), a truncated hIR lacking the 79 amino acids of the C-terminus, which contains two sites of tyrosine phosphorylation (∆CT), and a truncated hIR with only the 36 juxtamembrane intracellular amino acids, thus lacking both the tyrosine-kinase domain and the C-terminus (JMO) (Fig. 1a). All the exogenous receptor constructs were FLAG-tagged. As expected, DKO cells showed no expression of the IR or IGF1R at either the mRNA or protein level (Fig. 1b, c and Supplementary Fig. 1a, b), while cells reconstituted with intact IR or K1030R, ∆CT, and JMO mutants had similar mRNA expression of these recombinant receptors (Fig. 1b). On average, the mRNA levels of the exogenously expressed receptor constructs were about four times higher than that of the endogenous IR in wild-type (WT) cells, indicating only a modest degree of overexpression. The full-length IR and mutated IRs were also similarly expressed at the protein level and predominately localized to the membrane fraction by immunoblotting, with β-subunits of the predicted length for each mutant (Fig. 1c). A small fraction of each of these receptors could also be identified in extracts of the nuclear fraction, and this did not change with 30 min of insulin stimulation (Supplementary Fig. 1c). In cells expressing the normal IR and ∆CT mutant, insulin stimulation led to robust levels of receptor autophosphorylation, which was accompanied by increased phosphorylation of IRS-1^Y608^ and Akt^S473^ (Fig. 1d). As expected, stimulation of the K1030R or JMO mutants lead to no autophosphorylation, IRS or Akt phosphorylation, consistent with their lack of tyrosine kinase activity. Recruitment of IRS-1 to the IR was induced by insulin in IR and ∆CT cells, as judged by co-precipitation, but was absent in cells lacking a functional kinase domain, i.e., K1030R and JMO cells (Supplementary Fig. 1d). Consistent with their signaling activity, using a standard differentiation cocktail^18^, only cells expressing the intact IR and ∆CT mutants became differentiated and contained increased amounts of lipid droplets (Fig. 1e and Supplementary Fig. 1e). Preadipocytes expressing IR and ∆CT also showed the highest rates of cell proliferation, followed by cells expressing the IR K1030R mutant cells, with lowest proliferation in DKO and JMO cells (Fig. 1f). Likewise, mRNA levels of phosphofructokinase liver type (*Pfkl*) were significantly upregulated by 6 h of insulin stimulation only in cells expressing the intact IR and the ∆CT mutant (Fig. 1g). Cells expressing the IR mutations also showed differential effects on glycolysis with insulin stimulation significantly increasing glycolysis as measured in a Seahorse Metabolic Analyzer in preadipocytes expressing IR and ∆CT, but decreasing glycolysis in the cells expressing IR-JMO (Fig. 1h). Together, these data demonstrate that the intracellular domain of the IR, including a functional kinase domain but not the C-terminal 79 amino acids, is critical for ligand-stimulated glycolysis, regulation of *Pfkl*, and adipocyte differentiation. Cells expressing the K1030R mutant also showed significantly higher cell proliferation than DKO cells, but not to the extent of cells with a kinase-active receptor. Cells expressing IR-JMO also may have some unique effects, as illustrated by the effect to reduce glycolysis.

**Fig. 1:**
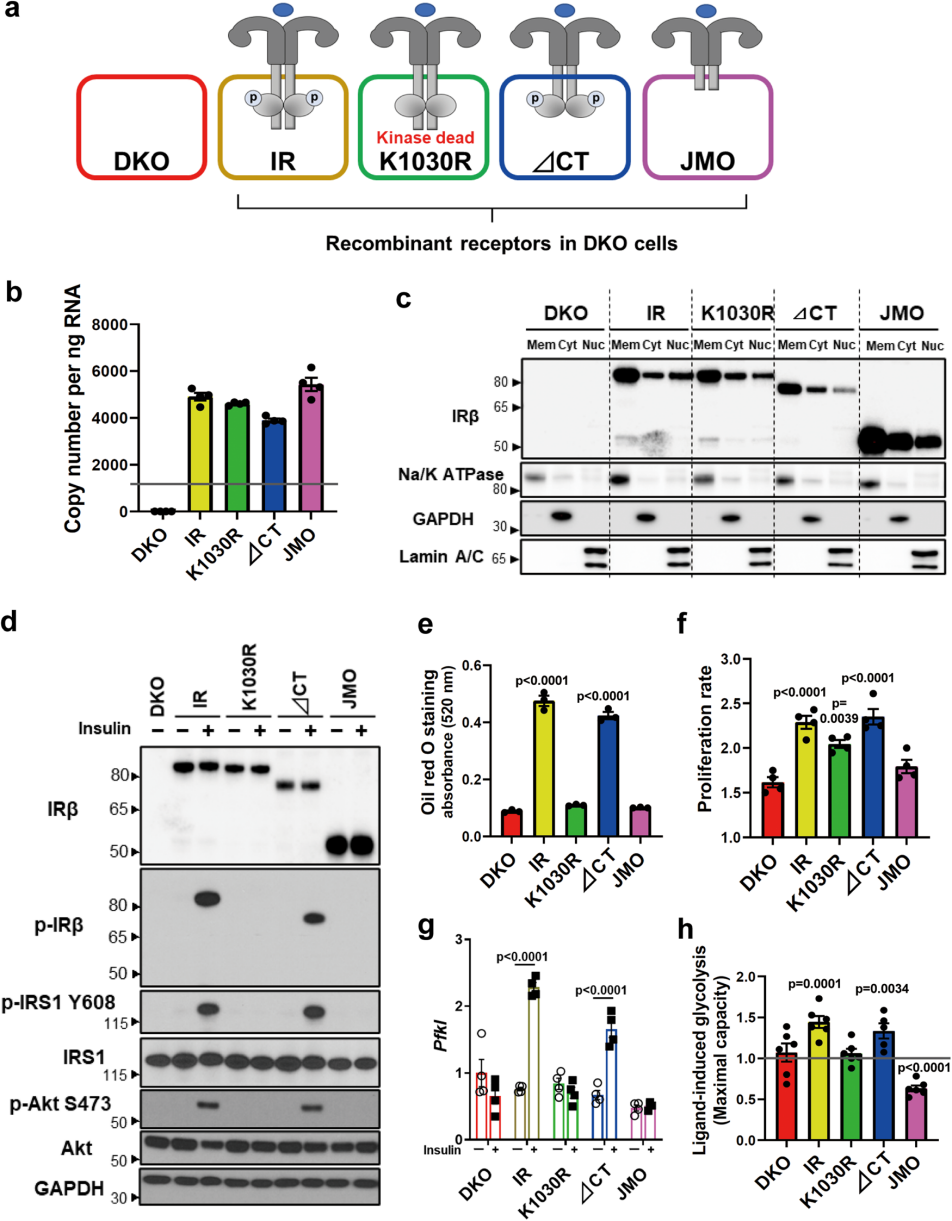
Kinase- and domain-dependent roles of IR in regulating metabolism and growth. **a** Schematic representation of DKO preadipocytes reconstituted with IR, K1030R mutated IR (K1030R), mutated IR lacking 79 amino acids from the C-terminus (∆CT), and mutated IR lacking most of the intracellular domain, but with the 36 amino acid juxtamembrane domain (JMO). **b** Relative mRNA levels of recombinant receptors of IR, K1030R, ∆CT, and JMO as determined by qPCR using cDNA standards for quantitation. The dotted line is the level of IR mRNA in WT cells. Data are means ± SEM copy number per ng total RNA (*n* = 4). **c** Immunoblotting of IR-beta subunit (IRβ) in lysates of the membrane (Mem), cytosolic (Cyt), and nucleus fraction from DKO, IR, K1030R, ∆CT, and JMO cells. **d** Immunoblotting of phosphorylated and total receptor protein levels, IRS-1^Y608^ phosphorylation, and Akt^S473^ phosphorylation in lysates from DKO, IR, K1030R, ∆CT, and JMO cells stimulated with 100 nM insulin for 15 min. **e** Triglyceride accumulation in DKO, IR, K1030R, ∆CT, and JMO cells by Oil red O staining day 7 after induction of differentiation (*n* = 3). Data are means ± SEM. *P*-values vs. DKO, one-way ANOVA. **f** Proliferation rates of DKO, IR, K1030R, ∆CT, and JMO cells (*n* = 4) per day are shown as means ± SEM. *P*-values vs. DKO, one-way ANOVA. **g** mRNA levels of *Pfkl* in DKO, IR, K1030R, ∆CT, and JMO cells. Cells were FBS starved for 5 h with DMEM containing 0.1% BSA, then stimulated with or without 100 nM insulin for 6 h. mRNA levels of genes were analyzed by qPCR. Data are means ± SEM (*n* = 4). Gene expression levels of DKO cells at the basal were set at 1. *P*-values are basal vs insulin, two-way ANOVA. TBP expression was used to normalize gene expression. **h** Glycolytic rate (maximal glycolytic capacity) induced by insulin (100 nM) stimulation for 6 h. Fold change of the maximal glycolytic capacity as measured by ECAR on insulin stimulation was calculated for each cell line. Data are means ± SEM (*n* = 5–6). *P*-values are basal vs insulin stimulation.

### Differential phosphoproteomic signature of DKO, IR, K1030R, ∆CT, and JMO cells

To define differences in signaling pathways regulated in DKO, IR, K1030R, ∆CT, and JMO cells, confluent cells expressing these receptors (Supplementary Fig. 2a) were serum starved for 6 h and stimulated with 100 nM insulin for 15 min or left untreated, and after which proteins were extracted and subjected to a global phosphoproteomic analysis by liquid chromatography–mass spectrometry (LC–MS/MS)^19^ (Supplementary Data 1). As described in more detail in Methods, we included in the analysis phosphosites that were detected in at least 50% of all samples, including basal and DKO samples, so that we would not lose phosphosites only present cells with IR alterations that affect the classical signaling pathways. It is particularly important to retain such phosphosites in data-dependent acquisition (DDA) phosphoproteomics, as missing values often indicate the absence of phosphorylation rather than being missing completely at random. Of the 14,971 phosphopeptides kept for analysis, values were considered undetectable in only 21% of all samples under either the basal or stimulated state, and these were given imputed values as indicated in Methods. T-distributed stochastic neighbor embedding (t-SNE) analysis indicated the clear separation of the phosphoproteome in these five cell lines both in the basal state and after insulin stimulation (Fig. 2a). As expected, phosphorylation of proteins related to IR kinase-mediated signaling, such as IRS-1^S1094^ and Shc1^Y423^, were upregulated by insulin stimulation in IR and ∆CT cells but not in K1030R or JMO cells (Fig. 2b).

**Fig. 2:**
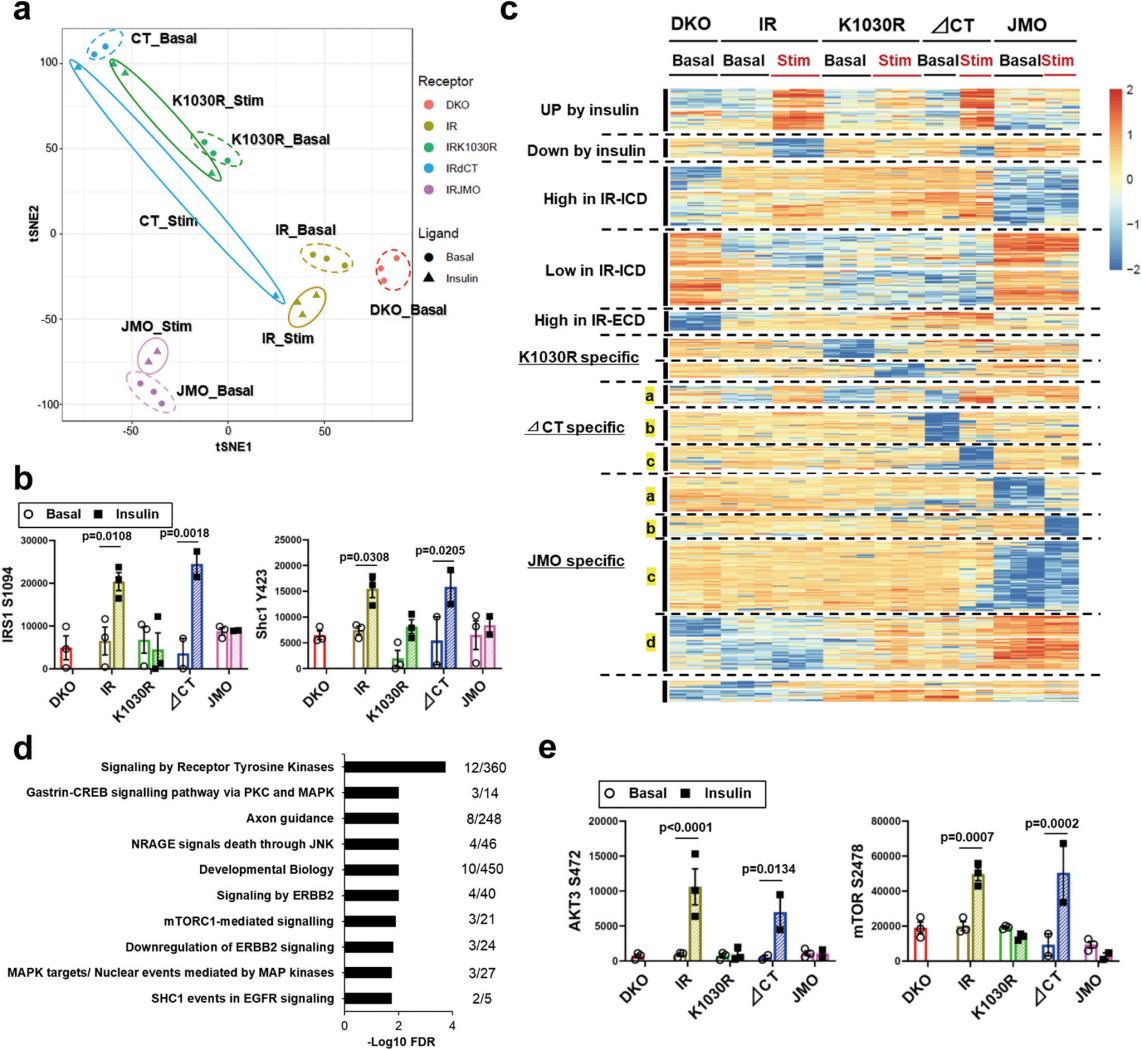
Differential phosphoproteomic signatures of DKO, IR, K1030R, ∆CT, and JMO cells. **a** T-distributed stochastic neighbor embedding (t-SNE) analysis of the phosphosites identified by LC–MS/MS from DKO, IR, K1030R, ∆CT, and JMO cells in the basal and insulin-stimulated states. Cells were serum starved for 6 h with DMEM containing 0.1% BSA before 100 nM insulin stimulation for 15 min. **b** Quantification of exemplary phosphorylation events in IRS1 and Shc1. Data are means ± SEM of phosphosites intensity values (×10^4^) (*n* = 2–3). *P*-values are basal vs. insulin, two-way ANOVA followed by Šídák’s multiple comparisons test. **c** Heatmap showing the hierarchical clustering of the phosphopeptides in DKO, IR, K1030R, ∆CT, and JMO cells in the basal and insulin-stimulated states. Values are *Z*-scores of log2 transformed intensity values. **d** REACTOME pathway enrichment analysis of phosphosites in the Up by Insulin cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure. Plots are −log10 transforms of enrichment FDR value. **e** Quantitation of exemplary phosphosites in the Up by Insulin cluster. Data are means ± SEM of phosphosites intensity values (×10^4^) (*n* = 2–3). *P*-values are basal vs insulin, two-way ANOVA.

Heatmap analysis with hierarchical clustering demonstrated the specific phosphorylation pattern observed for each IR type and changes in the basal and the insulin-stimulated states (Fig. 2c). A total of 1963 phosphosites were significantly regulated among five cell lines under either the basal or the stimulated state (FDR < 0.05). It is worth noting that if we had limited our analysis to phosphopeptides that have at least 80% observed values in all samples, this would reduce the number of both the number of phosphosites and the proportion of missing values by about half (7944 phosphopeptides with 9% missing values), but the resulting heatmap would be similar in pattern to that Fig. 2c (see Supplementary Fig. 2b for comparison). Of the differentially regulated phosphosites in Fig. 2c, 150 phosphosites on 114 proteins were upregulated by insulin and 73 phosphosites on 58 proteins were downregulated by insulin in cells expressing the normal IR or ∆CT IR, i.e., were receptor kinase activity-dependent phosphorylations. As expected, pathway analysis of these phosphoproteins in the “Up by Insulin” cluster revealed many pathways known to be linked to insulin action, including signaling by receptor tyrosine kinases, MAP kinase, JNK, and mTORC1-related pathways (Fig. 2d). For example, insulin significantly upregulated phosphorylation of Akt3^S472^ and mTOR^S2478^ in IR and ∆CT cells, but not in other cells (Fig. 2e). The phosphorylation of Akt3^S472^ as assessed by phosphoproteomics gave similar results to the western blot data of Akt phosphorylation in Fig. 1d and Supplemental Fig. 2c, in which the phospho-Akt antibody used can recognize Akt1 (S473), Akt2 (S474), and Akt3 (S472). In addition, 72 phosphosites on 62 proteins were upregulated by insulin in cells expressing the ∆CT IR > wild-type IR (subgroup a in the “∆CT specific” cluster). Gene ontology analysis showed that this cluster was significantly enriched for proteins with molecular function-related MAP kinase activity (Supplementary Fig. 2d, e); this is consistent with previous reports that phosphorylation of the C-terminus of the IR may inhibit mitogenic signaling^11,12^. Cells expressing the ∆CT receptor also showed 117 ligand-upregulated and 90 ligand-downregulated sites (subgroups b and c in the “∆CT specific” cluster), which were not regulated in cells expressing any of the other receptors. Pathway analysis of this “∆CT specific” cluster included proteins involved in the cell cycle and RNA transport. For example, BRCA1^S717^, a protein involved in mRNA nuclear export, was upregulated by insulin, and UPF1^S1102^, a protein involved in mRNA surveillance and initiation of nonsense-mediated mRNA decay, was down-regulated by insulin in a manner dependent on the receptor C-terminal domain (Supplementary Fig. 2f, g).

### Phosphorylation signatures independent of ligand and kinase activity

In addition to the insulin-regulated sites, the unbiased cluster analysis revealed many phosphosites that were independent of the kinase activity of IR and not regulated by insulin. Thus, 221 phosphosites on 147 proteins were increased in cells expressing the intact IR or K1030R and ∆CT mutants compared to DKO cells, but not in cells expressing the JMO-IR. These constituted a “High-Phos in IR-intracellular domain (IR-ICD)” cluster. Similarly, we identified 264 phosphosites on 203 proteins whose phosphorylation was low in cells expressing IR or IR-variants with most ICD (IR, K1030R, ∆CT receptor) compared to DKO cells, i.e., a “Low-Phos in IR-ICD” cluster.

Pathway analysis of proteins in the “High-Phos in IR-ICD” cluster showed enrichment in proteins involved in cell junction organization and cell–ECM interactions (Supplementary Fig. 3a). Examples of phosphosites in these pathways, including phosphorylations on filamin-C, NCK2, and plectin (PLEC), etc. are quantified in Fig. 3a and Supplementary Fig. 3b. On the other hand, pathway analysis of the “Low-Phos in IR-ICD” cluster included cell cycle and mitosis related sites, such as MCM6^S13^ and ENSA^S2^ (Fig. 3b, c). This cluster also included proteins in the ATM serine/threonine kinase and its downstream targets (Fig. 3d, e and Supplementary Fig. 3c). ATM is a Ser/Thr protein kinase which is normally activated by DNA double-strand breaks and phosphorylates several key proteins involved in cell cycle arrest, DNA repair, apoptosis and the cellular senescence phenotype^20^ (Fig. 3d). Phosphorylation of ATM^S1897^, Chk2^S264^, 53BP1^S418^, and RNF168^S197^, all important components of the ATM signaling pathway, were downregulated by 30–60% in cells expressing IR with a full or near-full intracellular domain, regardless of whether or not it contained an active tyrosine kinase and independent of the absence or presence of insulin (Fig. 3e and Supplementary Fig. 3c). In addition to these alterations, several phosphosites on proteins associated with inflammatory signaling and cellular senescence, such as IFNAR2^S403^, NFKB1^S447^, and JAK2^S523^ were also downregulated in cells with an IR-ICD (Supplementary Fig. 3d). In addition, the “Low-Phos in IR-ICD” cluster included phosphosites on Small Ubiquitin-like Modifier (SUMO)/E3 ligases/SUMOylation target proteins, such as PML^S528^, SP100^S314^, and SMC1A^S360^ (Fig. 3f, g). SUMOylation is a post-translational modification involved in various cellular processes, such as transcriptional regulation, apoptosis, protein stability, senescence, and response to stress^21,22^. The SUMOylation process and SUMOylation of promyelocytic leukemia protein (PML), which is a major constituent of the PML nuclear body (NB), including SP100, etc., are known to induce cellular senescence^21^. In addition, PML-NBs are emerging as coactivators of cellular genes that exert antiviral activities, such as cytokines and interferon (IFN)-stimulated genes (ISGs)^22^. This cluster was also enriched in phosphosites on proteins associated with membrane trafficking, such as SHKBP1^S10^, KIF26B^S1689^, and PAFAH1B2^S2^ (Fig. 3h). Interestingly, SH3KBP1 binding protein 1 (SHKBP1) has been shown to modulate signaling from the EGF receptor tyrosine kinase^23^. While no common kinase could be identified that regulated these phosphorylations in a kinome analysis^24,25^, the “Low-Phos in IR-ICD” cluster showed enrichment of phosphosites that are targets of protein phosphatase 1A (PPM1A), protein tyrosine phosphatase type IVA 3 (PTP4A3) and several dual-specificity phosphatases (DUSPs) (Supplementary Fig. 3e). PPM1A, PTP4A3 and DUSP1 have been shown to be involved in the induction of cell-cycle arrest^26,27^.

**Fig. 3:**
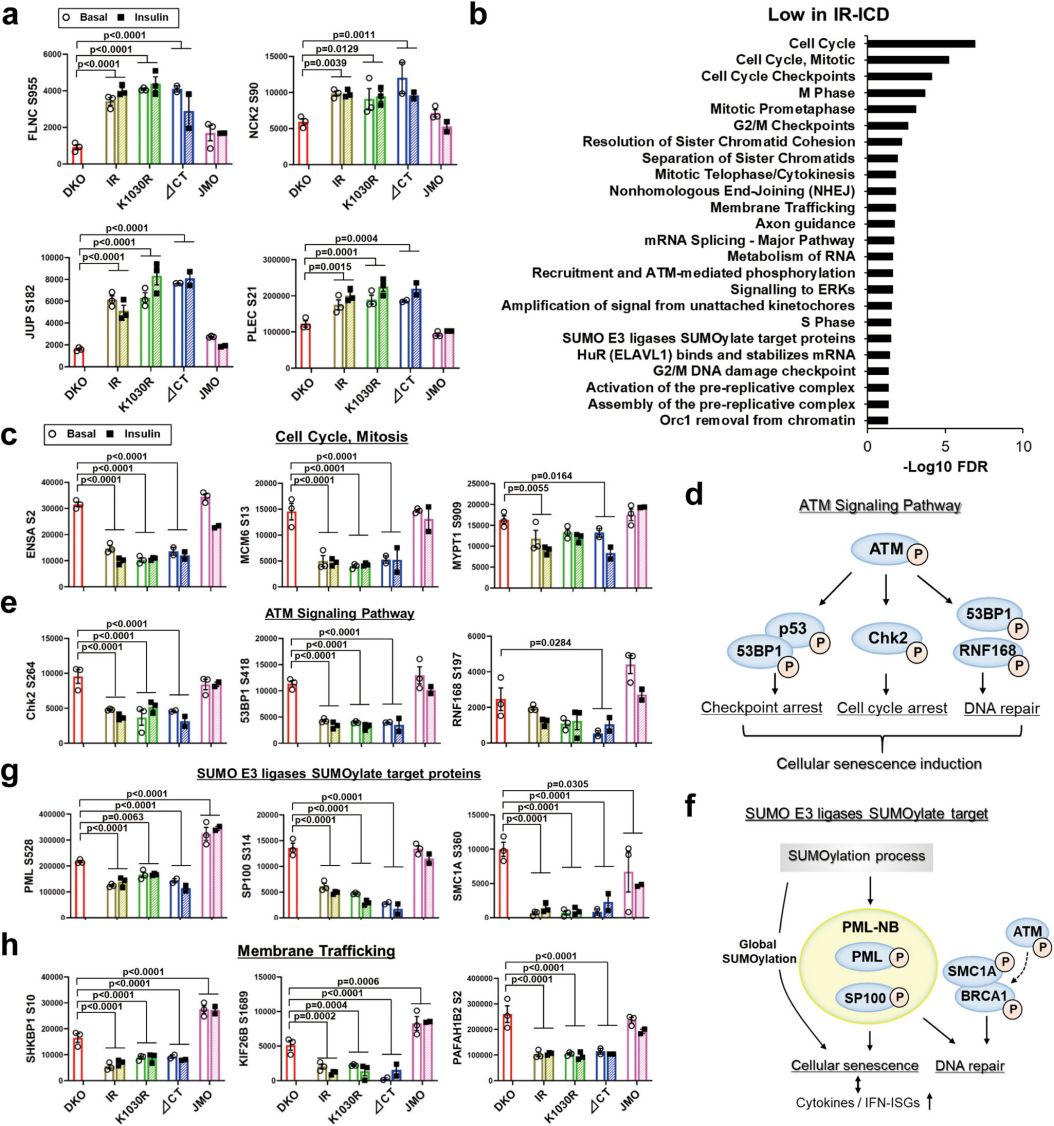
Phosphorylation signatures are independent of kinase activity by DKO, IR, K1030R, ∆CT, and JMO cells. **a** Quantitation of exemplary phosphosites in the enriched pathways (in Supplementary Fig. 3a) in the High-Phos in IR-ICD cluster. **b** REACTOME pathway enrichment analysis of phosphosites in the Low-Phos in IR-ICD cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure. **c** Quantification of exemplary phosphosites of Cell Cycle and Mitosis pathway in the Low-Phos in IR-ICD cluster. **d**, **e** Representation of the ATM signaling pathway (**d**) and quantification of some important phosphosites in the pathway (**e**). **f**, **g** Representation of the “SUMO E3 ligases SUMOylate target proteins” pathway (**f**) and quantification of some important phosphosites in the pathway (**g**). **h** Quantification of exemplary phosphosites associated with membrane trafficking in the Low-Phos in IR-ICD cluster. Data in (**a**, **c**, **e**, **g**, **h**) are means ± SEM of phosphosite intensity values (×10^4^). *P*-values vs DKO (combined both basal and insulin for comparisons), one-way ANOVA followed by Dunnett’s multiple comparisons test (*n* = 3–6).

The phosphoproteome also included other phosphorylation clusters, including regulated phosphorylations specific to the K1030R receptor and phosphorylations specific to the JMO receptor (Fig. 2c). Cells expressing the K1030R (tyrosine kinase-dead) receptor showed 72 ligand-upregulated and 54 ligand-downregulated sites, which were not regulated in cells expressing any of the other mutated receptors and wild-type IR. Several proteins in this cluster were associated with the cell cycle, such as 53BP1 (Supplementary Fig. 3f, g). A large cluster containing 704 phosphosites on 490 proteins was increased or decreased phosphorylation uniquely by IR-JMO (“JMO specific” in Fig. 2c) and is discussed later in this paper.

### Kinase- and domain-dependent roles of IR in gene expressions

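Polyadenylated RNA was sequenced from 26 libraries in 9 groups: DKO cells without insulin, and IR, K1030R, ∆CT, and JMO cells each without and with insulin. There were 3 dishes per group and 2 for ∆CT with insulin. The authors trimmed the single-end reads with fastp, assigned them to mouse transcripts with kallisto, and summed them to genes with tximport. Of the genes with expected counts, 15402 had a CPM above 0.5 in at least 4 libraries and were tested. Library totals ran from 17228982 to 24694828 counts, with a median of 18261331 in DKO, 20518949 in IR, 19339563 in K1030R, 20545558 in ∆CT, and 19890164 in JMO cells without insulin. Each receptor was studied in a single cell line, so the replicates measure dishes and not independently made lines. The biological coefficient of variation between dishes was 4.44%. Counts were scaled with TMM factors and compared with edgeR, and coordinates are for GRCm38.

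The transcript of *Insr* (ENSMUSG00000005534, chromosome 8:3122061-3279617), counted on the mouse sequence although the reintroduced receptors are human, had a CPM of 23.8 ± 1.32 (mean ± SD, n = 3) in DKO cells, 67.7 ± 1.7 in IR, 71.1 ± 5.23 in K1030R, 78.4 ± 3.61 in ∆CT, and 71 ± 2.82 in JMO cells. Against DKO these are log2 fold changes of 1.51, 1.58, 1.73, and 1.58, with adjusted p of 1.19e-21 or smaller in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Igf1r* (ENSMUSG00000005533, chromosome 7:67952827-68233668) had a CPM of 27.1 ± 2.06 in DKO and 35.1 ± 0.672 in IR cells.

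**Figure D1:**
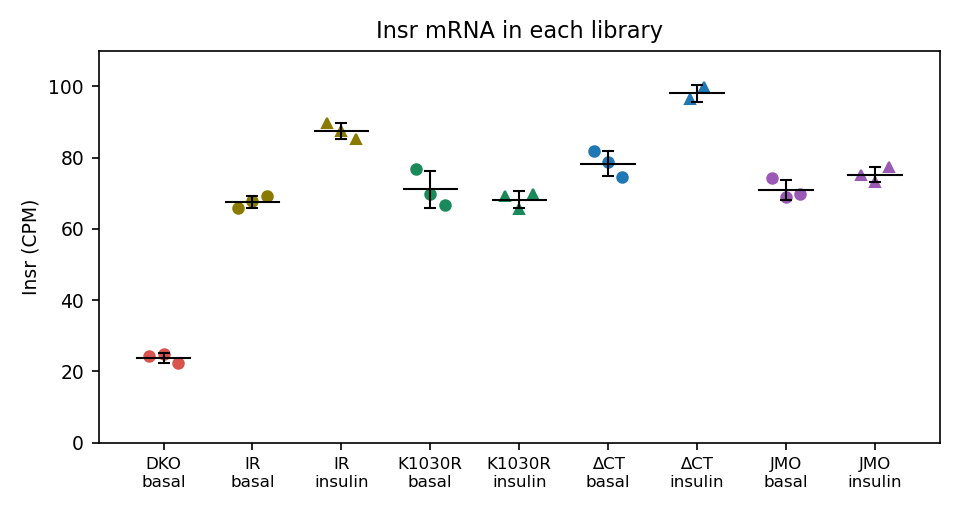
CPM of *Insr* in each of the 26 libraries, with the mean ± SD of each group.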

To understand how the signaling events related to different domains of IR can result in altered cell function, we assessed gene expression in the DKO, IR, K1030R, ∆CT, and JMO cells using RNAseq after 6 h serum starvation with or without stimulation by 100 nM insulin for 15 min (Supplementary Data 2). Principal component analysis (PCA) and heatmap analysis with hierarchical clustering indicated that cells expressing the intact IR and each of the mutated IRs clearly separated from DKO cells and that each had a unique gene expression pattern (Fig. 4a, b). 

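On log2 CPM of the 15402 tested genes, the first principal component held 32.8% of the variance, the second 10.4%, and the third 7.76%. Over all libraries, which for DKO are without insulin and for the others without and with it, DKO lay between -42.6 and -42.1 on the first component and JMO between -34.1 and -30.7, while IR (17.2 to 17.7), K1030R (15.5 to 17.3), and ∆CT libraries (20.2 to 24.8) lay at the other end. The second component set IR (19.1 to 24.4) apart from K1030R (-19.7 to -9.21) and ∆CT (-17.1 to 0.89). The third separated DKO (23.8 to 27) from JMO (-17.1 to -13.9). The share of the first component moved most with genes scaled to unit variance, to 26.4%, and was 38.9% with the 500 most variable genes, while DKO and JMO lay apart from the other lines in both versions.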

Using pair-wise moderated t-tests with an FDR of <0.05 and a cutoff of at least a 1.5-fold difference in expression, 1130 genes were significantly differentially expressed between groups in either the basal or ligand-stimulated state. 

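With edgeR's minimum-fold test at 1.5-fold, and the adjusted p threshold of 0.001 that the paper's methods give for all pairs of groups, 1300 genes differed in at least 1 of the 36 pairs. At a threshold of 0.05 the number was 2029. Requiring no minimum fold moved it most, to 8902. Against DKO cells without insulin and at 0.05, 1061 genes were called in IR (554 higher, 507 lower), 814 in K1030R (314 higher, 500 lower), 969 in ∆CT (367 higher, 602 lower), and 325 in JMO cells (212 higher, 113 lower). K1030R differed from IR cells in 160 genes, of which 132 were lower, ∆CT from IR in 109, of which 104 were lower, and ∆CT from K1030R in 6. JMO cells differed from K1030R in 561 genes and from ∆CT in 693.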

Due to the short time of stimulation (15 min), only 32 genes were upregulated by insulin in cells expressing wild-type IR. All of these were also upregulated in ∆CT cells, but not the cells expressing other receptors (Fig. 4c). This cluster contained many well-known early response genes/transcription factors, including *Egr1–3, Fos*, *Jun*, *Jun-b*, *Atf3*, and *Hes1*^18^. This cluster also contained some genes related to important cellular processes, including DNA-damage response (*Ier3* and *Ppp1r15a*), regulation of RNA stability (*Zfp36*), and cytoskeletal effects on synaptic plasticity (*Arc*). 

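In IR cells 34 genes passed the minimum fold of 1.5 at an adjusted p below 0.05 between insulin and basal, 33 higher and 1 lower (*BC030343*, ENSMUSG00000105345). Without a minimum fold 288 did, the largest move of any alternative. Ranked by the smaller change of the lines, the first 3 genes called in both IR and ∆CT cells were *Fos* (ENSMUSG00000021250, chromosome 12:85473890-85477273), from 4.38 ± 0.81 to 93.6 ± 4.06 CPM (n = 3, mean ± SD, log2 fold change 4.41), *Ier2* (ENSMUSG00000053560, chromosome 8:84661331-84662852), from 16 ± 2.98 to 166 ± 7.13 (log2 3.36), and *Egr2* (ENSMUSG00000037868, chromosome 10:67535475-67542188), from 3.84 ± 0.344 to 31.1 ± 0.551 (log2 3.02). Their adjusted p were 8.11e-28, 1.68e-15, and 2.96e-22 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.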

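Of the 33 genes raised by insulin in IR cells, 32 were also called in ∆CT cells (n = 3 basal and 2 insulin libraries). The remaining IR gene was *Spata5l1* (ENSMUSG00000074876), and *Gm17971* (ENSMUSG00000101122) was called in ∆CT alone. Across the 32 the log2 fold change ran from 0.84 to 4.41 in IR (median 1.66) and from 0.95 to 5.20 in ∆CT cells (median 1.66). One of the 32 IDs, ENSMUSG00000116458, has the counts of *Egr2* in every library and is not separate evidence.

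In K1030R cells edgeR called 0 genes for insulin at the minimum fold, with 937 genes at unadjusted p under 0.05. DESeq2 and limma TREAT also called 0, and edgeR without a minimum fold called 24. The 32 genes had log2 fold changes from -0.18 to 0.67 there (median 0.18). In JMO cells 6 genes were called, all among the 32: *Fos*, *Dusp1* (log2 1.10), *Ccn1* (0.93), *Egr1*, *Ier2*, and *Dnm3os* (1.16). The range of the 32 in JMO was 0.06 to 1.17 (median 0.36), and 17 of them were higher without a minimum fold, against 6 in K1030R. The insulin effects were also compared between lines, with no minimum fold and an adjusted p below 0.05. Of the 32 genes, 31 differed between IR and K1030R, 28 between JMO and IR, and 3 between JMO and K1030R.

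**Figure D2:**
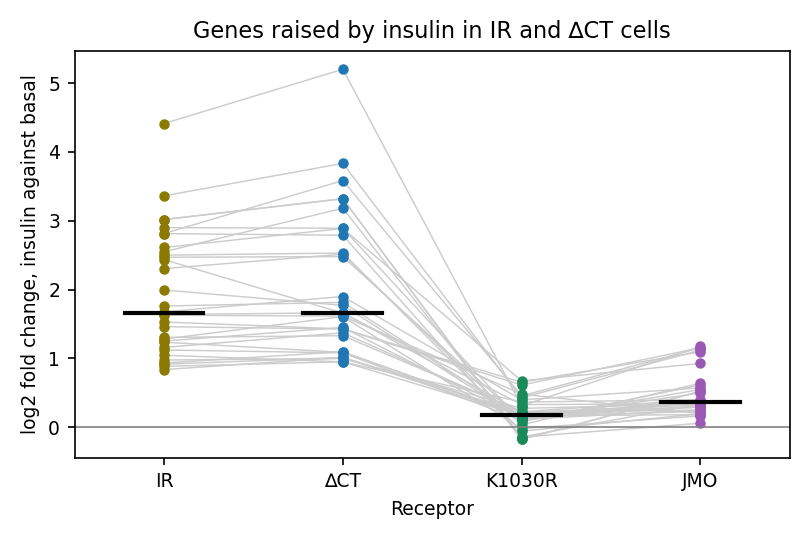
Log2 fold change with insulin of the 32 genes called in IR and ∆CT cells. Grey lines join the values of a gene and black bars mark the medians.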

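*Egr1* (ENSMUSG00000038418, chromosome 18:34859823-34864984) rose with insulin from 109 ± 9.7 to 768 ± 5.87 CPM in IR cells (mean ± SD, n = 3) and from 60.6 ± 6.3 to 726 ± 18.1 (n = 2) in ∆CT cells, from 109.6 ± 4.9 to 244 ± 10 in JMO cells, and from 67.9 ± 1.25 to 93.2 ± 5.94 in K1030R cells. Log2 fold changes were 2.81, 3.58, 1.15, and 0.46. The insulin effect on *Egr1* in JMO was smaller than in IR by a log2 difference of -1.66 (adjusted p = 1.41e-11) and larger than in K1030R by 0.70 (adjusted p = 0.00128, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

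In IR and ∆CT cells the log2 fold changes were 3.02 and 3.32 for *Egr2*, 2.55 and 3.18 for *Egr3* (ENSMUSG00000033730, chromosome 14:70077203-70082614), 1.16 and 1.37 for *Jun* (ENSMUSG00000052684, chromosome 4:95049034-95052222), 2.30 and 2.51 for *Junb* (ENSMUSG00000052837, chromosome 8:84974484-84978718), and 1.30 and 1.33 for *Hes1* (ENSMUSG00000022528, chromosome 16:30064384-30067796), all called at the minimum fold, as was *Fos* (5.20 in ∆CT). The same genes in JMO and K1030R cells gave 0.52 and -0.18 for *Egr2*, 0.06 and -0.14 for *Egr3*, 0.33 and 0.21 for *Jun*, 0.64 and 0.04 for *Junb*, 0.40 and 0.23 for *Hes1*, and 1.17 and 0.31 for *Fos*. The sign of *Egr3* in JMO turns negative without JMO basal replicate 1 and that of *Junb* in K1030R without K1030R insulin replicate 1.

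With no minimum fold the JMO effect had an adjusted p of 0.00998 for *Egr2*, 0.015 for *Jun*, and 0.0526 for *Hes1*. That of *Egr2* was not significant without JMO basal replicate 2 (log2 0.42, adjusted p = 0.178) or JMO insulin replicate 1 (0.47, 0.129). That of *Jun* was not without JMO basal replicate 1 (0.32, 0.0884), basal replicate 2 (0.32, 0.115), insulin replicate 1 (0.32, 0.0926), or insulin replicate 3 (0.31, 0.0904). The *Hes1* effect was significant without K1030R basal replicate 1 (adjusted p = 0.0376) or 2 (0.0461) and without ∆CT basal replicate 2 (0.0402) or 3 (0.0176), libraries that enter its dispersion only, and with replicate number as a block (log2 0.40, adjusted p = 0.0361).

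For *Atf3* (ENSMUSG00000026628, chromosome 1:191170296-191218039), CPM went from 2.77 ± 0.227 to 6.04 ± 0.405 in IR and from 2.58 ± 0.23 to 5.74 ± 1.61 in ∆CT cells (log2 1.12 and 1.16). Its adjusted p was 6.48e-06 and 3.35e-05 with no minimum fold and 0.0632 and 0.0935 against the minimum fold, so it is outside the 32. Without ∆CT insulin replicate 2 the ∆CT value was 0.83 (adjusted p = 0.051), and in K1030R (0.11) the sign turns without K1030R basal replicate 3.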

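With insulin, *Ier3* (ENSMUSG00000003541, chromosome 17:35821684-35822923) went from 19.6 ± 1.81 to 62.9 ± 1.42 CPM in IR cells, *Ppp1r15a* (ENSMUSG00000040435, chromosome 7:45522916-45526268) from 16.1 ± 0.611 to 33.1 ± 1.53, *Zfp36* (ENSMUSG00000044786, chromosome 7:28376784-28380253) from 12.9 ± 1.66 to 96.8 ± 2.53, and *Arc* (ENSMUSG00000022602, chromosome 15:74669083-74672570) from 7.58 ± 0.475 to 53.1 ± 0.962 (mean ± SD, n = 3). In ∆CT cells with insulin they reached 64.8 ± 3.86, 28.9 ± 1.86, 77.8 ± 2.7, and 47 ± 0.356 (n = 2). The log2 fold changes in IR and ∆CT were 1.68 and 1.90 for *Ier3*, 1.05 and 0.95 for *Ppp1r15a*, 2.90 and 2.89 for *Zfp36*, and 2.81 and 2.79 for *Arc*. In JMO they were 0.57, 0.40, 0.61, and 0.34, with adjusted p of 2.69e-07, 0.00037, 5.44e-07, and 0.195 and no call at the minimum fold. In K1030R they were 0.40, 0.37, 0.08, and -0.14, with adjusted p of 0.00677, 0.00677, 0.976, and 0.963. The *Ier3* effect in K1030R was not significant without K1030R basal replicate 3 (0.33, adjusted p = 0.151), insulin replicate 1 (0.39, 0.0516), or insulin replicate 3 (0.39, 0.0557), nor that of *Ppp1r15a* without K1030R basal replicate 2 (0.34, 0.0895) or insulin replicate 1 (0.34, 0.0676), while *Arc* in JMO became significant without JMO basal replicate 3 (0.46, 0.0389). The insulin effects in JMO were smaller than in IR for all 4 genes, by log2 differences of -1.10, -0.65, -2.29, and -2.47 (adjusted p of 1.36e-05 or smaller, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none differed between JMO and K1030R (adjusted p from 0.0586 to 1).

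The 12 genes named in the text taken as a list had a median log2 fold change of 0.46 in JMO cells (12 of 12 higher, adjusted p = 4.9e-38, camera with a preset correlation of 0.01) and 0.17 in K1030R cells (9 of 12 higher, adjusted p = 2.05e-06). Adjusted over the list alone 10 genes were higher in JMO and 5 in K1030R, against 8 and 3 adjusted over all genes. The list was chosen by the study on these samples and is not independent evidence.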

Insulin induction of *Fos* and *Hes1* was confirmed by qPCR (Fig. 4d).

**Fig. 4:**
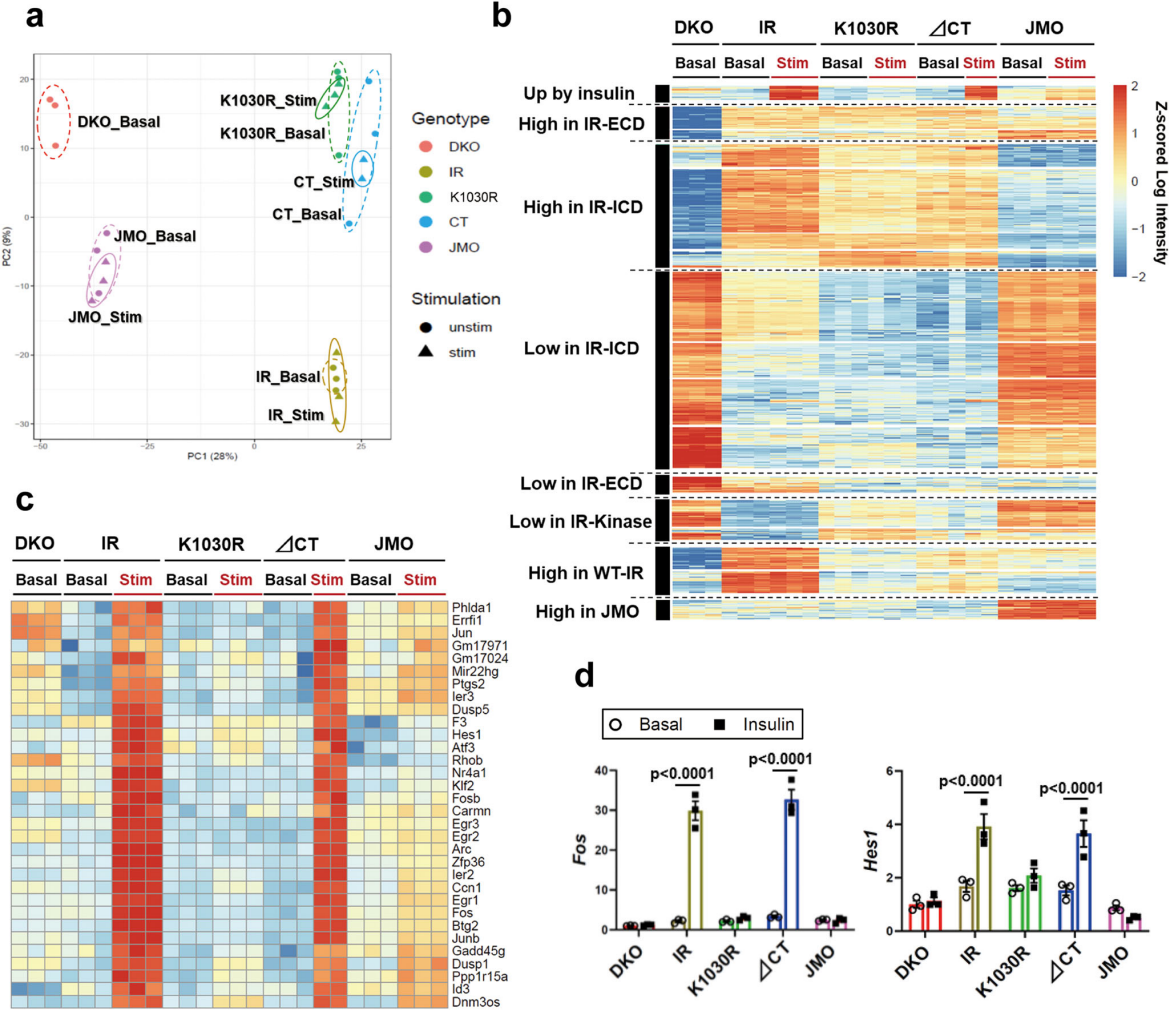
Kinase- and domain-dependent roles of IR in gene expressions. **a** Principal component analysis (PCA) of transcriptomes from DKO, IR, K1030R, ∆CT, and JMO cells. Cells were serum starved for 6 h with DMEM containing 0.1% BSA before 100 nM insulin stimulation for 15 min. **b** Heatmap showing the hierarchical clustering of regulated genes in DKO, IR, K1030R, ∆CT, and JMO cells in the basal and insulin-stimulated states. Values are *Z*-scores of log2 transformed intensity values. **c**, **d** Heatmap of all upregulated genes by insulin stimulation in both IR and ∆CT cells (**c**) and confirmation of exemplary genes by qPCR (**d**). *P*-values are basal vs insulin, two-way ANOVA followed by Šídák’s multiple comparisons test (*n* = 3).

Surprisingly, the majority of genes (745 genes) differentially up or downregulated in IR, K1030R, and ∆CT-expressing cells as compared to DKO cells were dependent on the intracellular domain, i.e., were lost in JMO cells, but independent of ligand stimulation or having an active kinase site (Fig. 4b). Of these, 285 were increased in cells expressing the intact IR, or K1030R or ∆CT mutants both in the basal and stimulated state, but were low in DKO cells and cells expressing the JMO-IR. These constituted a “High Expression in IR-ICD” cluster. Similarly, 460 genes were low in cells expressing IR or IR-variants with most or all of the ICD (IR, K1030R, ∆CT receptor), but were high in DKO and JMO-IR cells; these constituted a “Low Expression in IR-ICD” cluster. 

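Without insulin, 567 genes were called the same way in IR, K1030R, and ∆CT cells against DKO (246 higher, 321 lower). Of these, 164 were also called that way in JMO cells and 403 were not (146 higher, 257 lower). Requiring in addition that each of the 3 lines differ from JMO cells at the minimum fold left 234 genes, 53 high and 181 low. With insulin libraries in place of the basal ones the numbers were 49 and 174, and 41 and 156 genes were shared by the basal and insulin sets. The 234 moved most without a minimum fold, to 1006 high and 1011 low. Insulin changed 1 of the 234 (*Ier3*) in any line at the minimum fold, and 44 of them differed between K1030R and IR cells. Insulin was given for 15 min, and the paper attributes its small number of insulin genes to that short time. The count of 1 therefore says little about longer stimulation. By qPCR after longer insulin, the paper found collagens, *Fdps*, and *Sqle* slightly raised in IR and ∆CT cells, and interferon genes little changed.

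In the paper's reasoning, a gene that departs from DKO in IR, K1030R, and ∆CT cells but not in JMO cells requires the intracellular domain, since JMO keeps only the juxtamembrane part of it. Such a gene does not require the kinase, which K1030R lacks, the C-terminus, which ∆CT lacks, or insulin, which the basal cells had not received. The paper concludes that this ligand- and kinase-independent, domain-dependent group is the majority of the regulated genes. The rule used here asks that the 3 lines differ from JMO, not that JMO stay at the level of DKO: of the 234 genes, 206 were not called in JMO against DKO in the direction of the other lines and 28 were.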

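Ranked by the smallest of the 6 comparisons, the first 3 of the 53 high genes were transcripts at or near 0 in DKO cells. *Trdn* (ENSMUSG00000019787, chromosome 10:33080554-33476709) had 0 counts in the 3 DKO libraries and 3.13 ± 0.321 CPM in IR, 0.796 ± 0.202 in K1030R, 0.803 ± 0.293 in ∆CT, and 0.017 ± 0.0295 in JMO cells (mean ± SD, n = 3), which is at least 64.2-fold, 15.9-fold, and 16.1-fold higher in IR, K1030R, and ∆CT. *Tnmd* (ENSMUSG00000031250, chromosome X:133850980-133865577) had 1 count in DKO, in replicate 2, and 70, 48, and 47 counts in IR, K1030R, and ∆CT, which is 68.8 times (11.9 to 2750), 52.2 times (8.93 to 2100), and 47.4 times higher (8.11 to 1910). The floor is 3 counts over the group, and these floors and intervals cover counting error only. *Car3* (ENSMUSG00000027559, chromosome 3:14863512-14872523) had 0.263 ± 0.162 CPM in DKO and 0.258 ± 0.12 in JMO cells against 5.03 ± 0.458 in IR, 1.44 ± 0.187 in K1030R, and 2.65 ± 0.569 in ∆CT, with log2 fold changes against DKO of 4.22, 2.43, and 3.30 (adjusted p 2.8e-14, 7.02e-07, and 1.12e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With insulin *Car3* was 6.01 ± 1.04 in IR and 0.364 ± 0.167 in JMO cells.

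The fitted log2 value of *Tnmd*, which depends on the prior count and is no bound, rests on its single DKO count: 5.66, 5.25, and 5.12 in IR, K1030R, and ∆CT become 7.55, 7.13, and 7.00 without DKO replicate 2 and 5.07, 4.66, and 4.53 without DKO replicate 3.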

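Of the 181 low genes, *Hp* (ENSMUSG00000031722, chromosome 8:109575128-109579172) had 17.4 ± 0.973 CPM in DKO and 11.5 ± 0.24 in JMO cells, against 0.0323 ± 0.0286 in IR, 0.125 ± 0.0278 in K1030R, and 0.0641 ± 0.0722 in ∆CT cells (mean ± SD, n = 3). From 2 counts in IR and 1062 in DKO it was 541 times lower in IR, with a counting interval of 149 to 4470, and its log2 value in ∆CT went from -7.91 to -9.11 without ∆CT replicate 1. *C3* (ENSMUSG00000024164, chromosome 17:57203970-57228136) had 519 ± 24.2 CPM in DKO and 812 ± 54.3 in JMO against 18.7 ± 2.64, 23.4 ± 2.51, and 21.1 ± 4.78 (log2 -4.80, -4.47, and -4.63 against DKO), and *Ltbp2* (ENSMUSG00000002020, chromosome 12:84783212-84876532) had 49 ± 0.255 and 118 ± 9.52 against 1.13 ± 0.0351, 2.87 ± 0.421, and 1.73 ± 0.15 (log2 -5.44, -4.09, and -4.83). Adjusted p of these 6 fold changes was 1.59e-15 or smaller in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With insulin the IR, K1030R, and ∆CT values were 17.8, 24.2, and 20.1 for *C3* and 1.33, 2.49, and 1.85 for *Ltbp2*.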

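The pathways were examined with gene lists fixed in advance, comparing the mean of IR, K1030R, and ∆CT cells with the mean of DKO and JMO cells without insulin. Of 22 enzymes of cholesterol biosynthesis (*Hmgcs1*, *Sqle*, and *Fdps* among them), 21 were higher, with a median log2 difference of 0.54 (camera, adjusted p = 1.88e-15 over 12 lists). Of the 44 collagen chain genes, 32 were tested and 27 were higher, with a median of 0.48 (adjusted p = 6.46e-08). For cholesterol 21 genes were significantly higher and 1 lower, both over all genes and adjusted over the list alone. For collagens 24 were higher and 4 lower over all genes, and 25 and 4 over the list alone. Estimating the correlation between genes moved these results most, to adjusted p of 0.0208 and 0.0224, and with fry they were 2.9e-13 and 3.33e-15. All 11 of the 12 list results that were significant with camera stayed so with fry and with the estimated correlation. The study named 3 of the cholesterol genes and 4 of the collagens from these samples, so the lists are not wholly independent of them.

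Against DKO alone the median log2 fold change of the cholesterol enzymes was 0.16 in IR, 0.47 in K1030R, 0.44 in ∆CT, and -0.30 in JMO cells, and that of the collagens 0.81, 0.56, 0.65, and 0.28. At the minimum fold 15, 9, 12, and 3 collagens were called higher in IR, K1030R, ∆CT, and JMO, and 0, 2, 1, and 0 cholesterol enzymes.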

Pathway analysis of the “High Expression in IR-ICD” genes showed significant enrichment for genes related to cholesterol biosynthesis, ECM organization, and collagen synthesis (Fig. 5a). These included 2- to 3-fold increases in multiple collagen genes *(Col1a1, Col3a1*, and *Col5a1*) and up to 2-fold increases in key genes regulating cholesterol synthesis including *Hmgcs1* and *Sqle* (Fig. 5b). On the other hand, the cluster “Low Expression in IR-ICD” was significantly enriched for genes related to the immune system, especially related to IFN and JAK/STAT1/2 stimulated genes (IFN-SGs) (Fig. 5c). Examples of these with quantification are shown in Fig. 5d and Supplementary Fig. 4a; most with changes in gene expression ranging from 2- to almost 10-fold. 

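*Col1a1* (ENSMUSG00000001506, chromosome 11:94936224-94953042) had 3264 ± 137 CPM in DKO and 3735 ± 25.4 in JMO cells, against 7252 ± 462 in IR, 6099 ± 187 in K1030R, and 6359 ± 228 in ∆CT (mean ± SD, n = 3). For *Col3a1* (ENSMUSG00000026043, chromosome 1:45311538-45349706) these were 1083 ± 45.8, 719.8 ± 13.2, 2883 ± 71.4, 1585 ± 78.8, and 1970 ± 121, and for *Col5a1* (ENSMUSG00000026837, chromosome 2:27886425-28039514) 351 ± 9.42, 347 ± 1.03, 632 ± 15.3, 582 ± 6.44, and 596 ± 3.12. In IR, K1030R, and ∆CT the fold changes against DKO were 2.22, 1.87, and 1.95 for *Col1a1*, 2.66, 1.46, and 1.82 for *Col3a1*, and 1.80, 1.66, and 1.70 for *Col5a1*. *Col3a1* in K1030R was not called at the minimum fold and was lower than in IR cells (log2 -0.86, adjusted p = 8.78e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In JMO cells *Col3a1* was below DKO (log2 -0.59, adjusted p = 4.23e-15), and the *Col5a1* difference from DKO (-0.02) changes sign without DKO replicate 3.

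*Hmgcs1* (ENSMUSG00000093930, chromosome 13:119690379-119708260) had 667 ± 8.87 CPM in DKO, 546 ± 38.6 in JMO, 876 ± 32.9 in IR, 1099 ± 13.3 in K1030R, and 1086 ± 38.6 in ∆CT cells. *Sqle* (ENSMUSG00000022351, chromosome 15:59315077-59331192) had 318 ± 7.71, 264 ± 14.9, 379.8 ± 7.52, 453 ± 4.09, and 443 ± 5.57, and *Fdps* (ENSMUSG00000059743, chromosome 3:89093588-89101959) 344 ± 12.6, 276 ± 15.4, 432 ± 8.67, 494 ± 13.3, and 492 ± 4.08. The fold changes against DKO in IR, K1030R, and ∆CT were 1.31, 1.65, and 1.63 for *Hmgcs1*, 1.20, 1.42, and 1.39 for *Sqle*, and 1.25, 1.43, and 1.43 for *Fdps*. All 3 were lower in JMO than in DKO cells (log2 -0.29, -0.27, and -0.32).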

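Of 60 listed interferon-stimulated genes, 59 were tested and all 59 were lower in the mean of IR, K1030R, and ∆CT than in the mean of DKO and JMO cells, with a median log2 difference of -1.40 (camera, adjusted p = 4.56e-41). All 59 had adjusted p below 0.05, over all genes as over the list alone. The adjusted p moved most with an estimated correlation, to 0.0208, and was 2.9e-13 with fry. The study drew 9 of the list members from these samples. Against DKO the median was -0.72 in IR, -1.64 in K1030R, -1.84 in ∆CT, and -0.11 in JMO cells, and 26, 49, 56, and 2 genes were called lower at the minimum fold. In IR alone 58 of the 59 were below DKO, and *Ifit2*, picked out after its values were seen, was above it (log2 0.12). K1030R was below IR cells in 58 of the 59 (median log2 -0.82), with 18 called, and ∆CT was below IR with a median of -1.05 and 30 called.

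**Figure D3:**
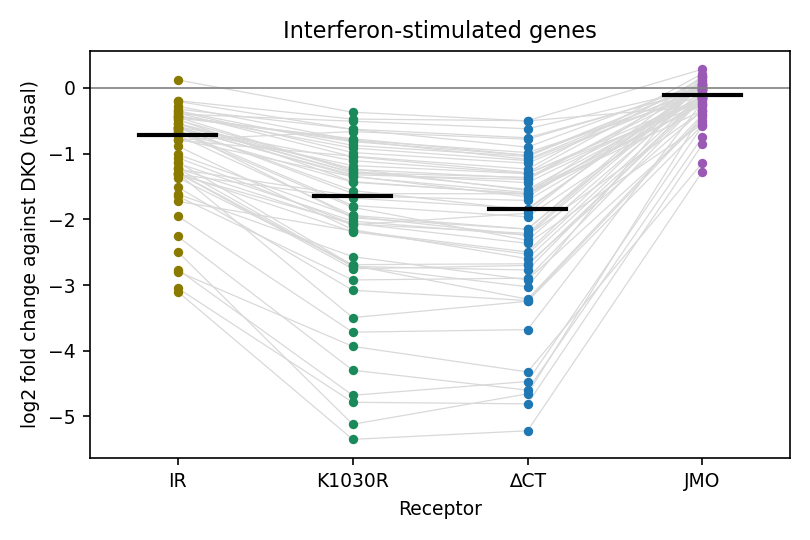
Log2 fold change against DKO cells without insulin of 59 interferon-stimulated genes. Grey lines join the values of a gene and black bars mark the medians.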

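*Isg15* (ENSMUSG00000035692, chromosome 4:156199424-156200818) had 155 ± 13.7 CPM in DKO and 114 ± 7.56 in JMO cells, against 54.5 ± 9.26 in IR, 18.3 ± 2.26 in K1030R, and 16.6 ± 7 in ∆CT (mean ± SD, n = 3). *Oasl1* (ENSMUSG00000041827, chromosome 5:114923240-114937915) had 18.5 ± 0.874, 13.1 ± 1.22, 6.02 ± 0.697, 3.1 ± 0.676, and 2.45 ± 0.79, and *Plscr1* (ENSMUSG00000032369, chromosome 9:92249750-92272278) 71.3 ± 0.873, 70.8 ± 0.98, 41.2 ± 1.17, 45 ± 1.9, and 41.5 ± 2.44. In IR, K1030R, and ∆CT cells *Isg15* was lower than in DKO by 2.84, 8.45, and 9.42 times, *Oasl1* by 3.06, 5.92, and 7.57 times, and *Plscr1* by 1.73, 1.58, and 1.72 times, all with adjusted p of 2.47e-07 or smaller in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Stat2* (ENSMUSG00000040033, chromosome 10:128270559-128292849) was lower by 1.72, 2.55, and 3.02 times. In JMO cells *Isg15* was also below DKO (log2 -0.45, adjusted p = 0.0275), but not without DKO replicate 3 (-0.36, 0.118), JMO replicate 1 (-0.42, 0.0827), or JMO replicate 2 (-0.41, 0.0817), and *Plscr1* (-0.01) changes sign without JMO replicate 1.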

While several of these IFN-SGs, such *as Oas2*, *Ifit1*, and *MX1*, are known to have anti-viral activities^28,29^, in the absence of viral infection, these IFN/immune-related pathways are closely associated with cellular senescence and the senescence-associated secretory phenotype (SASP)^30,31^. 

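*Oas2* (ENSMUSG00000032690, chromosome 5:120730333-120749853) had 246 ± 33.8 CPM in DKO cells, 36.4 ± 1.39 in IR, 9.55 ± 1.98 in K1030R, 11.3 ± 6.68 in ∆CT, and 165 ± 26.3 in JMO cells (mean ± SD, n = 3), *Ifit1* (ENSMUSG00000034459, chromosome 19:34640871-34650009) 549.5 ± 27, 334 ± 25.7, 143 ± 10.7, 124 ± 47.8, and 560.3 ± 28.5, and *Mx1* (ENSMUSG00000000386, chromosome 16:97447035-97462907) 19.4 ± 2.51, 8.82 ± 0.837, 2.98 ± 0.325, 2.09 ± 1.1, and 14.6 ± 0.238. In IR, K1030R, and ∆CT, *Oas2* was lower than in DKO by 6.79, 25.6, and 22.1 times, *Ifit1* by 1.65, 3.84, and 4.43 times, and *Mx1* by 2.19, 6.50, and 9.29 times. *Ifit1* in IR cells had an adjusted p of 0.00139 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not called at the minimum fold. In JMO cells the log2 fold changes against DKO were -0.58 (adjusted p = 0.0163), 0.03 (0.921), and -0.41 (0.0195). That of *Oas2* was not significant without DKO replicate 3 (-0.46, 0.089), JMO replicate 1 (-0.56, 0.0519), or JMO replicate 2 (-0.48, 0.0762), nor was that of *Mx1* without DKO replicate 2 (-0.30, 0.117), JMO replicate 2 (-0.40, 0.0522), or JMO replicate 3 (-0.40, 0.0563). The sign of *Ifit1* in JMO turns without DKO replicate 2 or JMO replicate 1.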

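In IR, K1030R, and ∆CT cells without insulin, *Il6* (ENSMUSG00000025746, chromosome 5:30013114-30019981) was 0.343 ± 0.079, 0.564 ± 0.209, and 0.363 ± 0.0636 CPM against 2.48 ± 0.452 in DKO and 2.02 ± 0.235 in JMO cells (mean ± SD, n = 3). *Ccl2* (ENSMUSG00000035385, chromosome 11:82035571-82037453) was 163 ± 1.33, 302 ± 31.9, and 246 ± 17 against 469.9 ± 16.3 and 490 ± 0.467. *Cxcl10* (ENSMUSG00000034855, chromosome 5:92346638-92348889) was 48 ± 6.59, 26.9 ± 1.52, and 20.6 ± 5.7 against 86.2 ± 6.22 and 76.9 ± 5.93, and *Mmp3* (ENSMUSG00000043613, chromosome 9:7445822-7455975) 4.27 ± 0.664, 1.35 ± 0.159, and 1.71 ± 0.237 against 9.02 ± 0.832 and 7.84 ± 0.441. Against DKO the log2 fold changes in IR, K1030R, and ∆CT were -2.85, -2.15, and -2.75 for *Il6*, -1.53, -0.64, and -0.94 for *Ccl2*, -0.84, -1.68, and -2.07 for *Cxcl10*, and -1.07, -2.73, and -2.40 for *Mmp3* (adjusted p of 2.89e-05 or smaller, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are decreases of 35.7% to 86.1%. *Ccl2* was higher in K1030R than in IR cells (log2 0.89, adjusted p = 2.48e-08). No insulin effect on the 4 genes had an adjusted p below 0.05 in any line after the 15 min given.

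Of 61 secreted factors listed for the phenotype, 47 were tested and 34 were lower in the mean of IR, K1030R, and ∆CT than in the mean of DKO and JMO cells, with a median log2 difference of -0.36 (camera, adjusted p = 6.18e-08). The adjusted p moved most with an estimated correlation, to 0.00525, and was 2.28e-15 with fry. Over all genes 30 were significantly lower and 7 higher, and over the list alone 31 and 8.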

Further analysis of these data revealed that the levels of *IL-6, Ccl2, Cxcl10*, and *Mmp3*, also well-known SASP-related genes^31,32^, were down-regulated by 30–80% in cells expressing IR with a near full-length ICD, again independent of the presence of ligand or an active kinase domain (Fig. 5e). Mechanistically, this decrease in SASP-related and ISGs may be due to decreases in IFNs themselves, since mRNA levels of IFN-α and IFN-β, which are upstream of JAK/STAT1/2-ISGs signaling, were downregulated in IR-ICD expressing cells by 70-90% as assessed by qPCR (Fig. 5f).

**Fig. 5:**
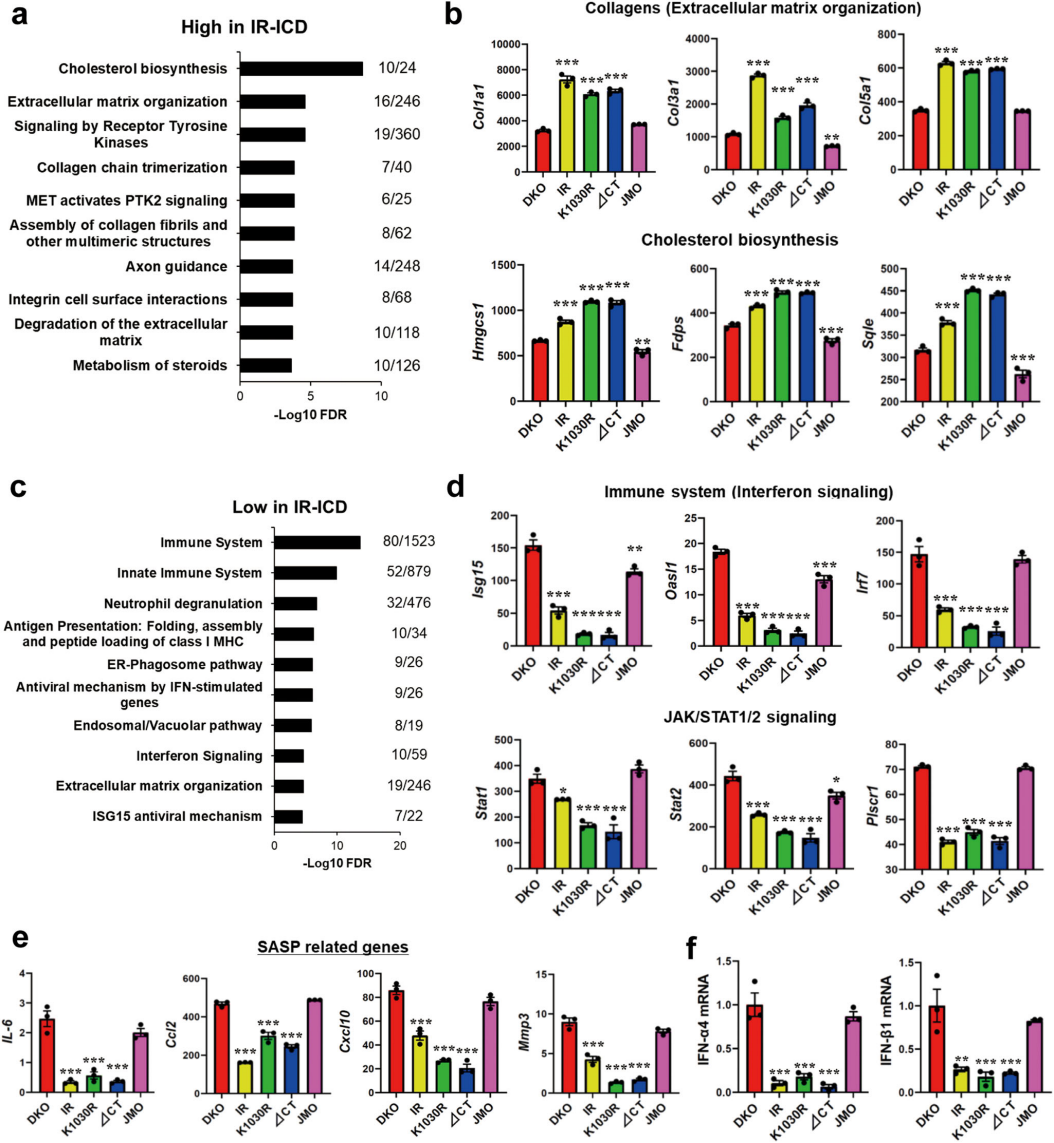
Analysis of IR kinase-independently regulated genes. **a** Pathway analysis showing the top 10 upregulated REACTOME pathways by IR-ICD. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure.　Plots are −log10 transforms of enrichment FDR value. **b** Quantification of exemplary genes in important pathways from the high expression in IR-ICD cluster at the basal. Data are means ± SEM of genes intensity values (*n* = 3). **P < 0.01, ***P < 0.001 vs. DKO, one-way ANOVA. **c** Pathway analysis showing the top ten downregulated REACTOME pathways by IR-ICD. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure. **d** Quantitation of exemplary genes in important pathways from the low expression in IR-ICD cluster. Data are means ± SEM of genes intensity values (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001 vs. DKO, one-way ANOVA. **e** Quantitation of some genes related to senescence-associated secretory phenotype (SASP). Data are means ± SEM of gene intensity values (*n* = 3). ***P < 0.001 vs. DKO, one-way ANOVA. **f** Gene expression levels of IFN-α4 and IFN-β1 by qPCR. Data are means ± SEM. The level in DKO was set at 1. **P < 0.01, ***P < 0.001 vs. DKO, one-way ANOVA (*n* = 3).

We also analyzed changes in mRNA expression of selected genes in these cell lines following long-term insulin stimulation (100 nM insulin for 6 h) by qPCR (Supplementary Fig. 4b–f). Well-known insulin-regulated genes, such as *Srebp1c* and *Pfkl*, were significantly upregulated by insulin only in IR and ∆CT cells (Supplementary Fig. 4b and Fig. 1g). mRNAs for genes in the “High Expression in IR-ICD” cluster, i.e., collagens and cholesterol synthesis related genes, such as *Fdps* and *Sqle*, were slightly upregulated in IR and ∆CT cells by insulin (Supplementary Fig. 4c, d), while mRNA levels of IFNs and IFN-ISGs, representing genes in the “Low Expression in IR-ICD” cluster, showed little change following insulin stimulation (Supplementary Fig. 4e, f).

The heatmap in Fig. 4b also included other smaller clusters, such as genes with “High Expression in IR-ECD”, “Low Expression in IR-ECD”, “High Expression in WT-IR only,” and “High Expression in JMO only” clusters (Supplementary Fig. 4g–k). 

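Without insulin, 100 genes were higher and 64 lower in each of IR, K1030R, ∆CT, and JMO cells than in DKO. Another 22 were higher in IR than in every other line, and 21 higher in JMO than in every other line. With insulin libraries the numbers were 94, 64, 20, and 27. Among the genes higher in all lines, *Slc7a11* (ENSMUSG00000027737, chromosome 3:49892526-50443614) had 9.76 ± 1.19 CPM in DKO, 25.4 ± 1.25 in IR, 25.6 ± 1.21 in K1030R, 24.2 ± 2.91 in ∆CT, and 22.1 ± 1.53 in JMO cells (mean ± SD, n = 3), with log2 fold changes of 1.39, 1.40, 1.33, and 1.19 (adjusted p of 9.12e-12 or smaller, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc3a2* (ENSMUSG00000010095, chromosome 19:8706882-8723369) had 69.2 ± 1.92, 119 ± 7.14, 110.2 ± 3.17, 105 ± 4.3, and 92.2 ± 3.25, with log2 fold changes of 0.79, 0.67, 0.60, and 0.41. It passed the minimum fold in IR alone, and it lies on chromosome 19, where the uncalled genes of the receptor lines are also above DKO, by a median log2 of 0.15.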

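*Itga8* (ENSMUSG00000026768, chromosome 2:12106632-12301922) had 3.98 ± 0.165 CPM in IR cells, against 1.46 ± 0.337 in DKO, 2.2 ± 0.123 in K1030R, 2.07 ± 0.164 in ∆CT, and 1.41 ± 0.283 in JMO cells (mean ± SD, n = 3). *Capn6* (ENSMUSG00000067276, chromosome X:143802231-143827414) had 194 ± 2.12, against 43.7 ± 3.28, 81.3 ± 6.77, 104 ± 18.5, and 58.7 ± 0.427. Relative to IR cells, *Itga8* changed by log2 -0.84, -0.94, and -1.49 in K1030R, ∆CT, and JMO (adjusted p 0.000196, 6.23e-05, and 1.49e-08), of which only JMO passed the minimum fold, and *Capn6* by -1.25, -0.90, and -1.73 (2.17e-09, 1.89e-07, and 4.97e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all of which passed. Both were above DKO in IR cells (log2 1.42 and 2.14), and *Capn6* also in K1030R (0.89) and ∆CT (1.25) and, short of the minimum fold, in JMO (0.42, adjusted p = 0.00238). *Itga8* against DKO was 0.57 in K1030R (adjusted p = 0.0158), 0.41 (0.112) without DKO replicate 2 and 0.54 (0.0519) without K1030R replicate 2. In ∆CT it was 0.48 (0.0398), 0.52 (0.0527) without DKO replicate 1, 0.32 (0.229) without DKO replicate 2, 0.47 (0.0804) without ∆CT replicate 1, and 0.43 (0.115) without ∆CT replicate 3. Its JMO value (-0.07) turns to 0.09 without DKO replicate 3 and 0.08 without JMO replicate 3.

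Ranked by the smallest difference between IR and any other line, the first 3 genes were *Trdn* (log2 -1.99 in K1030R and -1.97 in ∆CT against IR), *Hmcn1* (ENSMUSG00000066842, chromosome 1:150562524-150993435), with 2.98 ± 0.339 CPM in IR against 0.777 ± 0.23 and 0.818 ± 0.281 in K1030R and ∆CT (log2 -1.92 and -1.87), and *Itgbl1* (ENSMUSG00000032925, chromosome 14:123659971-123975618), with 29.9 ± 1.63 against 9.81 ± 1.31 and 10.2 ± 1.74 (log2 -1.60 and -1.55).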

The “High Expression in WT-IR” cluster contained genes involved in ECM organization, such as integrin subunit alpha-8 (*Itga8*) and calpain 6 (*Capn6*) (Supplementary Fig. 4j, k).

### Roles of different intracellular domains of IR on protein expression

A limited correlation between mRNA and protein levels is a well-known biological phenomenon^33^, but to what extent this is modulated by metabolic cues is less well understood. Therefore, to determine to what extent the changes in gene expression resulted in alterations of protein levels in cells expressing different functional states of IR, we performed proteomic analysis under the same conditions as in the RNA sequencing (Supplementary Data 3). As expected, IR and IGF1R proteins were not detected in DKO cells (Supplementary table 1). As with gene expression, PCA of proteomic data revealed that cells expressing IR, K1030R, and ∆CT had overlapping clusters, whereas DKO and JMO cells formed unique groups (Fig. 6a), indicating a high degree of similarity in the proteome of the cells with the structurally intact intracellular domain of the IR, independent of whether the IR has kinase activity, but distinct proteomic changes in cells lacking both IR and IGF1R and with IR lacking most of the intracellular domain. Using pair-wise moderated *t*-tests to detect proteins that were differentially expressed by at least 1.5-fold, a total of 489 proteins were significantly different between groups in either the basal or stimulated states at an FDR of <0.05. These are shown in a hierarchical clustering heatmap in Fig. 6b. As expected, there was no ligand response due to the short period of ligand stimulation. Consistent with the PCA, the majority of proteins in the heatmap were regulated by the ICD of IR, but independent of having an active kinase domain. When combined with the transcriptome analysis, 70–80% of proteins in the “High Protein Expression in IR-ICD” and the “Low Protein Expression in IR-ICD” clusters were regulated in parallel with mRNA expression (Fig. 6c).

**Fig. 6:**
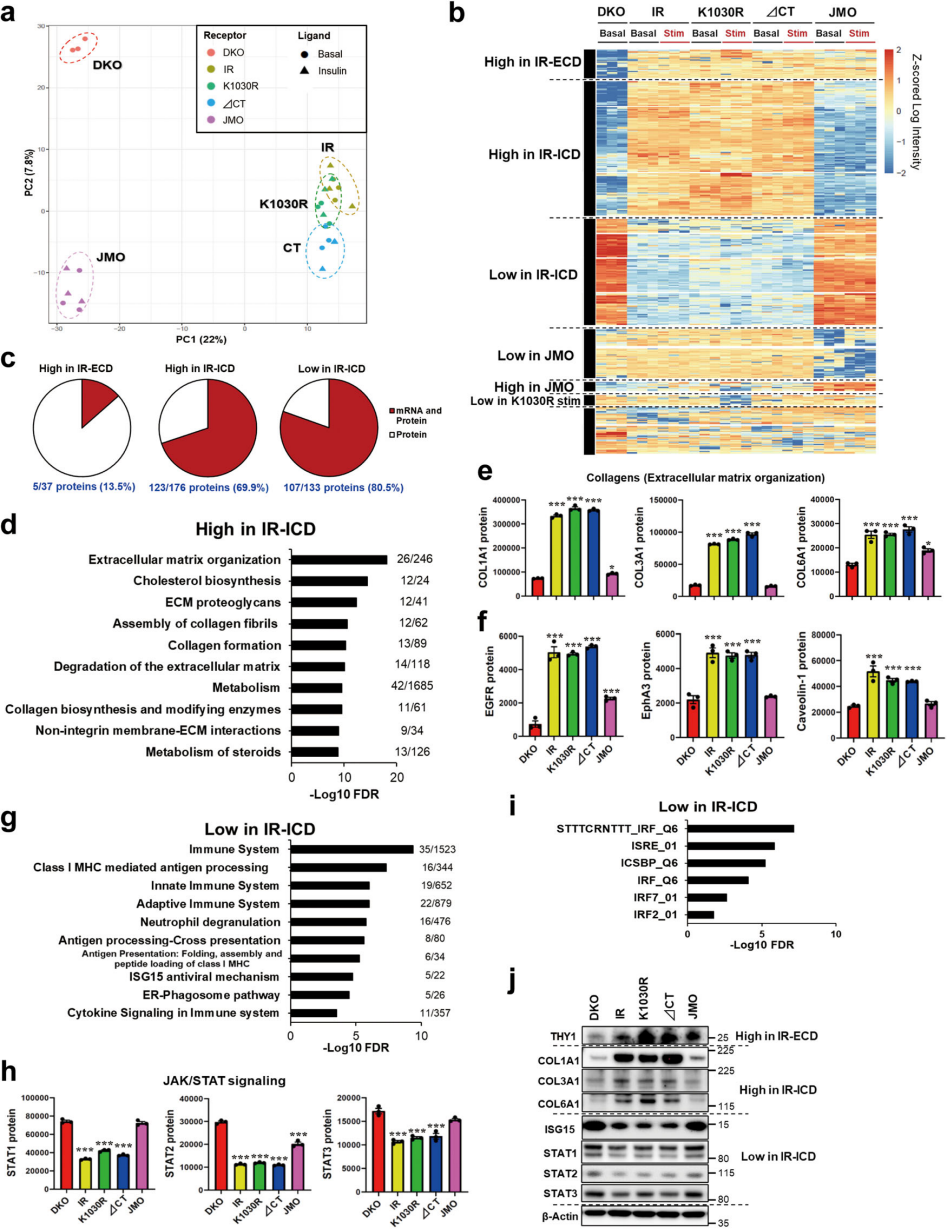
Proteomic analysis of DKO, IR, K1030R, ∆CT, and JMO cells. Analysis of IR-ICD-dependent up and downregulated proteins. **a** PCA of the proteome from DKO, IR, K1030R, ∆CT, and JMO cells. Cells were serum starved for 6 h with DMEM containing 0.1% BSA before 100 nM insulin stimulation for 15 min. **b** Heatmap showing the hierarchical clustering of regulated proteins in DKO, IR, K1030R, ∆CT, and JMO cells in the basal and insulin-stimulated states. Values are *Z*-scores of log2 transformed intensity values. **c** Percentage of proteins with the same changes in mRNA expressions in the high protein expression in IR-ECD, the high protein expression in IR-ICD, and the low protein expression in IR-ICD clusters. **d** Pathway analysis showing the top 10 REACTOME pathways in the high protein expression in the IR-ICD cluster. Plots are −log10 transforms of enrichment FDR value. **e** Quantification of exemplary proteins of collagens from the high protein expression in IR-ICD cluster at the basal. Data are mean ± SEM of protein intensity values (*n* = 3). *P < 0.05, ***P < 0.001 vs. DKO, one-way ANOVA. **f** Quantification of some proteins-related signaling receptors in the high protein expression in IR-ICD cluster at the basal. Data are mean ± SEM of protein intensity values (*n* = 3). ***P < 0.001 vs. DKO, one-way ANOVA. **g** Pathway analysis showing the top 10 REACTOME pathways in the low protein expression in the IR-ICD cluster. **h** Quantitation of exemplary proteins in the JAK/STAT signaling pathway from the low protein expression in IR-ICD cluster at the basal. Data are means ± SEM of proteins intensity values (*n* = 3). ***P < 0.001 vs. DKO, one-way ANOVA. **i** Enrichment analysis of gene motifs in the low protein expression in IR-ICD cluster tested using the Fisher exact test. Plots are −log10 transforms of enrichment FDR value. **j** Immunoblotting of THY1, COL1A1, COL3A1, COL6A1, ISG15, STAT1-3, and β-Actin in lysates from DKO, IR, K1030R, ∆CT, and JMO cells. The functional enrichment analyses in (**d**, **g**) were tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure.

In agreement with the correlation between mRNA and protein, pathway analysis showed that the “High Protein Expression in IR-ICD” cluster was significantly enriched for proteins related to ECM organization, collagens, and cholesterol biosynthesis (Fig. 6d). 

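*Col6a1* (ENSMUSG00000001119, chromosome 10:76708792-76726168) mRNA had 842 ± 30 CPM in DKO, 1427 ± 40.2 in IR, 1111 ± 61 in K1030R, 1195 ± 82.3 in ∆CT, and 965 ± 28.4 in JMO cells without insulin (mean ± SD, n = 3). The log2 fold changes against DKO were 0.76, 0.40, 0.50, and 0.20 (adjusted p 2.19e-17, 2.77e-10, 9.08e-13, and 0.000146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and IR alone passed the minimum fold. With insulin *Col1a1* was 6529 ± 343 CPM in IR, 6075 ± 37.4 in K1030R, and 3737 ± 125 in JMO cells, *Col3a1* 2829 ± 20.2, 1595 ± 18.3, and 734 ± 7.55, and *Col6a1* 1365 ± 24.5, 1081 ± 23.5, and 931 ± 8.26. *Col6a1* lies on chromosome 10, where the uncalled genes of the receptor lines are below DKO by a median log2 of -0.12. The protein data were not analysed here.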

Examples of proteins in these pathways with quantification are shown in Fig. 6e and Supplementary Fig. 5a and include collagens COL1A1, COL3A1, and COL6A1, several of which were increased up to fivefold, in good agreement with the mRNA expression data. This also agreed well with changes in the phosphorylation of known regulators of collagen expression. Thus, the phosphorylation of JNK and total amounts of NFKB1 protein, both of which are negative regulators of collagen gene transcription^34^, were higher in DKO and JMO cells than in IR, K1030R, and ∆CT cells (Supplementary Fig. 5b), as were other genes downstream of JNK, such as *Jun* and *Mmp8* (Supplementary Fig. 5c, d). 

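*Jun* mRNA was 99.7 ± 4.23 CPM in DKO and 61.6 ± 1.48 in JMO cells without insulin, against 44.3 ± 5.31 in IR, 43.9 ± 2.95 in K1030R, and 41.3 ± 3.22 in ∆CT cells (mean ± SD, n = 3). Its log2 fold changes against DKO were -1.17, -1.18, and -1.27 in IR, K1030R, and ∆CT and -0.69 in JMO (adjusted p 6.29e-14, 9.17e-14, 1.75e-14, and 2.62e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mmp8* (ENSMUSG00000005800, chromosome 9:7558456-7568485) had 29 counts in DKO cells (0.469 ± 0.271 CPM), 1 in IR, 0 in K1030R, and 3 in ∆CT, and 0.809 ± 0.118 CPM in JMO cells. It was 29.5 times lower in IR (counting interval 4.9 to 1210), at least 8.89-fold lower in K1030R, and 9.58 times lower in ∆CT (2.97 to 49.2). The fitted log2 values of *Mmp8* depend on the prior count and on single libraries: -4.43 in IR becomes -6.29 without IR replicate 2, and -3.10 in ∆CT becomes -3.92 without ∆CT replicate 1.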

Interestingly, this cluster which was increased in expression in cells with a near full-length IR-ICD, but independent of kinase activity, also included PDGF receptor binding (Supplementary Fig. 5e), several other signaling receptors [EGFR, EphA3, EphB3, and DDR2 (discoidin domain receptor tyrosine kinase 2)], β1-integrin, and caveolin-1, a membrane scaffolding protein that can alter receptor tyrosine kinase signal transduction and trafficking^35^ (Fig. 6f and Supplementary Fig. 5f).

Likewise, consistent with the transcriptomic data, the “Low Protein Expression in IR-ICD” cluster was significantly enriched for proteins related to the immune system, especially cytokine signaling (including IFN related signaling and STAT3) and JAK/STAT1/2-ISGs signaling (Fig. 6g, h and Supplementary Fig. 5g). This suppression is likely due to transcriptional regulation since motif analysis of genes/proteins in this cluster showed enrichment for IFN-regulatory factor 7 and 2 (IRF7 and IRF2) transcription factor motifs (Fig. 6i). 

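*Stat2* mRNA was 444 ± 38.5 CPM in DKO, 259 ± 8.46 in IR, 174 ± 7.77 in K1030R, 148 ± 35.4 in ∆CT, and 350.4 ± 28.4 in JMO cells (mean ± SD, n = 3), and *Stat3* (ENSMUSG00000004040, chromosome 11:100885098-100939540) 124 ± 3.14, 122 ± 2.45, 109.7 ± 1.33, 102 ± 4.23, and 113 ± 1.72. The log2 fold changes of *Stat3* against DKO were -0.02 in IR (adjusted p = 0.566), -0.17 in K1030R (5.06e-05), -0.27 in ∆CT (1.2e-08), and -0.13 in JMO (0.00175), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Stat2* in JMO, -0.34 (0.0221), was -0.27 (0.111) without DKO replicate 3 and -0.28 (0.0964) without JMO replicate 2. *Stat2* lies on chromosome 10, whose uncalled genes are slightly below DKO in the receptor lines.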

Further supporting this notion, the mRNA level of IRF7 was lower in cells expressing an IR with a full-length or near full-length ICD (Fig. 5d). 

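*Irf7* (ENSMUSG00000025498, chromosome 7:141262706-141266481) had 148 ± 21 CPM in DKO and 139.5 ± 10.3 in JMO cells, and 59.9 ± 4.57 in IR, 32.4 ± 2.22 in K1030R, and 25.8 ± 11 in ∆CT cells (mean ± SD, n = 3). It was lower than in DKO by 2.47, 4.56, and 5.77 times in IR, K1030R, and ∆CT, with log2 fold changes of -1.30, -2.19, and -2.53 (adjusted p 1.27e-06, 5.11e-09, and 7.38e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With insulin it was 63 ± 3.01, 35.4 ± 2.58, and 23.5 ± 2.57 (n = 2 for ∆CT). The JMO difference from DKO, -0.09 (0.698), changes sign without DKO replicate 3.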

Some important proteins regulated by ECD and ICD of IR were confirmed by immunoblotting (Fig. 6j and Supplementary Fig. 5h). There was also a unique cluster of proteins whose expression was high in cells expressing wild-type IR and all three mutated receptors i.e., the high expression is either related to the presence of either the IR extracellular domain (ECD) or possibly the transmembrane or juxtamembrane region of the receptor. 

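In DKO, IR, K1030R, ∆CT, and JMO cells without insulin, mRNA of *Thy1* (ENSMUSG00000032011, chromosome 9:44043384-44048579) was 6.62 ± 0.864, 21.8 ± 1.07, 28.8 ± 0.846, 25 ± 0.597, and 26.2 ± 1.28 CPM (mean ± SD, n = 3), and that of *Prdx2* (ENSMUSG00000005161, chromosome 8:84969587-84974834) 28.1 ± 1.43, 49.7 ± 1.62, 47.2 ± 0.623, 50.8 ± 3.58, and 48 ± 3.27. Both were called higher than DKO in all 4 lines, as was *Insr*, with log2 fold changes of 1.72, 2.12, 1.92, and 1.99 for *Thy1* and 0.83, 0.75, 0.86, and 0.78 for *Prdx2*. *Dbt* (ENSMUSG00000000340, chromosome 3:116513070-116549981) was 13.4 ± 0.621, 15.6 ± 0.0156, 17.8 ± 1.94, 18.4 ± 0.835, and 18.4 ± 0.622 CPM (log2 0.21, 0.41, 0.46, and 0.46) and was not called at the minimum fold. *Plxdc2* (ENSMUSG00000026748, chromosome 2:16356304-16755839) was 41.3 ± 2.52, 60.8 ± 1.12, 56.9 ± 2.98, 46.2 ± 3.23, and 73 ± 3.08 (log2 0.56, 0.46, 0.16, and 0.82) and was called in JMO. With no minimum fold all had adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of *Dbt* in IR (adjusted p = 0.0145) was lost without DKO replicate 1 (0.19, 0.0604), and that of *Plxdc2* in ∆CT (0.0152) without DKO replicate 2 (0.12, 0.105) or ∆CT replicate 3 (0.10, 0.151). *Prdx2* and *Insr* lie on chromosome 8, where the uncalled genes of the receptor lines are above DKO by a median log2 of 0.16.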

Only 5 out of the 37 (14%) of the proteins in this cluster were similarly regulated as the mRNA level (Fig. 6c and Supplementary Fig. 5i, j), indicating that these changes represented primarily post-transcriptional regulation.

Taking the proteomic data along with the phosphoproteomic data shown in Fig. 2, we were able to evaluate the stoichiometry of phosphorylation for the 9750 sites in proteins that were identified in both analyses. Although the total number of phosphosites that could be analyzed was reduced by about 35%, the protein-normalized phosphoproteomic data, as represented in the t-SNE plot and heatmap analysis, were very similar to those of the total phosphoproteome (Supplementary Fig. 6), indicating that most of the phosphorylation changes were the result of changes in the stoichiometry of phosphorylation, not changes in protein abundance. Pathway analysis revealed that the presence of receptors with most of the intracellular domain (IR-ICD), whether kinase active or inactive, was associated with changes in phosphorylation of a network of proteins involved in the regulation of ECM organization, cell cycle, mitosis, and ATM signaling (Supplementary Fig. 6c–g), similar to the total phosphoproteome analysis (Figs. 2 and 3). In the ATM signaling pathway (Fig. 3d), while Chk2 and RNF were not identified in the proteomic data, ATM^S1897^ and 53BP1^S418^ showed similar changes in the normalized phosphoproteome (Supplementary Fig. 6g).

### JMO-dependent signature in signaling and gene/protein expression

In addition to the pathways controlled by the presence of the larger IR-ICD, reconstitution of DKO cells with the JMO-IR, which contains an IR with a 36 amino acid intracellular domain attached to the transmembrane and ECDs, could create some unique signals. Thus, cells expressing the JMO-IR exhibited a unique group of up and downregulated phosphorylation events involving 704 sites on 490 proteins, which differed from those observed in DKO cells or cells expressing all other receptors (Fig. 2c). Pathway analysis showed that this “JMO specific” phosphorylation cluster was significantly enriched for proteins related to cell cycle, mRNA splicing, SUMOylation, membrane trafficking, histone demethylation and cell–cell communication (Fig. 7a–c). Kinase enrichment analysis of the phosphosites revealed enrichment of protein kinase A catalytic subunit sites.

**Fig. 7:**
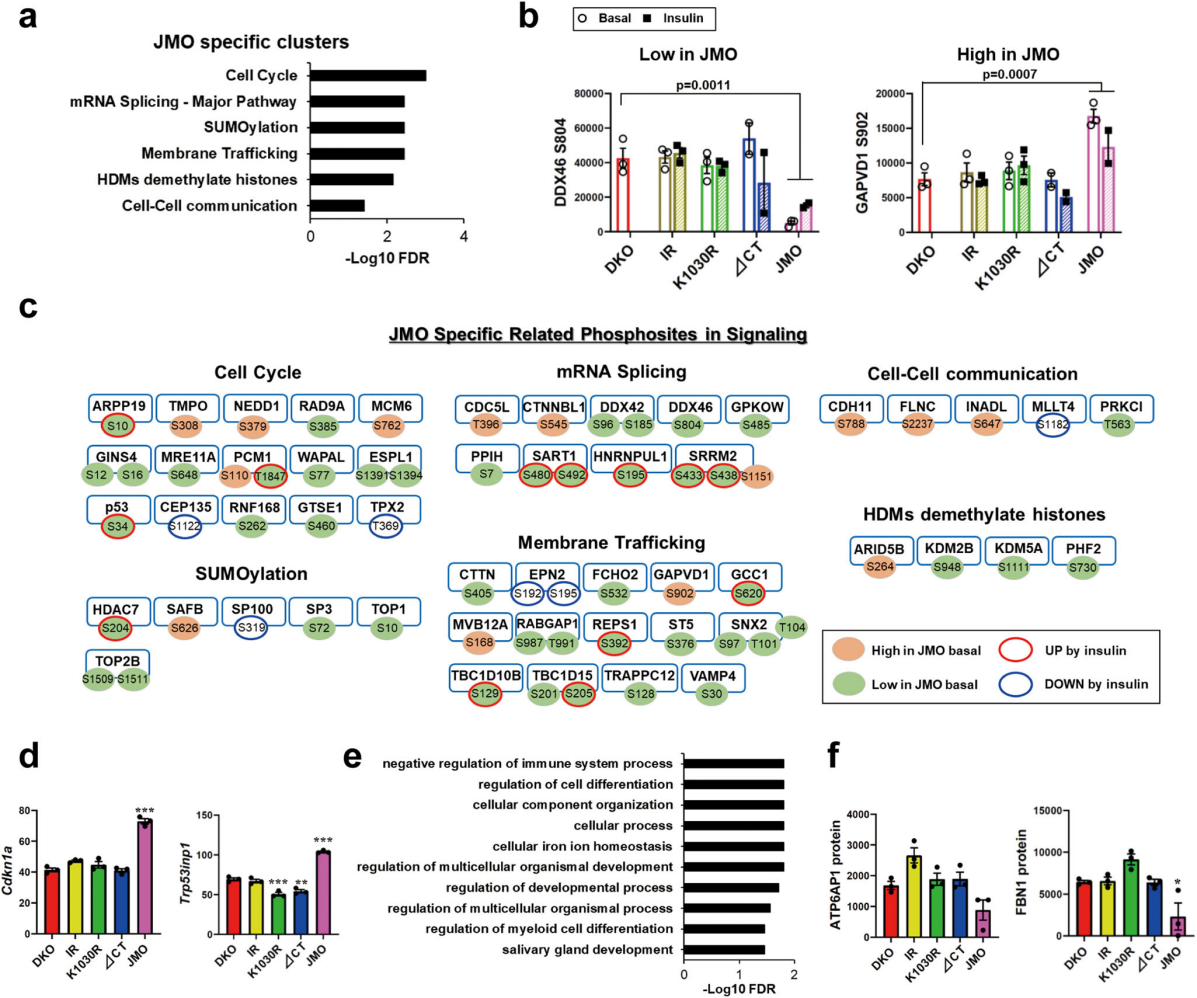
JMO dependent signature in signaling and gene and protein expressions. **a** REACTOME pathway enrichment analysis of phosphosites regulated by JMO-IR. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure. Plots are −log10 transforms of enrichment FDR value. **b** Quantification of exemplary phosphosites in the enriched pathways (in (**a**)) in the “JMO specific” cluster. Data are means ± SEM of phosphosites intensity values (×10^4^). *P*-values vs. DKO (combined both basal and insulin for comparisons), one-way ANOVA followed by Dunnett’s multiple comparisons test (*n* = 3–6). **c** Diagram of intracellular signaling regulated by JMO-IR as identified by phosphoproteomics. Each of the phosphosites was color-coded based on the effects of basal or insulin stimulation on phosphorylation. **d** Quantification of exemplary genes in the high expression in JMO cluster in the RNA-sequencing heatmap at the basal. Data are means ± SEM of genes intensity values (*n* = 3). **P < 0.01, ***P < 0.001 vs. DKO, one-way ANOVA. **e**, **f** The top 10 enriched GO term (Biological process) (**e**) and quantification of exemplary proteins (**f**) in the low protein expression in JMO cluster in the proteome heatmap at the basal. The functional enrichment analysis in (**e**) was tested by the STRING database, where FDRs were calculated using the Benjamini–Hochberg procedure. Data are means ± SEM of proteins intensity values (*n* = 3). *P < 0.05 vs. DKO, one-way ANOVA.

In parallel, some genes and proteins were uniquely regulated by JMO-IR. 

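*Cdkn1a* (ENSMUSG00000023067, chromosome 17:29090976-29100727) had 73.1 ± 3.07 CPM in JMO cells without insulin, against 41.6 ± 2.15 in DKO, 47.4 ± 0.955 in IR, 44.9 ± 3.72 in K1030R, and 41.1 ± 2.19 in ∆CT cells (mean ± SD, n = 3), and *Trp53inp1* (ENSMUSG00000028211, chromosome 4:11156431-11174379) had 104 ± 1.8, against 69.5 ± 3.31, 67.3 ± 3.85, 50.7 ± 3.81, and 54.3 ± 3.61. JMO against the mean of the other lines gave log2 0.74 for *Cdkn1a* (adjusted p = 3e-17) and 0.80 for *Trp53inp1* (adjusted p = 3.7e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdkn1a* passed the minimum fold against DKO (log2 0.81) and ∆CT (0.83), but not IR (0.62) or K1030R (0.70). *Trp53inp1* passed it against K1030R (1.04) and ∆CT (0.94), but not IR (0.63) or DKO (0.58). Neither is therefore among the 21 genes above every other line, of which the first 3 by the smallest difference from any other line were *Cyp1a1* (ENSMUSG00000032315, chromosome 9:57687928-57703824), with 10.3 ± 0.849 CPM (log2 2.76 against the mean of the other lines), *Ano3* (ENSMUSG00000074968, chromosome 2:110655201-110950923), with 6.41 ± 0.195 (2.25), and *Slc16a6* (ENSMUSG00000041920, chromosome 11:109450855-109473598), with 1.22 ± 0.288 (2.17). Between ∆CT and DKO the sign of *Cdkn1a* (-0.02) turns to 0.02 without DKO replicate 3 or ∆CT replicate 2, and against DKO in K1030R it becomes significant without K1030R replicate 1 (0.15, 0.0408).

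Of 39 direct targets of p53, among them *Cdkn1a* and *Trp53inp1*, 38 were tested and 29 were higher in JMO cells than in the mean of the other lines, with a median log2 difference of 0.25 (camera, adjusted p = 8.87e-09). With an estimated correlation the adjusted p was 4.08e-05, the largest move, and with fry 4.64e-16. Over all genes and over the list alone alike, 23 were significantly higher and 4 lower, and 5 passed the minimum fold against DKO. Without the 2 genes named by the study and *Ccng1*, all seen beforehand, 26 of 35 were higher, with a median of 0.24. According to the paper the cells were immortalized with SV40 T-antigen, and activity of p53 was not measured here. With a single JMO line, the list does not show that the receptor activates p53.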

At the mRNA level, JMO-IR cells showed upregulation of 46 genes, including several cell cycle-related genes (*Cdkn1a* and *Trp53inp1*) (Fig. 7d). The proteomic heatmap (Fig. 6b) also included 11 proteins in a “High Protein Expression in JMO” and 61 proteins in a “Low Protein Expression in JMO” clusters. The latter was significantly enriched for proteins related to negative regulation of the immune system process and regulation of cell differentiation (Fig. 7e, f). These findings demonstrate how different portions of the intracellular domain, and possibly even the ECD, of the IR, can contribute to distinct signaling events and altered gene and protein expressions in the regulation of cellular function.

### LYK-I signaling contributes to cellular sensitivity to apoptosis

Since proteins related to IFN signaling through JAK/STAT and NFKB pathways are closely associated with the regulation of apoptotic sensitivity and cellular senescence, and since several of these were altered in gene/protein expression and phosphorylation in cells in an LYK-I-dependent manner, we measured DNA fragmentation and caspase activation in WT, DKO, IR, K1030R, ∆CT, and JMO cells under several conditions known to induce apoptosis (Fig. 8a, b and Supplementary Fig. 7). While DNA fragmentation was increased in all cell lines by serum starvation, H_2_O_2_ treatment, and etoposide treatment, DKO cells showed marked reduction in DNA fragmentation compared to WT cells under all conditions. Interestingly, the re-introduction of the wildtype IR, K1030R, or ∆CT mutant receptors, but not the JMO-IR, largely rescued the apoptotic response to all three stimuli as measured by DNA fragmentation (Fig. 8a). Appearance of cleaved caspase 3, another marker of apoptosis, in these samples showed similar results (Fig. 8b and Supplementary Fig. 7a). Thus, apoptotic sensitivity of cells was rescued by the presence of an IR with a full-length or near full-length ICD, but this effect was independent of IR tyrosine kinase activity. Cell viability following H_2_O_2_ or etoposide treatment showed similar results, i.e., cells expressing wildtype IR or the K1030R mutant IR showed significantly decreased cell survival rate following H_2_O_2_/etoposide treatments as compared to DKO and JMO cells, with the ∆CT-IR giving an intermediate response (Fig. 8c), indicating that the intracellular domain, but not the kinase activity of the IR, provide signals required for normal regulation of stress-induced apoptosis. Apoptotic sensitivity of cells was also rescued by re-expression of mouse IR (mIR) in DKO cells (Supplementary Fig. 8a–c). Re-expression of mIR in DKO cells also showed increased mRNA expressions of collagens and decreased mRNA expressions of *IFN-α4* and *Isg15* (Supplementary Fig. 8d). This resistance to apoptosis was mediated by activation of the JAK/STAT/IFN-SGs and NFKB1 pathways in DKO and JMO cells, pathways known to be associated with resistance to apoptosis^29,36^. Thus, apoptosis resistance, as indicated by decreased levels of cleaved caspase 3 in DKO cells, was rescued by treatment with TPCA-1, an inhibitor of both NF-κB pathway and STAT3 and RNAi-based knockdown of STAT3 or both STAT3 and NFKB1 (Fig. 8d and Supplementary Fig. 7b). On the other hand, treatment with baricitinib, an inhibitor of JAK/STAT signaling (Fig. 8d) or knockdown of STAT1 or NFKB1 alone did not alter cleaved caspase 3 levels (Supplementary Fig. 7c). Taken together with the above data, these data indicate that the LYK-I effects on gene and protein expression play important roles in the regulation of cellular senescence and apoptosis through a complex series of phosphorylation changes which are, at least in part, related to ATM, STAT3 and NFKB1 signaling (Fig. 8e).

**Fig. 8:**
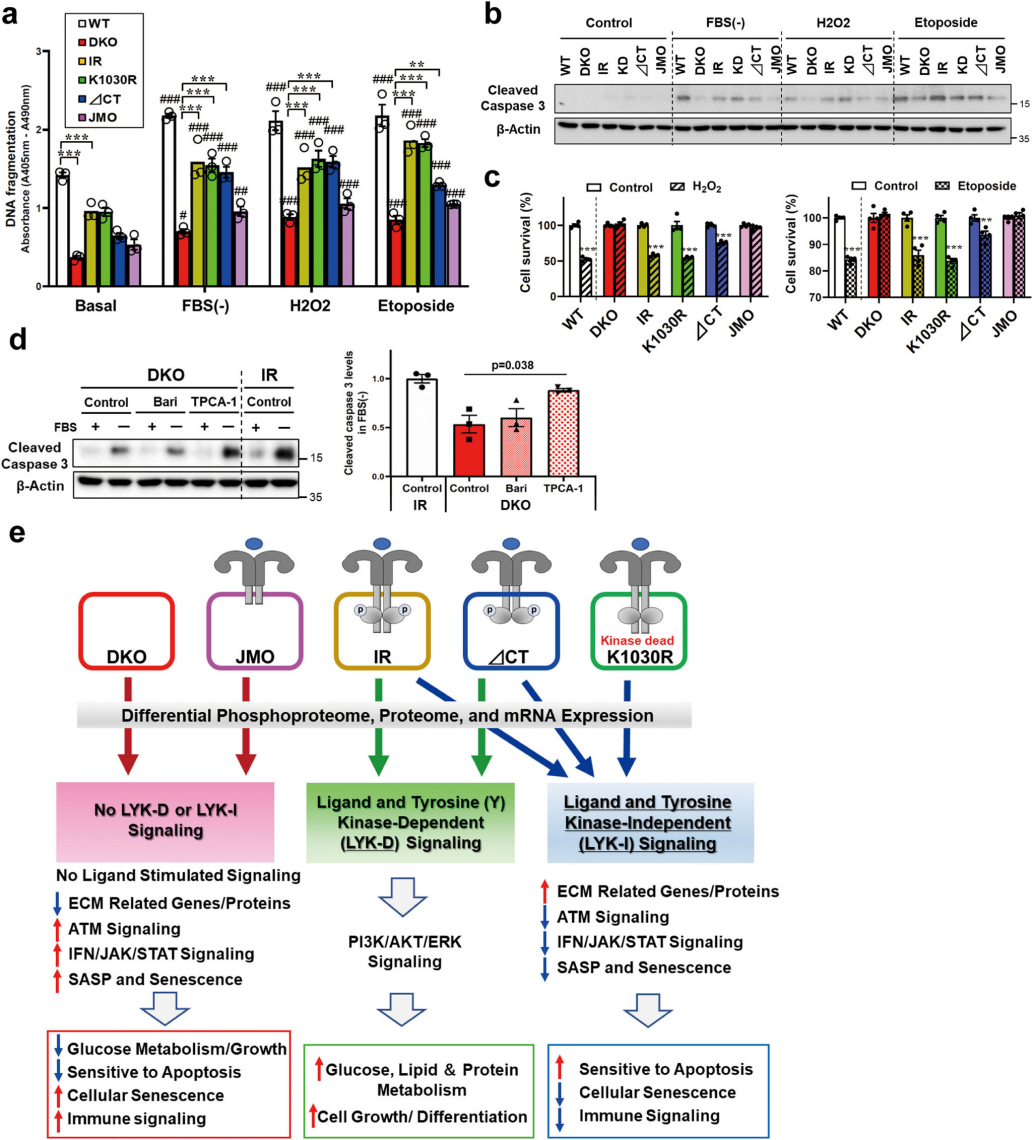
LYK-I signaling contributes to cellular sensitivity to apoptosis. **a**, **b** Changes in DNA fragmentation (**a**) and immunoblotting of cleaved caspase 3 (**b**) in WT, DKO, IR, K1030R, ∆CT, and JMO cells following serum starvation for 6 h, 500 µM H_2_O_2_ for 24 h or 25 µM etoposide for 24 h (*n* = 3). Data are means ± SEM. **P < 0.01, ***P < 0.001 vs. DKO, ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 vs. basal, two-way ANOVA. **c** Cell viability in WT, DKO, IR, K1030R, ∆CT, and JMO cells treated with 2 mM H_2_O_2_ or 50 µM etoposide for 24 h using an Alamar Blue assay (*n* = 4). Data are means ± SEM. **P = 0.002, ***P < 0.0001, control vs. treatment. **d** Immunoblotting of cleaved caspase 3 levels in lysate from DKO and IR cells with or without 6 h FBS starvation. Before FBS starvation, cells were treated with baricitinib (JAK-1/2 inhibitor) or TPCA-1 (IKK inhibitor) for 48 h (*n* = 3). Data are means ± SEM. The level in the IR control was set at 1. Comparisons between groups were performed using one-way ANOVA. **e** Schematic model of LYK-D and LYK-I signaling. In addition to the classical ligand and tyrosine kinase-dependent (LYK-D) signaling pathways, the insulin receptor can mediate many receptor-dependent, but ligand- and kinase-independent (LYK-I) signaling events. These LYK-I actions of the IR are associated with changes in phosphorylation of a network of proteins involved in the regulation of extracellular matrix organization, cell cycle, ATM signaling, and cellular senescence and result in upregulation of expression of multiple extracellular matrix-related genes and proteins; down-regulation of immune/interferon-related genes and proteins; and increased sensitivity to apoptosis.

## Discussion

The IR is activated by its cognate ligand and, through autophosphorylation on critical tyrosine residues within its kinase domain, initiates its canonical signaling pathway^4,37^. This is mediated through phosphorylation of intracellular substrates (IRS proteins, Shc, and others), which activate a network of serine/threonine phosphorylation resulting in a broad spectrum of metabolic and growth effects, including regulating glucose transport, lipid synthesis, gluconeogenesis, and glycogen synthesis, and control of cell cycle and growth^4^. In states of insulin resistance, many of these actions are reduced, contributing to the pathogenesis of various diseases, including type 2 diabetes mellitus and metabolic syndrome^38^. However, recent studies have suggested that the effects of the IR may not be limited to classical kinase-dependent actions and that the unoccupied IR may also exert effects on sensitivity to apoptosis and expression of some imprinted genes and miRNAs^10,13,14^. In the present study, we sought to determine the mechanisms underlying such ligand-independent IR signaling and its biological functions using a combination of functional studies and “omics” approaches in cells expressing no endogenous IR and IGF1R (DKO) and cells expressing the normal human IR, a kinase-dead IR (K1030R), an IR lacking the C-terminal 79 amino acids (∆CT) and an IR with only 36 juxtamembrane intracellular amino acids, thus lacking both the kinase domain and C-terminus (JMO).

We find that in addition to the classical LYK-D pathways that can be stimulated or suppressed by insulin, IRs with a complete or near complete intracellular domain can also regulate multiple biologically important pathways in a kinase and ligand-independent manner. Thus, compared to DKO cells, cells expressing the intact IR or a kinase-dead IR (K1030R) exhibit a broad network of changes in cellular protein phosphorylation. Most of these receptor kinase-independent changes are also observed following expression of the ∆CT-IR, but not the JMO-IR, indicating that in addition to containing the site of tyrosine kinase activity, the region of the IR between amino acids 989 and 1276 contains a second, tyrosine kinase-independent signaling function. These phosphorylation events are also ligand-independent, thus we have termed these actions ligand and tyrosine kinase-independent (LYK-I) actions and the associated region of the receptor the LYK-I domain.

LYK-I activity regulates the phosphorylation of 485 sites on 341 proteins, located primarily in the cytoplasmic compartment of the cell, although some are also found in the nucleus. The phosphosites downregulated as part of these LYK-I actions are on proteins regulating cell cycle progression, mitosis, ATM-mediated signaling, SUMOylation, and cellular senescence. It is worth noting that while the phosphoproteomic analysis includes multiple phosphopeptides in the same phosphosite, and that there was some variability as to the magnitude of the differences observed depending on the multiplicity state analyzed, most of the changes were quite robust. The net result of these changes is higher rates of cell proliferation in cells containing IR with the LYK-I domain compared to DKO and JMO cells. In addition, many genes and proteins are up or downregulated by LYK-I actions of the IR. The upregulated genes include genes involved in ECM organization, multiple collagen species, and genes of cholesterol biosynthesis. This difference in collagens might be due to higher levels of JNK and NFKB1 signaling in DKO and JMO cells since JNK and NFKB1 are negative regulators of collagen transcriptions^39^. Collagen fibers play a role in signal transmission-related to cell proliferation and differentiation^40,41^. Cellular senescence has been linked to decreased collagen expressions^42^.

In addition to these up-regulated genes/proteins, 460 genes and 133 proteins are downregulated by the presence of an IR with an LYK-I domain. These genes/proteins include many proteins involved in the immune system, cytokine/IFN signaling, and JAK/STAT signaling. The JAK/STAT and NFKB1 signaling pathways are most often activated by cytokines and IFNs and play a role in the development and immune regulation^28–30^ but have also been shown to have a role in mediating cellular senescence^30^. Stimulation of IFN receptors activates JAK/STAT signaling to result in the formation of STAT1/2 heterodimers, which associate with IRF9 to form IFN-stimulated gene factor 3 (ISGF3), which can bind to specific IFN-stimulated response elements (ISREs) and regulate transcription of IFN-stimulated genes (ISGs)^28,43^. Compared to DKO and JMO cells, cells expressing an IR with an LYK-I domain have lower mRNA levels of IFN-α and IFN-β and downregulation of IFN-stimulated genes, including *Isg15*, *Oasl1*, and *Irf7*, and SASP related genes^44,45^. Higher expression of IFNs, ISGs, and SASP-related genes, which are observed in DKO and JMO cells, are often regarded as hallmarks of senescent cells^43,44^, suggesting that these LYK-I actions might reduce cellular senescence.

Many studies have shown that senescent cells are remarkably resistant to apoptosis^46^, and some of the down-regulated proteins in cells expressing the IR-LYK-I domain, such as those noted above, as well as STAT3 and NFKB1, are associated with the inhibition of apoptosis. We have shown that DKO cells lacking both IR and IGF1R exhibit resistance to serum-depletion-induced and extrinsic factor-induced apoptosis, and this can be largely restored by re-expression of IR or the kinase-inactive K1030R-IR [present study and^13^]. This resistance to apoptosis in DKO cells can be rescued not only by wildtype IR and K1030R, but also by the ∆CT-IR, but not by the JMO-IR, pointing to a domain in the intracellular portion of the β-subunit of the IR involved in the LYK-I response. This resistance to apoptosis and DNA damage in DKO and JMO cells is also reversed by siRNA knockdown of STAT3 and NFKB1 or inhibitors of their signaling pathways. These pathways are closely related to the ability to respond to viral infections, and many downstream genes of JAK/STAT1/2-ISGs signaling, including *Oas2, Ifit1*, and *MX1*, which have anti-viral activities^28,29^. These data suggest that DKO and JMO cells might be more resistant to viral infection when compared to cells with an IR-LYK-I domain, a subject worthy of further investigation. Resistance to apoptosis is one of the hallmarks of cellular adaptations in cancer and autoimmune disease^47,48^, as well as a feature of normal cellular senescence^46^.

Apoptosis is an evolutionarily conserved cell death pathway that is important for normal development, maintenance of tissue homeostasis, and cancer prevention^49^. In addition, heightened apoptotic sensitivity is a hallmark of developing tissues. Since apoptosis enables the removal of damaged or superfluous cells, active cell proliferation during development is tightly coupled to the expression of the machinery necessary for apoptosis induction^49^. Our data show that LYK-I signaling by the IR can reverse apoptosis resistance, including resistance to both intrinsic and extrinsic stimuli. Thus, the LYK-I affect to increase apoptotic sensitivity might be important in the proper development and maintenance of tissue homeostasis. It may also be important in conditions such as starvation and exposure to oxidative stress. How the downregulation of IR number in different pathophysiological conditions^50^ may affect this LYK-I response should be a subject for further study.

While the precise molecular link between the IR and the LYK-I effects needs further exploration, LYK-I signaling could result from direct effects of the receptor in different compartments as it migrates through the cell and/or interaction of the IR with other proteins in the cell in a kinase-independent fashion. We and others have shown that the IR can interact with proteins as varied as glypican-4^51^, membrane metalloendopeptidase^52^, the α-arrestin Arrdc3^53^, and various β-arrestins^54,55^. Another candidate for LYK-I actions is NCK2 since cells expressing receptors with a near full-length ICD (LYK-I domain) show an increase in phosphorylation of NCK2 on Ser^90^, which is independent of IR kinase activity. NCK2 is a member of the NCK family of adapter proteins and has no known catalytic functions, but does contain one SH2 and three SH3 domains, all of which can interact non-covalently with a variety of other proteins. The SH2 domain of NCK2 can interact with phosphotyrosine residues in the PDGF, VEGF, and EGF receptors, while the SH3 domains of NCK2 have been shown to interact IRS-1^56^, as well as with signaling effectors containing proline-rich regions that mediate their activation by upstream kinases^57,58^. Interestingly, several RTKs, including EGFR, PDGFRα, EphA3, EphB3, and DDR2, as well as cell membrane proteins known to interact with RTKs, such as β1-integrin and caveolin-1, are significantly upregulated in cells expressing receptors associated with LYK-I actions. Further studies will be needed to determine if any of the receptors, receptor-associated proteins, or related docking proteins which are upregulated in cells exhibiting LYK-I actions could create this second signaling pathway.

Another potential mechanism of LYK-I effects could be direct transcriptional control by the IR or fragments of the IR in the nucleus. IRs are localized in caveolae and undergo clathrin-mediated internalization^59^. Some fraction of IR also migrates to the nucleus^60^. Hancock et al. have shown that IR associates with promoters in DNA and have suggested that this interaction, acting through some yet-to-be-defined transcription factors, may regulate gene expression^61^. Exactly what domain or structures in the IR are required for these effects are not known. By cell fraction, we find evidence of a small fraction of wildtype IR and all of the IR mutants used in this study, including the JMO-IR, in the nucleus, even in the absence of insulin stimulation. These receptors in the nucleus in the basal and stimulated states acting with transcription factors and other proteins could potentially contribute to the regulation of transcription^60,62^. To what extent these internalized receptors may be involved in the regulation of gene expression or the LYK-I effects observed with the different receptor mutants remains to be determined.

In summary, we find that, in addition to the classical LYK-D signaling pathways, the IR can mediate many receptor-dependent, but LYK-I, signaling events. These previously unrecognized events are based on the presence of a domain of the β-subunit of the IR between residues 989 and 1276. This domain can upregulate expression of a large number of ECM-related genes and proteins, including multiple collagens and fibrillins, and can negatively regulate many immune-related genes and proteins, including those involved in cytokine, IFN, and JAK/STAT signaling, independent of its kinase activity. Together, these LYK-I actions of the IR regulate multiple important cellular functions, including cell cycle progression, apoptosis sensitivity, and inhibition of a cellular senescence phenotype with decreased secretion of SASP proteins. Thus, IRs, through the presence of the LYK-I domain, contribute a range of tyrosine kinase-independent signaling events, in addition to the classical ligand and tyrosine kinase-dependent events. While at present, we have studied these effects only in a single cellular model (mouse preadipocytes), further studies will help elucidate if these LYK-I actions are similar in other cell types or whether different cell types have a unique program of LYK-I effects. These LYK-I effects may play unique roles in biology and pathophysiology and provide approaches to the treatment of diseases in which these pathways are altered.

## Methods

All experimental protocols described in this study were approved by Harvard University’s Committee on Microbiological Safety (Tissue-Specific Inactivation of the IR Gene in Mice: 21-054).

### Materials

Antibodies against phospho-IRβ/IGF1Rβ (#3024), IRβ (#3025), IGF1Rβ (#3027), β-Actin (#4970), p-AKT^S473^ (#4060), AKT pan (#4685), p-JNK^T183/Y185^ (#4668), JNK (#9252), NFKB1 (#12540), THY1 (#13801), COL1A1 (#91144), Lamin A/C (#2032), Cleaved Caspase-3 (#9661), STAT1 (#9172), STAT2 (#72604), STAT3 (#4904) and GAPDH (#5174) were purchased from Cell Signaling. Anti-COL6A1 antibody (sc-377143) and anti-ISG15 (sc-166755) antibodies were purchased from Santa Cruz. Anti-Phospho-IRS-1 (Y608) antibody (#09-432) and anti-IRS-1 antibody (#06-248) were purchased from Millipore. Anti-Na/K ATPase antibody (#ab7671) and anti-collagen III (#ab7778) antibody were purchased from Abcam. All antibodies were used at a dilution of 1:1000 except for β-Actin and GAPDH, which were used at dilutions of 1:5000. The Human insulin was purchased from Sigma. The human IR (B isoform) retroviral plasmid was generated previously in the lab^18^. IR^K1030R^ (aa numbers excluding signal peptide) were generated from the human IR (B isoform) cDNA using a site-directed mutagenesis kit from Agilent. Primers for IR^K1030R^ generation are 5′- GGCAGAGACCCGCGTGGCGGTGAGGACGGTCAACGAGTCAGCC-3′ and 5′- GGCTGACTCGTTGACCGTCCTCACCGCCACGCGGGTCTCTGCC-3′. For co-immunoprecipitation assays, human IR, IR^K1030R^, ∆CT^1276^-IR, and ∆CT^988^-IR cDNA were cloned into the 3_Flag-CMV-14 mammalian expression vector (Sigma). siRNAs for mouse STAT1 (L-058881-00-0005), mouse STAT3 (L-040794-01-0005), mouse NFKB1 (L-047764-00-0005) and non-targeting control (D-001810-10-05) were purchased from Horizon.

### Brown preadipocytes isolation, retroviral infection, and culture

IR/IGF1R double knockout brown preadipocytes (DKO cells) and DKO cells re-expressing mouse IR were used and described in our previous studies^9,10^. Briefly, preadipocytes were isolated from newborn homozygous IR-lox/IGF1R-lox mice by collagenase digestion of the brown fat pad and immortalized by infection with retrovirus encoding SV40 T-antigen followed by the selection with puromycin. The immortalized preadipocytes were infected with adenovirus expressing GFP alone to generate control cells (WT cells) or GFP-tagged Cre recombinase to generate double knockout (DKO) cells. GFP-positive cells were sorted and expanded in DMEM supplemented with 10% fetal bovine serum (FBS, Atlas Biologicals), 100 U/ml penicillin, and 100 µg/ml streptomycin (Gibco) at 37 °C in a 5% CO_2_ incubator. IR/IGF1R double knockout preadipocytes were then stably transduced with pBabe retrovirus encoding human IR (B isoform), kinase-dead IR (K1030R mutation), ∆CT^1276^-IR (∆CT), ∆CT^988^-IR (JMO) or empty vector. Plates (10 cm) of Phoenix cells were transiently transfected with 10 µg of pBabe-hygro retroviral expression vectors. Forty-eight hours after transfection, the virus-containing medium was collected and passed through a 0.45 µm pore size syringe filter. Filter-sterilized Polybrene (hexadimethrine bromide; 12 µg/ml) was added to the virus-loaded medium. This medium was then applied to proliferating DKO cells. 48 h after infection, cells were treated with trypsin and replated in a medium supplemented with hygromycin (Invitrogen) as a selection antibiotic. Cells were maintained in DMEM with 4.5 g/L glucose supplemented with 10% FBS, 1 mg/ml normocin (InvivoGen), 100 U/ml penicillin, and 100 µg/ml streptomycin (Gibco) and cultured in a humidified incubator at 37 °C and 5% CO_2_. DKO brown preadipocytes re-expressing mouse IR (A isoform) were generated as described in our previous study^9^. Briefly, a mouse IR (MC224356) cDNA clone was purchased from Origene and subcloned into an empty pBabe-hygro vector. DKO cells were then stably transduced using this pBabe retrovirus to generate a mouse IR cell line^9^. All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) at the Joslin Diabetes Center and were in accordance with the National Institutes of Health guidelines.

### Quantification of mRNA Levels by qPCR and RNA-sequencing

Total RNA was isolated from cells using TRIzol reagent (Thermo Fisher Scientific). cDNA was synthesized and quantitative PCR amplification was conducted with the C1000 Thermal Cycler (BioRad, catalog CFX384) using iQ SybrGreen Supermix (Bio-Rad). The sequences of primers as follows: mouse IR, 5′-AAATGCAGGAACTCTCGGAAGCCT-3′ and 5′- ACCTTCGAGGATTTGGCAGACCTT-3′; mouse IGF1R, 5′-ATCGCGATTTCTGCGCCAACA-3′ and 5′-TTCTTCTCTTCATCGCCGCAGACT-3′; human IR, 5′-CGATATGGTGATGAGGAGCTGC-3′ and 5′-GTAGAAATAGGTGGGTTCCGTCCA-3′; mouse Fos, 5′-CGGGTTTCAACGCCGACTA-3′ and 5′-TTGGCACTAGAGACGGACAGA-3′; mouse Hes1, 5′-CCAGCCAGTGTCAACACGA-3′ and 5′-AATGCCGGGAGCTATCTTTCT-3′; mouse IFN-α4, 5′-TGATGAGCTACTACTGGTCAGC-3′ and 5′-GATCTCTTAGCACAAGGATGGC-3′; mouse IFN-β1, 5′-CAGCTCCAAGAAAGGACGAAC-3′ and 5′-GGCAGTGTAACTCTTCTGCAT-3′; mouse Pfkl, 5′-GGAGGCGAGAACATCAAGCC-3′ and 5′-CGGCCTTCCCTCGTAGTGA-3′; mouse TBP, 5′-ACCCTTCACCAATGACTCCTATG-3′ and 5′-TGACTGCAGCAAATCGCTTGG-3′.

For RNA sequencing, total RNA samples (3 µg) that passed the quality tests were submitted to the Biopolymers Facility at Harvard Medical School. The KAPA mRNA HyperPrep kit for Illumina sequencing was used. mRNA was pulled down using oligo-dT beads, and the resulting mRNA was converted into cDNA. The resulting cDNA then became a library through adapter ligation and post-PCR Cleanup. RNA-seq raw reads were 100-bp reverse-stranded single-end reads. The reads were trimmed for adapters and filtered by sequencing Phred quality (≥Q15) using fastp^63^. The count table was generated by aligning reads to the mouse transcriptome (Ensembl version 98) using kallisto^64^ and converting transcript counts to gene counts using tximport^65^. To filter out low-expressed genes, we kept genes that had more than 0.5 counts per million in at least 4 samples. Counts were normalized by the weighted trimmed mean of M-values^66^. To detect genes that were differentially expressed with at least 1.5-fold change between a pair of groups, we applied the TREAT method^67^ using the R package limma^68^ via our R package ezlimma^69^, available on GitHub at https://github.com/jdreyf/ezlimma. *P*-values were corrected using the Benjamini–Hochberg false-discovery rate (FDR). The genes that had FDR < 0.001 in any pair-wise comparison were selected for detection of gene clusters in a hierarchical dendrogram using a variable cut height approach^70^. Heatmaps were created with the R package pheatmap. Pathway analysis of gene clusters was done using STRING^71^ with default parameters.

### Cell lysate and immunoblotting

Cells were washed once with ice-cold phosphate-buffered saline (PBS) and collected in RIPA buffer (MilliporeSigma) supplemented with protease and phosphatase inhibitors (Biotool). Lysates were then centrifuged at 20,000×*g* for 15 min at 4 °C. Protein concentrations were measured by using the BCA protein assay (Thermo Fisher Scientific). Subcellular fractionation was done using the subcellular protein fractionation kit (Thermo Fisher Scientific) according to the protocol described by the manufacturer. Proteins were transferred to polyvinylidene difluoride (PVDF) membranes. Membranes were blocked in Starting Block T20 solution (Thermo Fisher Scientific) at room temperature for 1 h, washed three times with PBS with Tween-20, and incubated with an appropriate dilution of the primary antibody in Starting Block T20 solution overnight at 4°C. The immunoblots were then washed three times with PBS with Tween-20 and incubated with an appropriate dilution (1:1000 or 1:5000) of horseradish peroxidase (HRP)-conjugated secondary antibody in Starting Block T20 solution for 1 h. The goat anti-rabbit HRP conjugated antibody (#1706515) was purchased from BioRad and the sheep anti-mouse HRP conjugated antibody (#NA931) was purchased from Millipore Sigma. Detection was achieved using the chemiluminescent detection reagents (Thermo Fisher Scientific).

### Adipocyte differentiation

Brown preadipocytes were differentiated as described previously^18^. Differentiated cells were maintained in DMEM with 4.5 g/L glucose, 1 mg/ml normocin, 100 units/ml penicillin, 100 g/ml streptomycin, and 10% FBS. On day 7 after differentiation, lipid accumulation was visualized by oil red O staining. Cells were washed once with PBS and fixed with 10% buffered formalin for 30 min. Cells were then stained with filtered oil red O solution (5 g/L in isopropyl) diluted 5/3 times in deionized-distilled water for 1 h at room temperature. After destaining each well with isopropyl, triglyceride accumulation in cells was evaluated by measurement of 520 nm absorbance.

### Ligand-induced glycolysis

The glycolysis rate of cultured cells was measured by Seahorse XFe96 Bioanalyzer (Agilent Technologies) according to the protocol of Agilent Seahorse XF Glycolysis Stress Test kit. Confluent cells were serum starved overnight, followed by 100 nM insulin for 5 h. Before analysis, cells were washed once with PBS, incubated in 175 µl XF base media (Agilent Technologies) supplemented with 2 mM glutamine with or without 100 nM insulin, and incubated at 37 °C without CO_2_ for 1 h. ECAR values were measured in the basal, after injection of glucose, oligomycin, and a 2-deoxy-glucose. The maximal glycolytic capacity was calculated by ECAR value after oligomycin injection from the ECAR in the absence of glucose. The quantitative value was normalized by the respective protein content.

### Phosphoproteome and proteome analysis

For phosphoproteomics, samples were processed as described previously^10,19,72^. Totally, 750 µl acetonitrile (ACN) and 250 µl TK buffer (36% trifluoroacetic acid (TFA) and 3 mM KH2PO4) were added to the digested peptides, and the samples mixed in a ThermoMixer for 30 s at 1500 rpm. Debris was centrifuged at 18,000×*g* for 15 min, and the supernatant was transferred to 2 ml Deep Well Plates (Eppendorf). TiO_2_ beads (prepared in 80% ACN, 6% TFA buffer) were added (1:10 ratio protein/beads) and then incubated in a ThermoMixer at 40 °C and 2000 rpm for 5 min. The TiO_2_-bound phosphopeptides were pelleted by centrifugation, transferred to new tubes, and washed 4 times in wash buffer (60% ACN, 1% TFA) to remove non-specific or non-phosphorylated peptides. The beads were suspended in a transfer buffer (80% ACN, 0.5% acetic acid), transferred on top of single-layer C8 Stage Tips, and centrifuged until dry. The phosphopeptides were eluted with elution buffer (40% ACN, 20% NH_4_OH) and concentrated in a SpeedVac for 20 min at 45 °C. The phosphopeptides were then acidified by the addition of 100 µl of 1% TFA and loaded onto equilibrated SDBRPS (styrenedivinylbenzene-reversed phase sulfonated, 3 M Empore) Stage Tips. The SDBRPS StageTips were washed once in isopropanol/1% TFA and twice with 0.2% TFA. Finally, the desalted phosphopeptides were eluted with 60 µl of elution buffer (80% ACN, 1.25% NH_4_OH). The dried elutes were resuspended in an MS loading buffer (3% ACN, 0.3% TFA) and stored at −80 °C for LC-MS/MS measurement. LC-MS/MS was performed using Q Exactive HF-X Hybrid Quadrupole–Orbitrap Mass Spectrometer (Thermo Fischer Scientific) coupled online to a nanoflow EASY-nLC1200 HPLC (Thermo Fisher Scientific) as described previously^72^. These cell lysates in SDC buffer (4% SDC, 100 mM Tris pH 8.5) were also used for proteome analysis and immunoblotting.

Phosphopeptides enrichment, LC–MS/MS measurement, and phosphoproteomic data analysis were processed as described previously^10,72^. The raw files were processed using the Maxquant software environment (version 1.5.5.2) with the built-in Andromeda search engine for the identification and quantification of phosphopeptides. The data were searched using a target-decoy approach with a reverse database against the Uniprot proteome fasta file with a false discovery rate of 1% at the level of proteins, peptides, and modifications using minor changes to the default settings as follows: oxidized methionine, acetylation (protein N-term) and phospho was selected as variable modifications and carbamidomethyl as fixed modification. A maximum of 2 missed cleavages were allowed, a minimum peptide length of seven amino acids, and enzyme specificity was set to trypsin. The Maxquant output phosphoSTY table was processed using Perseus (version 1.5.2.11) software suite. Using all phosphopeptides, including multi-phosphorylated peptides, we filtered for class-I phosphosites (localization probability >0.75) that have at least 50% valid values in all samples measured. This yielded 14,971 phosphosites with 20.9% missing values. The remaining missing values were imputed using a quantile regression approach for the imputation of left-censored missing data (QRILC) from the R package imputeLCMD with default parameters. As a sensitivity analysis of our filtering paradigm, we examined the results using a paradigm in which we kept only phosphopeptides that had at least 80% observed values in all samples. This reduced both the number of analyzed phosphosites and the proportion of missing values by about half (7944 phosphopeptides with 9% missing values). The heatmap analysis corresponding to this filtering paradigm revealed 1704 significantly regulated phosphopeptides (Supplementary Fig. 2b), which appeared similar to the Fig. 2c heatmap and has a very significant overlap in the identified phosphosites (*p* < 10^−15^ by one-sided Fisher exact test). The values were normalized by quantile normalization^73^ using the limma function normalize between arrays. To discover the differentially regulated phosphosites among all groups, we tested phosphosites with moderated *F*-tests in the R package limma^68^. *P*-values were corrected using the Benjamini–Hochberg FDR. Differences were considered significant when the FDR was <0.05. The phosphosites that had an FDR < 0.05 were selected for hierarchical cluster analysis using a variable cut height approach^70^. Heatmaps were created with the pheatmap R package. Protein sets were tested to determine if the phosphosites in each cluster are over-represented. The protein sets based on kinase substrates (PhosphositePlus^24^ and RegPhos^25^) and phosphatases (the Dephosphorylation Database (DEPOD)^74^, downloaded from Harmonizome^75^) were tested using the Fisher exact test via the Fisher_enrichment function from the R package ezlimma^69^ using default parameters. Other protein sets were analyzed using STRING^71^ for Mus musculus with default parameters. The functional enrichment analysis was tested by the STRING database^71^, where FDRs were calculated using the Benjamini–Hochberg procedure. A detailed description of each analysis is in the “README” sheet in the supplemental phosphoproteome dataset.

In the proteome analysis, we kept proteins that had at least 50% valid values and imputed the remaining missing values using the QRILC method from the R package imputeLCMD. This yielded 4342 proteins with only 5.25% missing values. The values were then normalized by setting all sample medians to be equal. To discover proteins that are differentially regulated with at least 1.5-fold change between a pair of groups, we applied the TREAT method^67^, as we did with the RNA-seq data, using the R package limma^68^ via our R package ezlimma^69^. The proteins with FDR < 0.05 in any pair of groups were selected for detection of protein clusters in a hierarchical dendrogram using a variable cut height approach^70^. Protein sets were tested to determine if the proteins in each cluster are over-represented. Protein sets that belong to gene motifs (transcription factor or microRNA targets) from MSigDB^76^ were tested using the Fisher exact test via the Fisher_enrichment function from the R package ezlimma^69^ using default parameters. Other protein sets were analyzed using STRING^71^ for Mus musculus with default parameters. A detailed description of each analysis is in the “README” sheet in the supplemental proteome dataset.

### Dealing with multiplicity in the phosphoproteome

Singly phosphorylated (multiplicity of 1): A phosphopeptide with a single phosphosite quantified example MAPK14_T180_M1 represents the singly phosphorylated peptide. The multiplicity of 2 (M2), MAPK14_T180_M2, and MAPK14_Y182_M2 share the same intensity as they represent the two phosphosites on the same peptide. The multiplicity of 3 (M3), indicates phosphosites located on phosphopeptides with more than two phosphorylations. The Maxquant tool reports the intensities of a phosphosite on peptides. For example, the intensity of MAPK14_T180_M1 and MAPK14_T180_M2 differs. For each phosphosite on multiply phosphorylated peptides, we receive a row with the same intensities as these phosphorylations are localized on the same peptide. While MAPK14_T180_M1 represents the singly phosphorylated peptide, MAPK14_T180_M2 and MAPK14_Y182_M2 share the same intensity as they represent the two phosphosites on the same peptide. Different phosphosites on the same peptide can have slightly different fold changes due to data filtering and imputation.

### Apoptosis and cell viability assays

DNA fragmentation was measured by using Cell Death Detection ELISAPLUS (MilliporeSigma) as described previously^13^. Cell viability under several conditions inducing apoptosis was assessed using alamarBlue Cell Viability Reagent (Invitrogen) according to the manufacturer’s instructions.

### mRNA knockdown experiment

For siRNA treatment, cells were transfected with Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific) and 25 nM siRNA according to the manufacturer’s protocol. After 48 h incubation of the transfected cells, the culture medium was replaced with a normal medium containing 10% FBS or DMEM with 4.5 g/L glucose containing 0.1% BSA (serum starvation) for 6 h. Then, the cells were collected for the measurement of apoptotic sensitivity.

### Statistics and reproducibility

Data are presented as mean ± SEM. Comparisons between more than two groups were performed using one-way ANOVA followed by Dunnett’s multiple comparisons test or Tukey’s multiple comparisons test. Comparisons between two groups and two nominal variables were performed using two-way ANOVA followed by Sidak’s multiple comparisons test. In all cases, the significant level was set at *p*-value < 0.05. Data are collected by using Microsoft Excel (Office 2016). All measures were replicated at least 2 times and, in most cases 3 or more (The two cell lines of the phosphoproteome and Supplementary Fig. 1c were done in duplicate).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Source data are provided in this paper. The RNA-sequencing data generated in this study have been deposited in the GEO database under accession code GSE206565. The mass spectrometry data generated in this study have been deposited in the PRIDE database under accession code PXD035587.

## Source data

Source Data

# Supplementary material for: Unique ligand and kinase-independent roles of the insulin receptor in regulation of cell cycle, senescence and apoptosis
**Source:** Nat Commun. 2023 Jan 4;14:57. doi: 10.1038/s41467-022-35693-5
**Supplement:** Supplementary file 1 — Supplemental Information

## Supplemental Materials

### Unique Ligand and Kinase-Independent Roles of the Insulin Receptor in Regulation of Cell Cycle, Senescence and Apoptosis

Hirofumi Nagao<sup>1</sup>, Ashok Kumar Jayavelu<sup>2,3</sup>, Weikang Cai<sup>1,4</sup>, Hui Pan<sup>5</sup>, Jonathan M. Dreyfuss<sup>5</sup>, Thiago M. Batista<sup>1</sup>, Bruna B. Brandão<sup>1</sup>, Matthias Mann<sup>2</sup> and C. Ronald Kahn<sup>1\*</sup>

#### Abbreviations

insulin receptor, IR; ligand and tyrosine kinase-independent, LYK-I; ligand and tyrosine kinase-dependent, LYK-D; phosphatidylinositol 3-kinase, PI3K; IGF-1 receptor, IGF1R; cells lacking both IR and IGF1R, DKO cells; lacking 79 amino acids from the C-terminus, ΔCT; Juxtamembrane-Domain-Only, JMO; T-distributed Stochastic Neighbor Embedding, t-SNE; intracellular domain, ICD; extracellular domain, ECD; extracellular matrix, ECM; Small Ubiquitin-like Modifier, SUMO; promyelocytic leukemia protein, PML; nuclear body, NB; interferon, IFN; interferon-stimulated genes, ISGs; protein phosphatase 1A, PPM1A; protein tyrosine phosphatase type IVA 3, PTP4A3; dual-specificity phosphatases, DUSPs; Principal component analysis, PCA; senescence-associated secretory phenotype, SASP; IFN-stimulated gene factor 3, ISGF3; IFN-stimulated response elements, ISREs.

# Supplementary Fig. 1

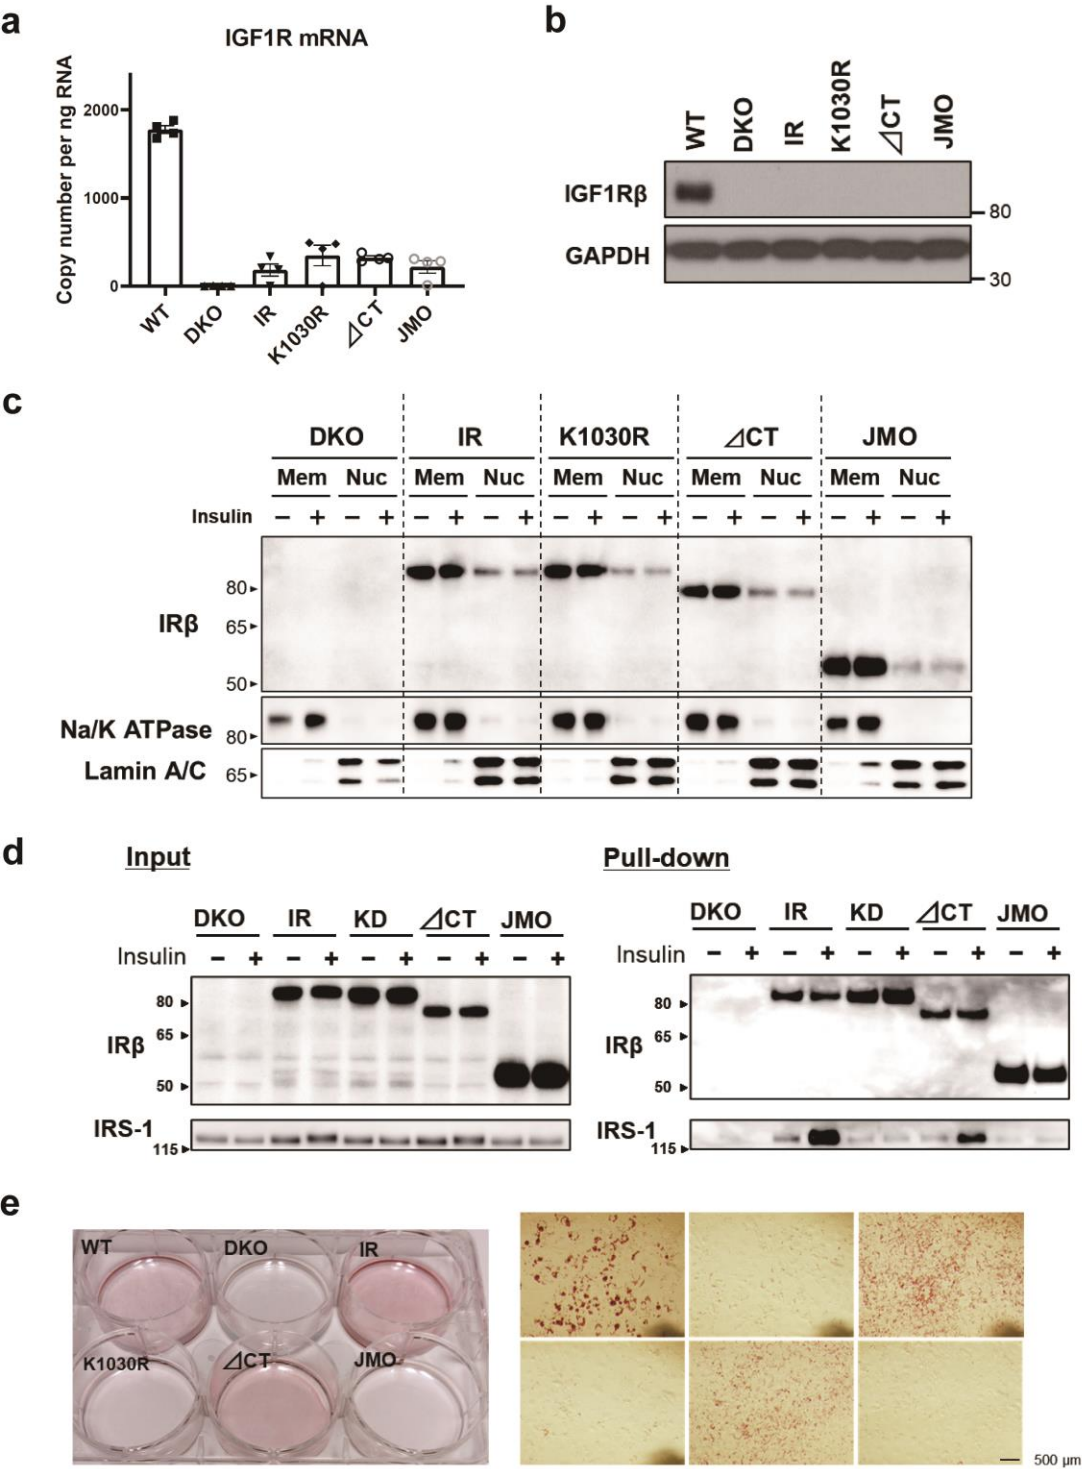

**Supplementary Fig. 1. Kinase- and domain-dependent roles of IR in regulating metabolism and growth.**

**(a)** mRNA levels of IGF1R in WT, DKO, IR, K1030R,  $\Delta$ CT and JMO cells as determined by qPCR using cDNA standards for quantitation. Data are means  $\pm$  SEM copy number per ng total RNA, n = 4. **(b)** Immunoblotting of IGF1R in lysates from WT, DKO, IR, K1030R,  $\Delta$ CT and JMO cells. **(c)** Immunoblotting of IR $\beta$  in lysates of membrane (Mem) and nucleus (Nuc) fraction from DKO, IR, K1030R,  $\Delta$ CT and JMO cells. Cells were serum starved 6 h and stimulated with 100 nM insulin for 30 min or left untreated. **(d)** Flag-tagged receptor-containing protein complexes were pulled down with anti-flag magnetic beads following 100 nM insulin stimulation for 15 min and subjected to SDS-PAGE immunoblotting. Bound IR and IRS-1 were detected using anti-IR $\beta$  antibody and anti-IRS-1 antibody, respectively. **(e)** Oil red O staining images of WT, DKO, IR, K1030R,  $\Delta$ CT and JMO cells day 7 after induction of differentiation. Scale bar; 500  $\mu$ m.

Supplementary Fig. 2

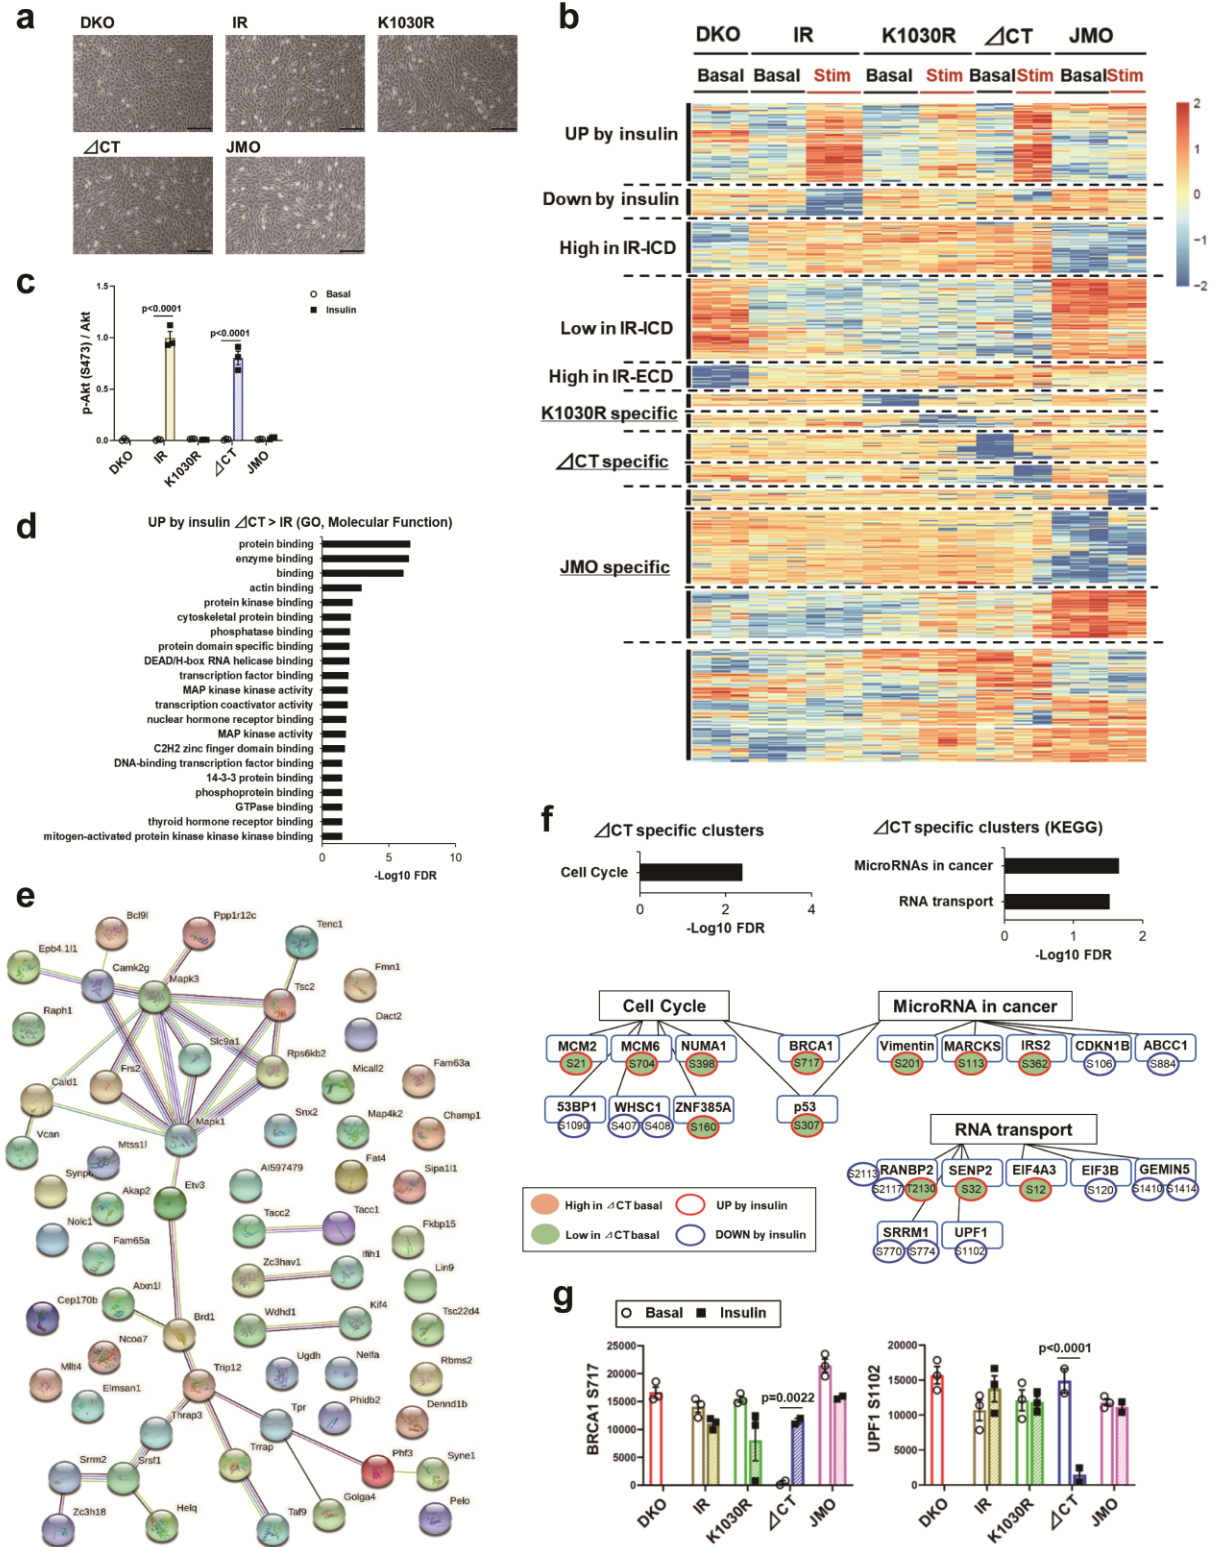

**Supplementary Fig. 2. Phosphoproteomic analysis of UP by insulin:  $\Delta$ CT > IR and  $\Delta$ CT specific clusters.**

**(a)** Photographs are representative images of DKO, IR, K1030R,  $\Delta$ CT and JMO cells used for experiments. Scale bar; 200  $\mu$ m. **(b)** Heatmap showing the hierarchical clustering of the phosphopeptides using phosphopeptides that have at least 80% observed values in all samples. Values are Z-scores of log<sub>2</sub> transformed intensity values. **(c)** Densitometric analysis of phosphor-Akt in lysates from DKO, IR, K1030R,  $\Delta$ CT and JMO cells in the basal state. The level of phosphor-Akt in the insulin stimulated (15 min) IR cells was set at 1. Data are means  $\pm$  SEM (n = 3 per group). P-values are basal vs insulin stimulation, two-way ANOVA followed by Šídák's multiple comparisons test. **(d)** The top-enriched GO term (Molecular Function) pathways in the UP by insulin:  $\Delta$ CT > IR cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. Plots are – log<sub>10</sub> transforms of enrichment FDR value. **(e)** The protein interaction network of the UP by insulin:  $\Delta$ CT > IR cluster was obtained from the STRING database. **(f)** Enriched REACTOME and KEGG pathways of phosphosites and diagram of intracellular signaling regulated by  $\Delta$ CT cells in the  $\Delta$ CT specific clusters. The functional enrichment analyses were tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. The top phosphosites that have FDR < 0.05 in the F-tests were selected. Phosphosites were color coded based on the effects of basal or insulin stimulation on phosphorylation. **(g)** Quantification of exemplary phosphosites in the enriched pathways (in Supplementary Fig. 2d) in the  $\Delta$ CT specific clusters. Data are means  $\pm$  SEM of phosphosites intensity values ( $\times 10^4$ ) (n = 2-3). P-values are basal vs insulin stimulation, two-way ANOVA followed by Šídák's multiple comparisons test.

Supplementary Fig. 3

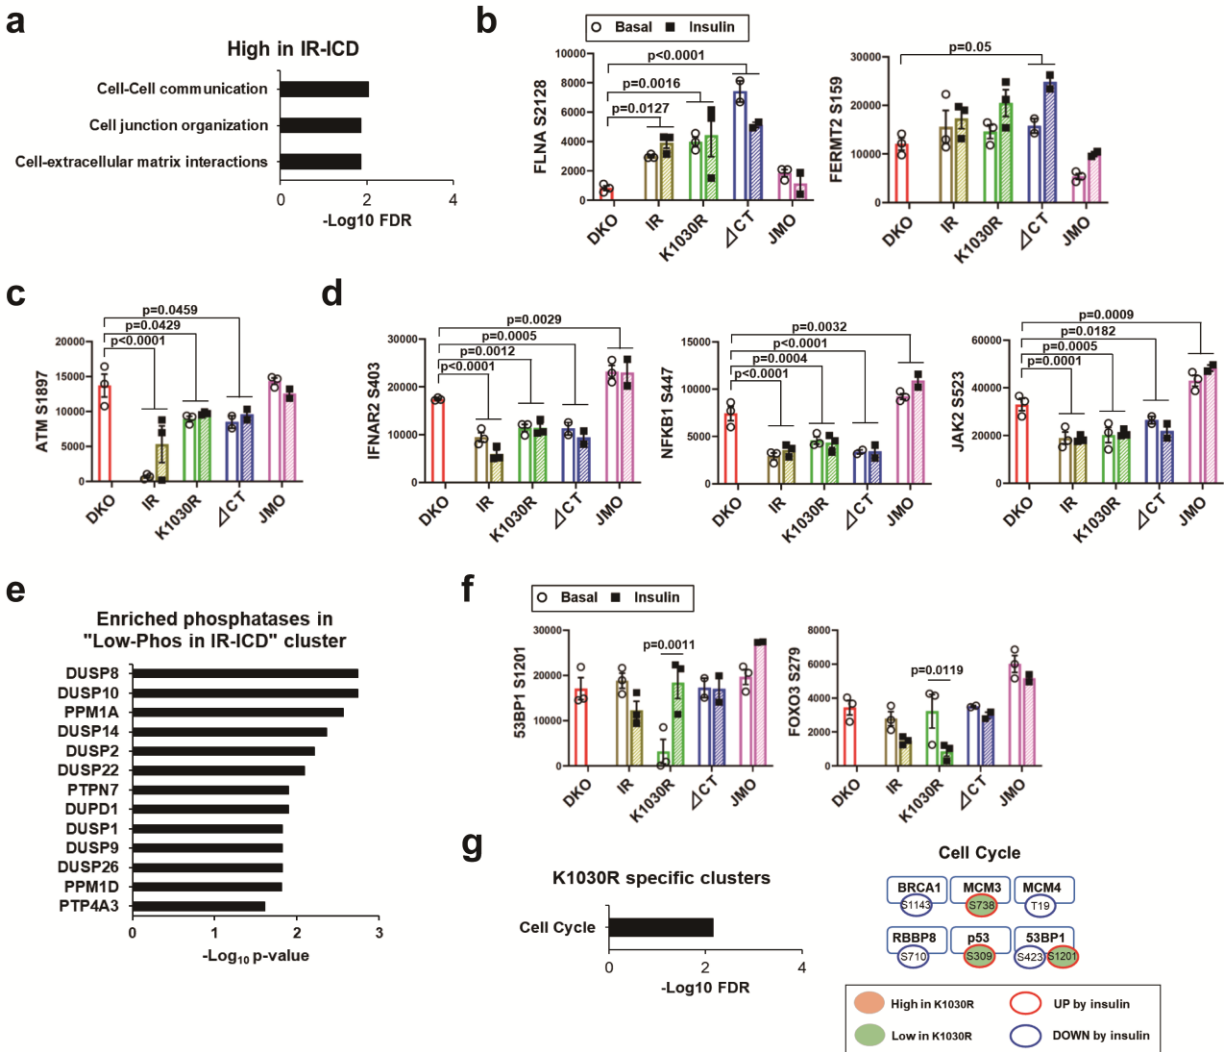

**Supplementary Fig. 3. Phosphoproteomic analysis of IR-ICD related clusters and receptor specific signaling regulated by mutated IRs.**

**(a)** REACTOME pathway enrichment analysis of phosphosites in the High-Phos in IR-ICD cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. Plots are  $-\log_{10}$  transforms of enrichment FDR value. **(b)** Quantitation of exemplary phosphosites in the enriched pathways (in Supplementary Fig. 3a) in the High-Phos in IR-ICD cluster. Data are means  $\pm$  SEM of phosphosite intensity values ( $\times 10^4$ ). P-values vs DKO (combined both basal and insulin for comparisons), one-way ANOVA followed by Dunnett's multiple comparisons test ( $n = 3-6$ ). **(c)** Quantitation of phosphorylation in ATM<sup>S1897</sup>. Data are means  $\pm$  SEM of phosphosite intensity values ( $\times 10^4$ ). P-values vs DKO, one-way ANOVA ( $n = 3-6$ ). **(d)** Quantification of some cellular senescence signaling associated phosphosites in the Low-Phos in IR-ICD cluster. Data are means  $\pm$  SEM of phosphosite intensity values ( $\times 10^4$ ). P-values vs DKO, one-way ANOVA ( $n = 3-6$ ). **(e)** Phosphatase enrichment analysis for phosphosites in the Low-Phos in IR-ICD cluster by using the DEPOD (DEPhOsphorylation Database). Enriched phosphatases were tested using the Fisher exact test. Plots are  $-\log_{10}$  transforms of enrichment P value. **(f)** Quantification of exemplary phosphosites in the K1030R specific clusters in Fig. 2c. Data are means  $\pm$  SEM of phosphosites intensity values ( $\times 10^4$ ) ( $n = 2-3$ ). P-values are basal vs insulin stimulation, two-way ANOVA followed by Šídák's multiple comparisons test. **(g)** REACTOME pathway enrichment analysis of phosphosites in the K1030R specific clusters. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. Diagram of intracellular signaling regulated by K1030R as identified by phosphoproteomics. The top phosphosites that have FDR  $< 0.05$  in the F-tests were selected. Phosphosites were color coded based on the effects of basal or insulin stimulation on phosphorylation.

Supplementary Fig. 4

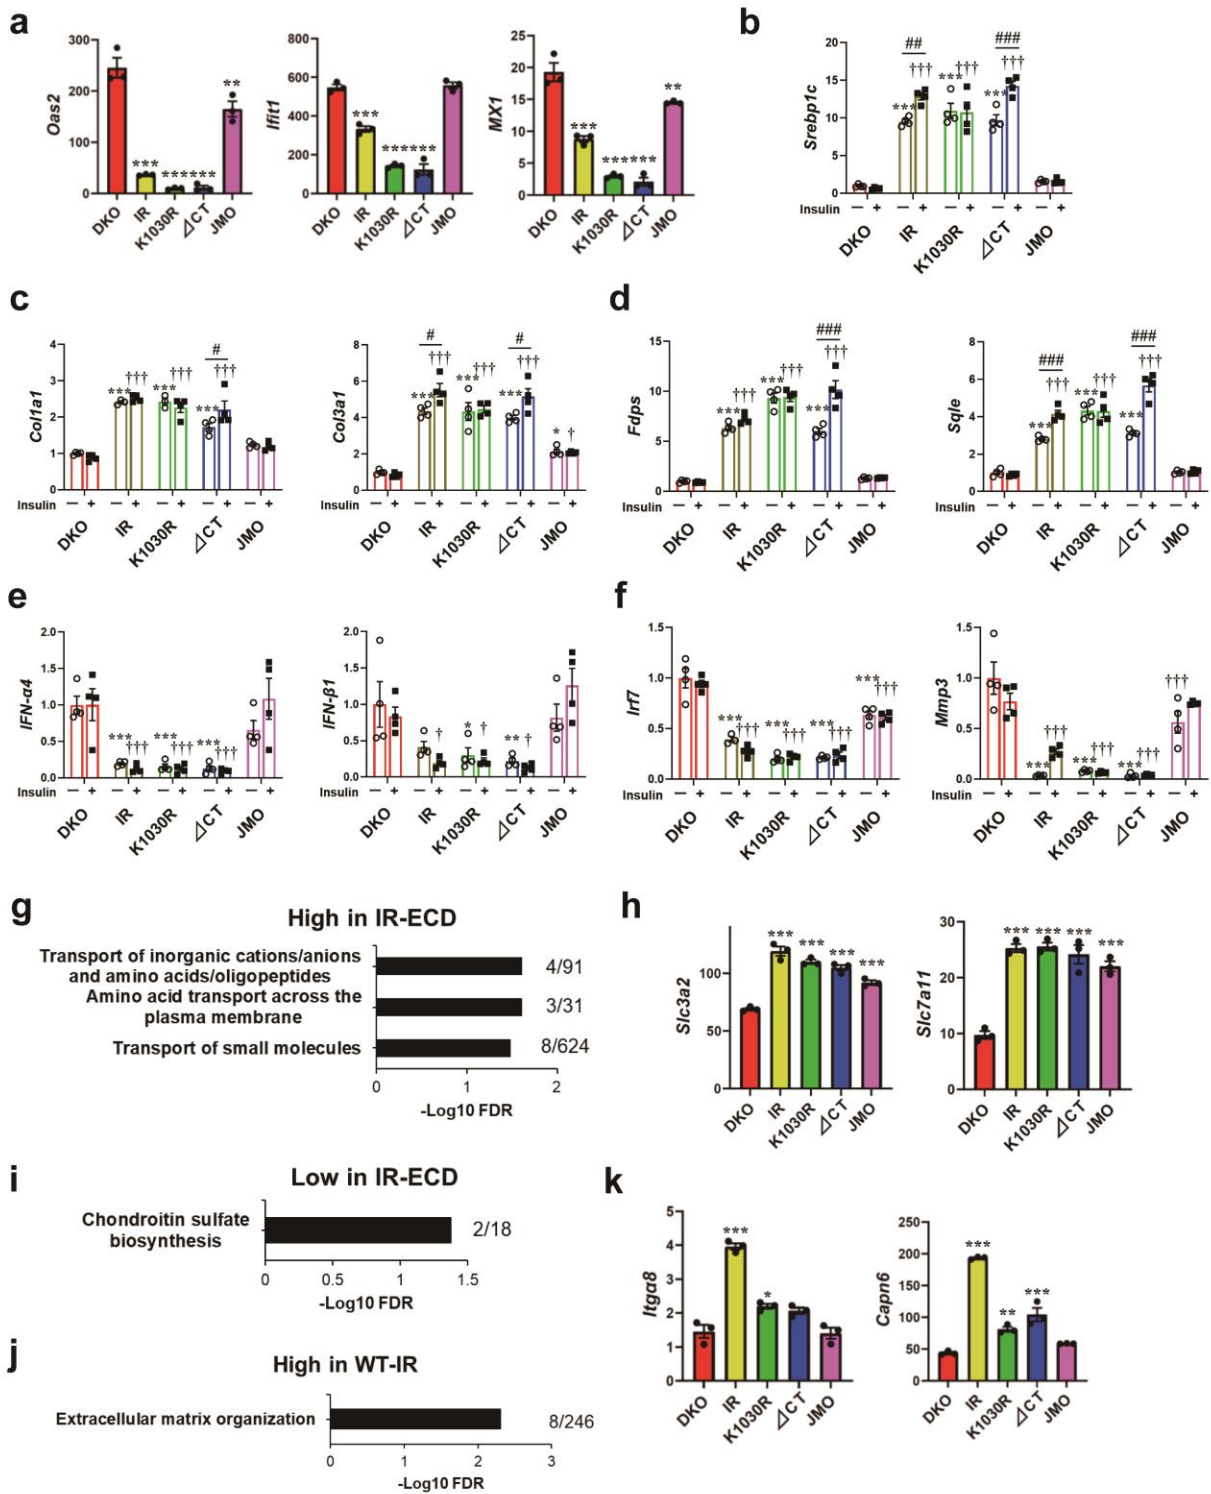

**Supplementary Fig. 4. Differential regulated mRNA patterns by DKO, IR, K1030R,  $\Delta$ CT and JMO cells.**

**(a)** Downstream gene expressions of STAT1/2-ISGs signaling in DKO, IR, K1030R,  $\Delta$ CT and JMO cells at the basal. Data are means  $\pm$  SEM (n = 3). \*\* P < 0.01, \*\*\* P < 0.001 vs DKO, one-way ANOVA. **(b-f)** Cells were FBS starved for 5 h with DMEM containing 0.1% BSA, then stimulated with or without 100 nM insulin for 6 h. mRNA levels of genes were analyzed by qPCR. **(b)** mRNA levels of *Srebp1c* in DKO, IR, K1030R,  $\Delta$ CT and JMO cells. **(c and d)** mRNA levels of collagens **(c)** and genes related cholesterol biosynthesis **(d)** in the High Expression in IR-ICD in Fig.5. **(e and f)** mRNA levels of interferons **(e)** and genes related interferon signaling and SASP **(f)** in Fig.5. Data in **(b-f)** are means  $\pm$  SEM (n = 4 per group). Gene expression levels of DKO cells at the basal were set at 1. \* P < 0.05, \*\* P < 0.01, \*\*\* P < 0.001 vs DKO basal, † P < 0.05, ††† P < 0.001 vs DKO with insulin, # P < 0.05, ## P < 0.01, ### P < 0.001 basal vs insulin, two-way ANOVA. TBP expression was used to normalize gene expression. The sequences of primers as follows: mouse *Srebp1c*, 5'-GAGCCATGGATTGCACATTT-3' and 5'-CTCAGGAGAGTTGGCACCTG-3'; mouse *Fdps*, 5'-AGCCGAAGAAACAGGATGCTGAGA-3' and 5'-TTCCAGAAGCAGAGCGTCGTTGAT-3'; mouse *Sqle*, 5'-TTGTTGCGGATGGACTCTTCTCCA-3' and 5'-GTTGACCAGAACAAGCTCCGCAA-3'; mouse *Col1a1*, 5'-GTCCCAACCCCCAAAGAC-3' and 5'-CAGCTTCTGAGTTTGGTGATA-3'; mouse *Col3a1*, 5'-TGGTTTCTTCTCACCCTTCTTC-3' and 5'-TGCATCCCAATTCATCTACGT-3'; mouse *Irf7*, 5'-GAGACTGGCTATTGGGGGAG-3' and 5'-GACCGAAATGCTTCCAGGG-3'; mouse *Mmp3*, 5'-ACATGGAGACTTTGTCCCTTTTG-3' and 5'-TTGGCTGAGTGGTAGAGTCCC-3'. **(f)** Enriched REACTOME pathways of genes in the High Expression in IR-ECD cluster. Plots are  $-\log_{10}$  transforms of enrichment FDR value. **(g)** Quantification of exemplary genes in the High Expression in IR-ECD cluster at the basal. **(h)** Enriched REACTOME pathways of genes in the Low Expression in IR-ECD cluster. **(i)** Enriched REACTOME pathways of genes in the High Expression in WT-IR cluster. **(j)** Quantification of exemplary genes in the High Expression in WT-IR cluster at the basal. Data in (a, h and k) are means  $\pm$  SEM of genes intensity values. \* P < 0.05, \*\* P < 0.01, \*\*\* P < 0.001 vs DKO, one-way ANOVA. The functional enrichment analyses in (g, i and j) was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure.

Supplementary Fig. 5

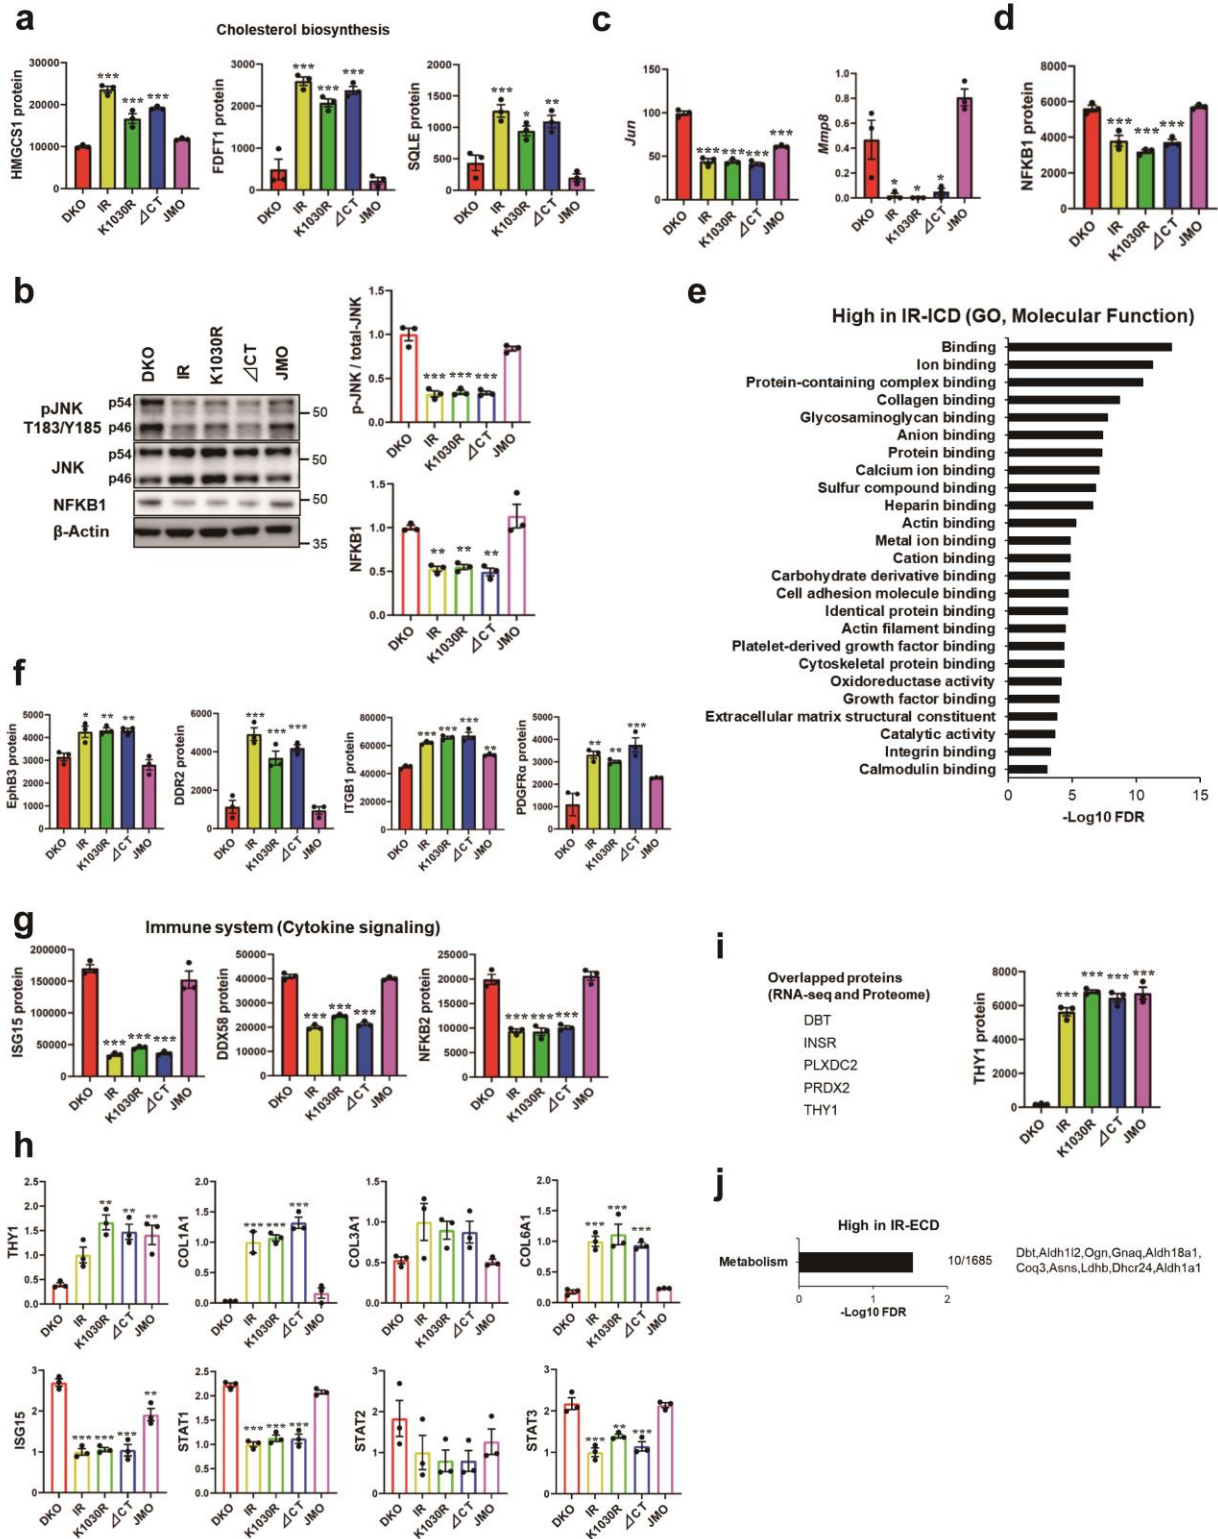

**Supplementary Fig. 5. Differential regulated protein patterns by DKO, IR, K1030R,  $\Delta$ CT and JMO cells.**

**(a)** Quantification of exemplary proteins of cholesterol biosynthesis from the High Protein Expression in IR-ICD cluster at the basal. Data are mean  $\pm$  SEM of protein intensity values ( $n = 3$ ). **(b)** Immunoblotting of JNK<sup>T183/Y185</sup> phosphorylation and NF $\kappa$ B1 in lysates from DKO, IR, K1030R,  $\Delta$ CT and JMO cells in the basal state. The level of each protein in DKO cells was set at 1. Data are mean  $\pm$  SEM ( $n = 3$ ). **(c)** The mRNA levels of *Jun* and *Mmp8*, downstream genes of JNK signaling pathway, in the RNA-seq. Data are means  $\pm$  SEM of genes intensity values ( $n = 3$ ). **(d)** The protein levels of NF $\kappa$ B1 in the proteome. Data are means  $\pm$  SEM of protein intensity values ( $n = 3$ ). **(e)** The top 25 Gene Ontology (GO) pathways of Molecular Function in the High Protein Expression in IR-ICD cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. Plots are  $-\log_{10}$  transforms of enrichment FDR value. **(f)** Quantification of exemplary proteins of signaling receptors upregulated by IR-ICD. All proteins except PDGFR $\alpha$  (in the High Expression in IR-ECD cluster) are in the High Expression in IR-ICD cluster. Data are mean  $\pm$  SEM of protein intensity values ( $n = 3$ ). **(g)** Quantification of exemplary proteins of immune system from the Low Protein Expression in IR-ICD cluster at the basal. Data are mean  $\pm$  SEM of protein intensity values ( $n = 3$ ). **(h)** Densitometric analysis of proteins in Fig. 6i in lysates from DKO, IR, K1030R,  $\Delta$ CT and JMO cells in the basal state. The level of each protein in IR cells was set at 1. Data are means  $\pm$  SEM ( $n = 3$ ). **(i)** Overlapped proteins which showed same changes in the RNA-seq and the proteome, and quantification of exemplary protein in the High Protein Expression in IR-ECD cluster at the basal. Data are means  $\pm$  SEM of protein intensity values ( $n = 3$ ). **(j)** Enrichment analysis of REACTOME pathway of proteins in the High Protein Expression in IR-ECD cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. Plots are  $-\log_{10}$  transforms of enrichment FDR value. The proteins in the “Metabolism” pathway are also shown. All data in Supplementary Fig. 5 are \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  vs DKO, one-way ANOVA.

## Supplementary Fig. 6

**a**

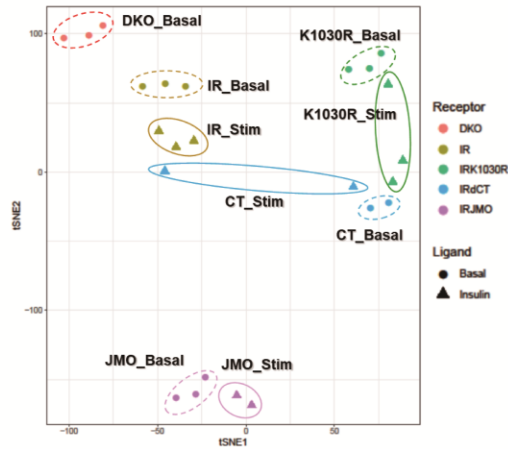

**b**

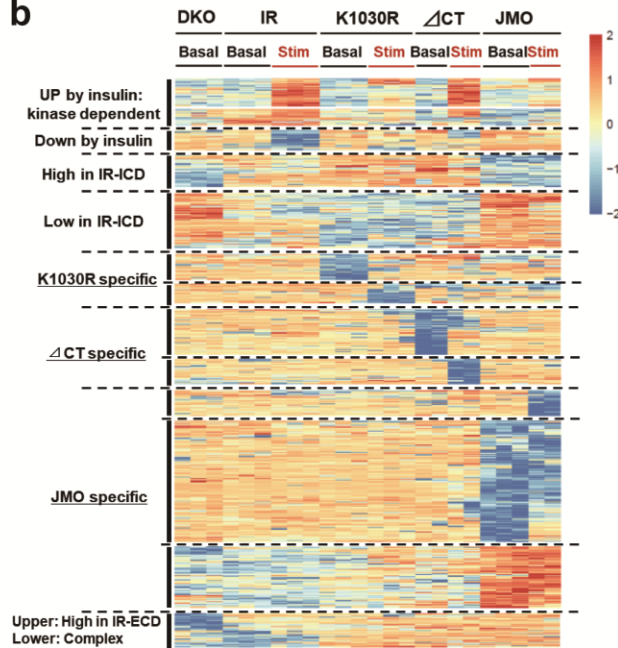

**c**

**c**

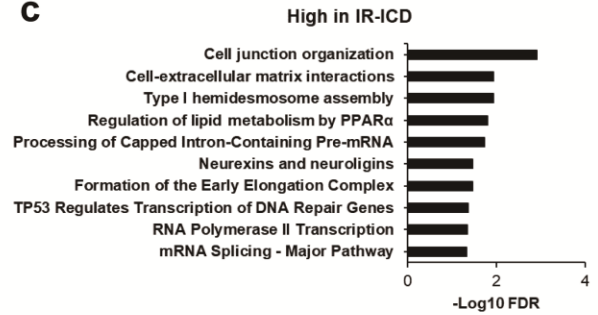

**d**

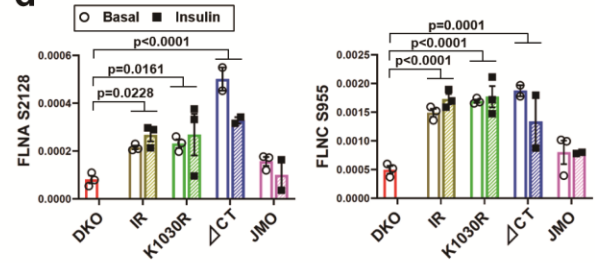

**e**

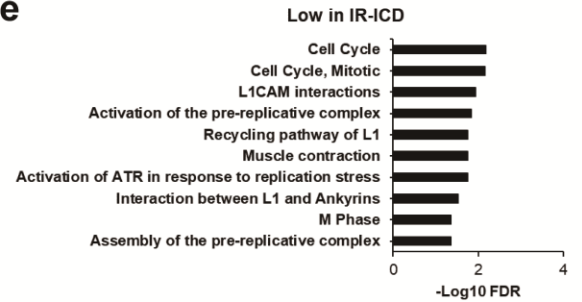

**f**

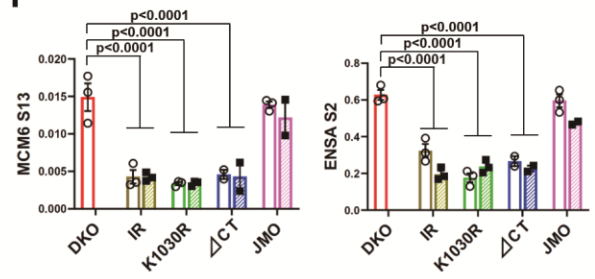

**g**

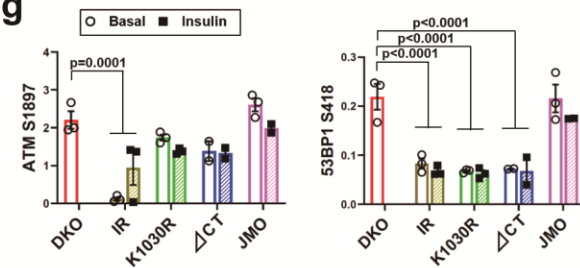

**Supplementary Fig. 6. Differential phosphoproteomic signatures (normalized by the proteome data) of DKO, IR, K1030R,  $\Delta$ CT and JMO cells.**

**(a)** T-distributed stochastic neighbor embedding (t-SNE) analysis of the phosphosites identified by LC-MS/MS from DKO, IR, K1030R,  $\Delta$ CT and JMO cells in the basal and insulin stimulated states. Phosphosites intensity values were divided by each protein intensity value in the proteome data. **(b)** Heatmap showing the hierarchical clustering of the phosphopeptides in DKO, IR, K1030R,  $\Delta$ CT and JMO cells in the basal and insulin stimulated states. Values are Z-scores of  $\log_2$  transformed intensity values. **(c)** REACTOME pathway enrichment analysis of phosphosites in the High-Phos in IR-ICD cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. Plots are  $-\log_{10}$  transforms of enrichment FDR value. **(d)** Quantitation of exemplary phosphosites in the enriched pathways (in Supplementary Fig. 6c) in the High-Phos in IR-ICD cluster. Data are means  $\pm$  SEM of phosphosites intensity values divided by each protein intensity value ( $n = 3-6$ ). P-values vs DKO (combined both basal and insulin for comparisons), one-way ANOVA followed by Dunnett's multiple comparisons test. **(e)** REACTOME pathway enrichment analysis of phosphosites in the Low-Phos in IR-ICD cluster. The functional enrichment analysis was tested by the STRING database, where FDRs were calculated using the Benjamini-Hochberg procedure. **(f)** Quantitation of exemplary phosphosites in the enriched pathways (in Supplementary Fig. 6e) in the Low-Phos in IR-ICD cluster. Data are means  $\pm$  SEM of phosphosites intensity values divided by each protein intensity value ( $n = 3-6$ ). P-values vs DKO, one-way ANOVA. **(g)** Some important phosphosites normalized by the proteome data in the ATM signaling pathway. Data are means  $\pm$  SEM of phosphosites intensity values divided by each protein intensity value ( $n = 3-6$ ). P-values vs DKO, one-way ANOVA.

## Supplementary Fig. 7

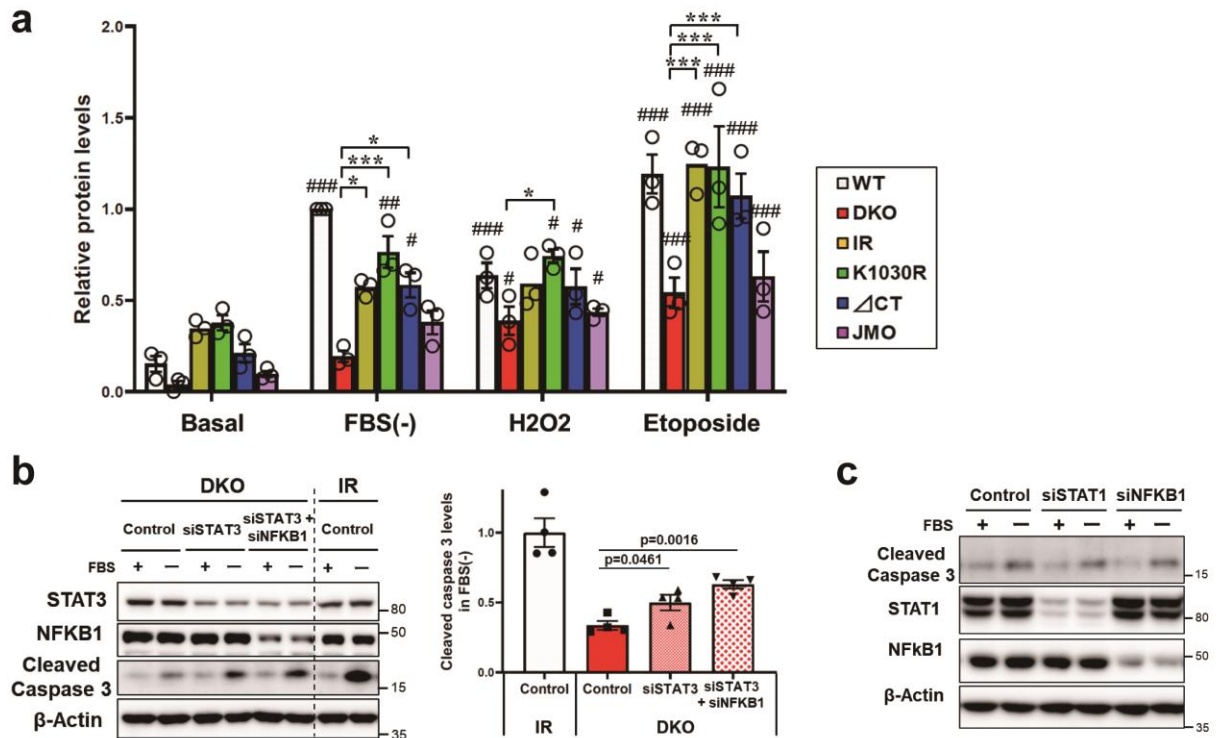

## Supplementary Fig. 7. Changes in apoptotic sensitivity in DKO, IR, K1030R, ΔCT and JMO cells.

(a) Densitometric analysis of cleaved caspase 3 in Fig. 8b in lysates from WT, DKO, IR, K1030R, ΔCT and JMO cells. The level in IR cells with FBS starvation for 6 h was set at 1. Data are means ± SEM (n = 3 per group). \* P < 0.05, \*\*\* P < 0.001 vs DKO, # P < 0.05, ## P < 0.01, ### P < 0.001 vs basal, two-way ANOVA. (b) Knockdown of STAT3 or both STAT3 and NFKB1 in DKO cells. Immunoblotting of cleaved caspase 3 levels in lysate from DKO and IR cells with or without 6 h FBS starvation (n=4 per group). The level in the IR control was set at 1. Data are means ± SEM. Comparisons between groups was performed using one-way ANOVA. (c) Knockdown of STAT1 or NFKB1 in DKO cells. Immunoblotting of cleaved caspase 3 levels in lysate from DKO cells with or without 6 h FBS starvation.

**Supplementary Fig. 8**

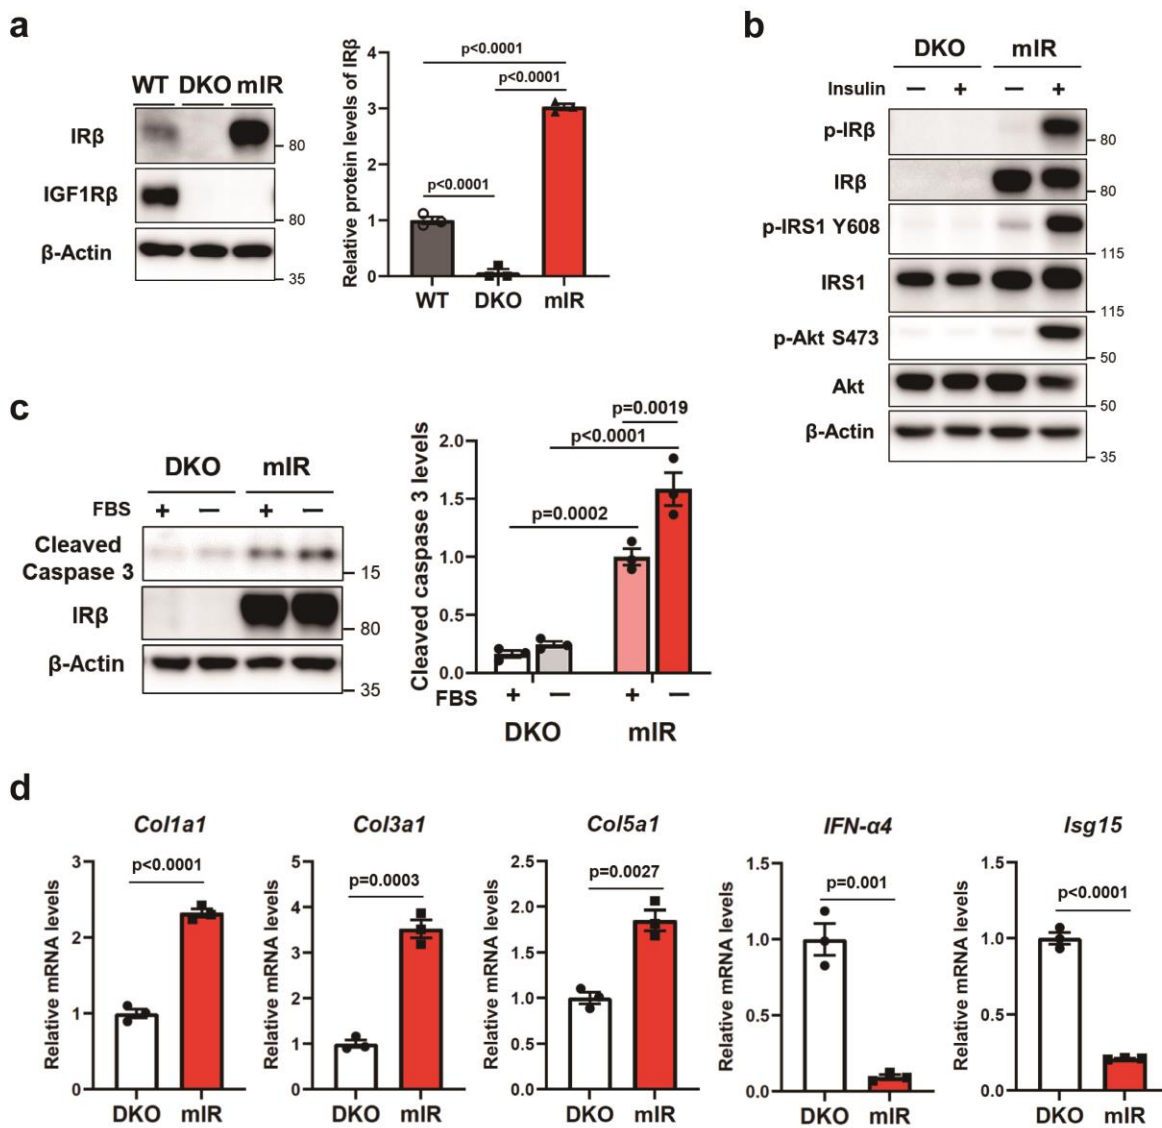

**Supplementary Fig. 8. Changes in apoptotic sensitivity and gene expressions in DKO and mouse IR cells.**

**(a)** Immunoblot analysis of WT preadipocytes, DKO preadipocytes and DKO preadipocytes reconstituted with mouse IR (mIR, A isoform) for IR-beta subunit (IR $\beta$ ), IGF1R-beta subunit (IGF1R $\beta$ ) and  $\beta$ -actin, and quantification of IR $\beta$ . Data are means  $\pm$  SEM (n = 3). Comparisons between groups was performed using one-way ANOVA followed by Tukey's multiple comparisons test. **(b)** Immunoblotting of IRS-1<sup>Y608</sup> phosphorylation and Akt<sup>S473</sup> phosphorylation in lysates from DKO and mIR cells stimulated with 100 nM insulin for 15 min. **(c)** Immunoblotting of cleaved caspase 3 in DKO and mIR cells following FBS starvation for 6h. For densitometric analysis of cleaved caspase 3, the level in mIR cells without FBS starvation was set at 1. Data are means  $\pm$  SEM (n = 3). Comparisons between groups was performed using two-way ANOVA. **(d)** mRNA levels of collagens and genes associated with interferon signaling. Data are means  $\pm$  SEM (n = 3). Statistical significance was assessed using two-tailed unpaired Student's *t*-test. 36B4 expression was used to normalize gene expression. The sequences of additional primers as follows: mouse Col5a1, 5'-CTTCGCCGCTACTCCTGTTC-3' and 5'- CCCTGAGGGCAAATTGTGAAAA-3'; mouse Isg15, 5'-GGTGTCCGTGACTAACTCCAT-3' and 5'-CTGTACCACTAGCATCACTGTG-3'; mouse 36B4, 5'-GAAACTGCTGCCTCACATCCG-3' and 5'-GCTGGCACAGTGACCTCACACG-3'.

**Supplementary Table 1. All IR peptide identified in the proteome dataset**

| <b>DKO</b>   | <b>IR</b>    | <b>IR</b>      | <b><math>\Delta</math>CT</b> | <b><math>\Delta</math>CT</b> | <b>JMO</b>   | <b>JMO</b>     | <b>K1030R</b> | <b>K1030R</b>  | <b>Sequence</b>            |
|--------------|--------------|----------------|------------------------------|------------------------------|--------------|----------------|---------------|----------------|----------------------------|
| <b>Basal</b> | <b>basal</b> | <b>Insulin</b> | <b>Basal</b>                 | <b>Insulin</b>               | <b>Basal</b> | <b>Insulin</b> | <b>Basal</b>  | <b>Insulin</b> |                            |
| NaN          | 27,295       | 2,738,039      | NaN                          | NaN                          | 2,879,249    | 2,859,987      | NaN           | NaN            | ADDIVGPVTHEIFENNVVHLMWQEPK |
| NaN          | 2,442,105    | NaN            | NaN                          | NaN                          | 2,586,423    | 252,158        | 2,402,251     | NaN            | CSVAAYVSAR                 |
| NaN          | 2,639,367    | 2,607,276      | 2,606,815                    | 2,610,586                    | 2,796,697    | 274,453        | 2,602,342     | 2,630,516      | DLPNLTVIR                  |
| NaN          | NaN          | NaN            | 2,528,701                    | 247,571                      | 2,685,712    | 2,707,098      | 2,529,625     | 2,511,041      | ELEESSFR                   |
| NaN          | 2,507,909    | 2,540,038      | 2,507,304                    | NaN                          | 2,686,077    | 2,710,129      | 2,489,422     | 2,528,849      | ESLVISGLR                  |
| NaN          | 2,550,634    | 2,571,772      | 2,458,469                    | 2,488,175                    | NaN          | NaN            | 2,484,249     | 2,525,911      | GFTCHHVVR                  |
| NaN          | 2,562,589    | 251,437        | 2,455,516                    | 2,481,973                    | 261,928      | 2,642,782      | 245,245       | 2,499,993      | ILDSVEDNYIVLNK             |
| NaN          | NaN          | NaN            | 2,550,815                    | NaN                          | NaN          | NaN            | NaN           | 2,405,747      | KHFALER                    |
| NaN          | 2,674,214    | 2,653,017      | 2,588,045                    | 2,603,865                    | 2,853,697    | 2,809,336      | 2,608,282     | 2,616,244      | LCLSEIHK                   |
| NaN          | 2,676,724    | 2,683,702      | 2,621,577                    | 2,596,499                    | 277,026      | 277,145        | 2,614,938     | 2,669,325      | LFFHYNPK                   |
| NaN          | 2,618,502    | 2,653,782      | NaN                          | NaN                          | 2,682,505    | NaN            | 2,648,827     | NaN            | LIMITDYLLFR                |
| NaN          | 239,094      | 2,422,913      | 2,377,679                    | 2,407,512                    | NaN          | NaN            | NaN           | NaN            | MCWQFNPK                   |
| NaN          | NaN          | 2,477,212      | 2,575,078                    | 2,496,224                    | 256,446      | 2,664,083      | NaN           | NaN            | MEEVSGTK                   |
| NaN          | NaN          | 2,638,537      | 2,546,098                    | 2,572,435                    | NaN          | NaN            | 2,532,093     | 2,540,484      | NCMVAHDFTVK                |
| NaN          | NaN          | 2,301,037      | NaN                          | 2,137,082                    | 2,565,696    | 2,527,465      | NaN           | NaN            | NNELCYLATIDWSR             |
| NaN          | 2,445,932    | 2,422,339      | NaN                          | NaN                          | NaN          | NaN            | NaN           | NaN            | PWTQYAIFVK                 |
| NaN          | NaN          | NaN            | NaN                          | NaN                          | 252,303      | 2,536,713      | NaN           | NaN            | RYGDEELHLCVSR              |
| NaN          | 2,709,668    | 272,102        | 265,497                      | 2,644,398                    | 2,913,075    | 287,466        | 2,658,118     | 2,694,871      | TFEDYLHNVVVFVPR            |
| NaN          | 2,636,346    | 2,605,883      | 2,489,125                    | 2,506,505                    | 2,727,195    | 2,693,089      | 2,557,248     | 2,586,323      | TIDSVTSAQELR               |
| NaN          | 2,594,315    | 2,586,084      | 2,535,171                    | NaN                          | 2,738,533    | 2,739,468      | 2,571,088     | 2,570,618      | TLVTFSDER                  |
| NaN          | 2,606,194    | 255,389        | 2,529,463                    | 2,489,514                    | 2,785,079    | 27,202         | 2,478,965     | 2,477,249      | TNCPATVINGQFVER            |
| NaN          | NaN          | NaN            | NaN                          | NaN                          | 2,549,614    | 2,535,695      | NaN           | NaN            | TNGDQASCENELLK             |
| NaN          | 2,555,491    | 2,467,476      | 2,503,814                    | 2,520,307                    | 265,796      | 2,620,359      | 246,473       | 2,505,904      | TRPEDFR                    |
| NaN          | NaN          | 2,617,106      | 2,591,846                    | 2,556,549                    | NaN          | NaN            | 2,590,355     | 2,567,239      | TVNESASLR                  |
| NaN          | NaN          | 2,564,955      | 245,528                      | 2,528,715                    | 2,679,566    | 2,739,526      | 2,523,396     | 2,484,797      | VCPTICK                    |
| NaN          | 2,459,701    | 2,464,746      | 234,302                      | NaN                          | 2,597,926    | 2,623,513      | 2,338,811     | 2,378,324      | VYGLESLK                   |
| NaN          | 2,551,803    | 2,570,294      | 2,521,111                    | 2,567,206                    | 2,752,828    | 2,731,121      | 2,464,477     | 250,077        | YGDEELHLCVSR               |

All INSR peptide intensities in DKO, IR, K1030R,  $\Delta$ CT and JMO cells in the proteome dataset. Each intensity value is average of each condition. NaN; Not a Number. It means no detection in the dataset. IGF1R were not detected in all cell lines in the proteomic dataset.

# Supplementary material for: Unique ligand and kinase-independent roles of the insulin receptor in regulation of cell cycle, senescence and apoptosis
**Source:** Nat Commun. 2023 Jan 4;14:57. doi: 10.1038/s41467-022-35693-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

### Description of Additional Supplementary Information

Supplementary Data 1: The phosphoproteome datasheets

Supplementary Data 2: The RNA-seq datasheets

Supplementary Data 3: The proteome datasheets

# Supplementary material for: Unique ligand and kinase-independent roles of the insulin receptor in regulation of cell cycle, senescence and apoptosis
**Source:** Nat Commun. 2023 Jan 4;14:57. doi: 10.1038/s41467-022-35693-5

# Original blots related to Figure 1c

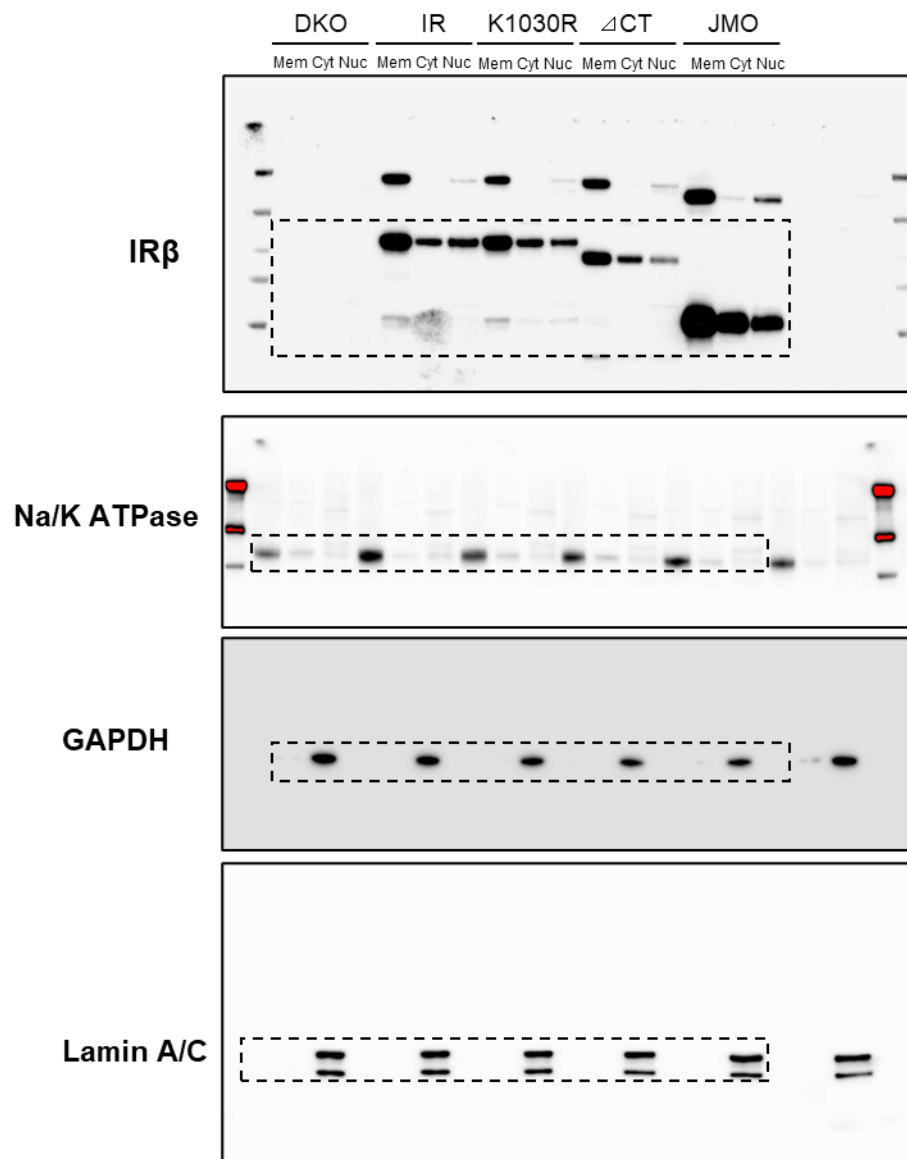

Original blots related to Figure 1d

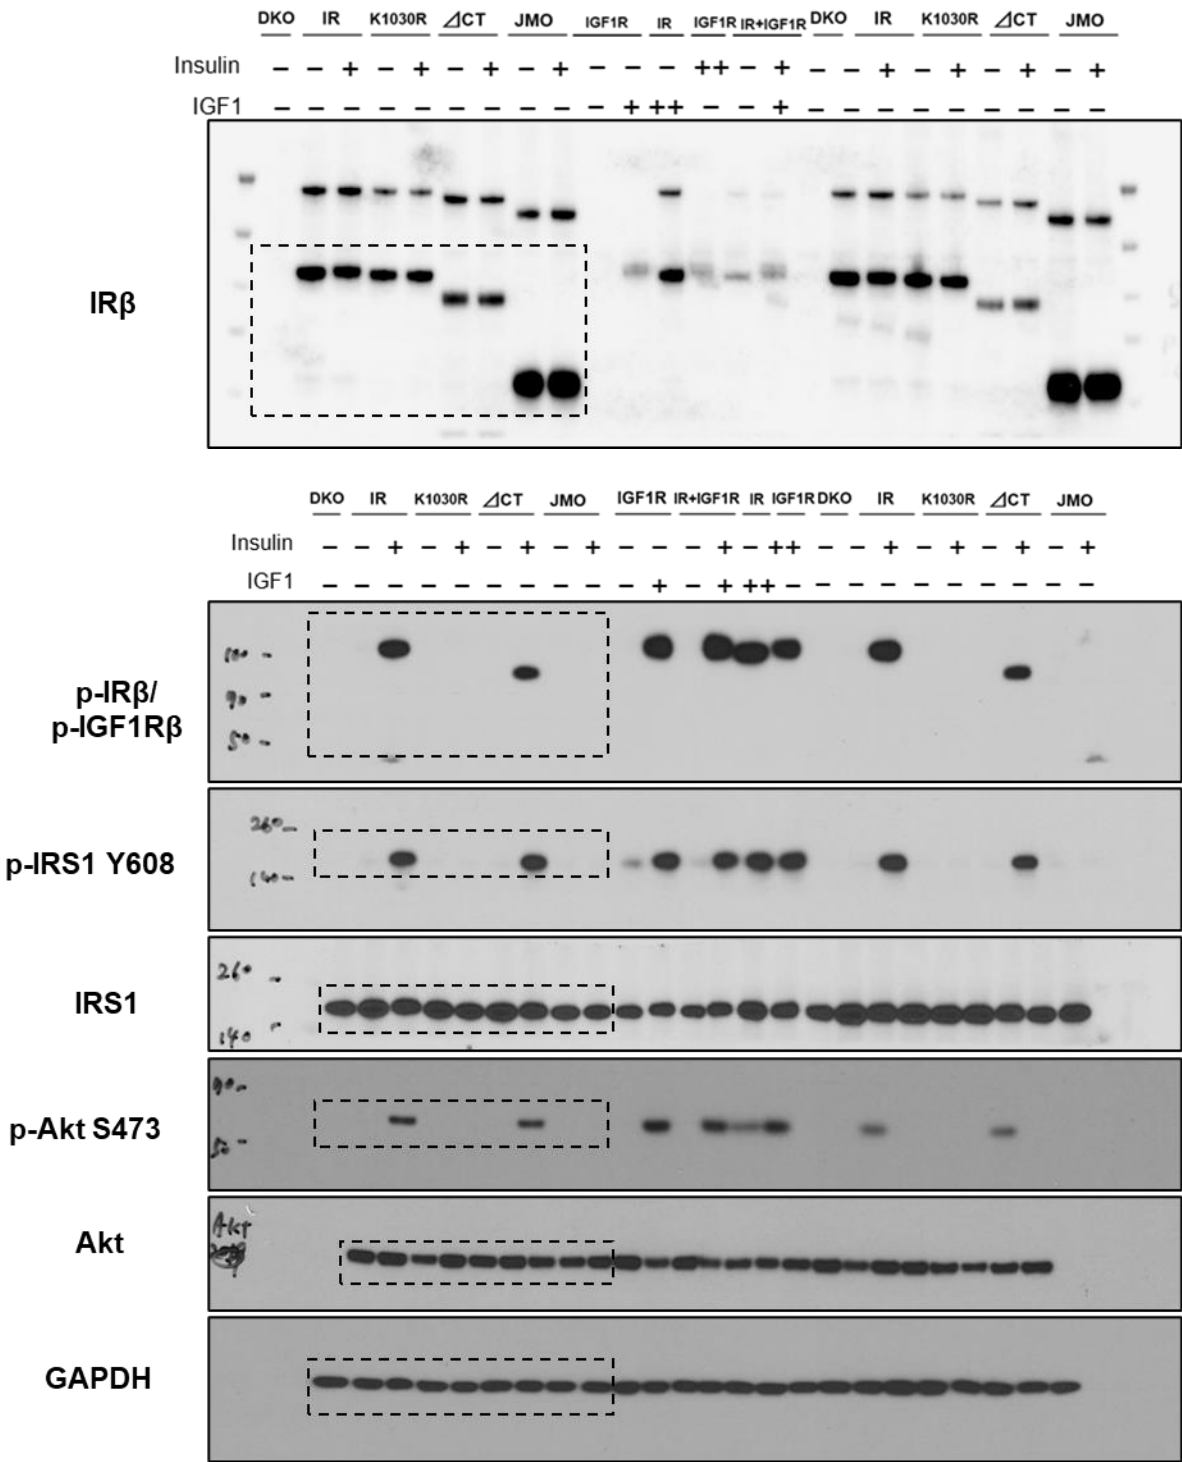

Original blots related to Figure 6j

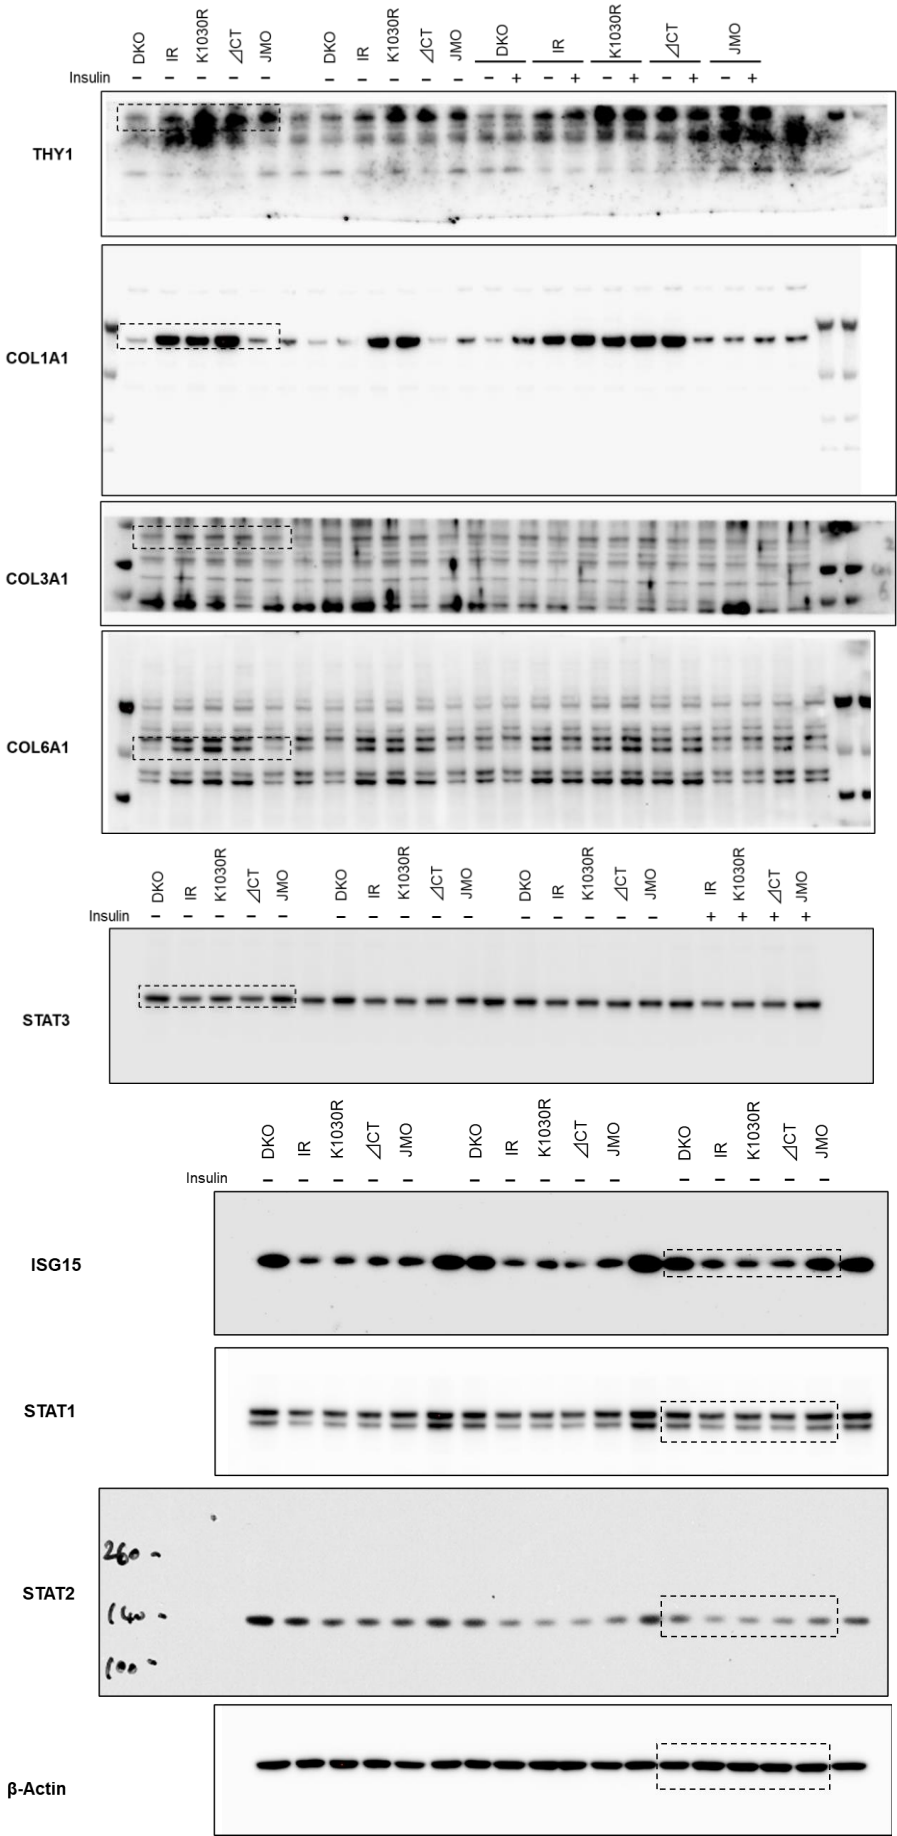

Original blots related to Figure 8b

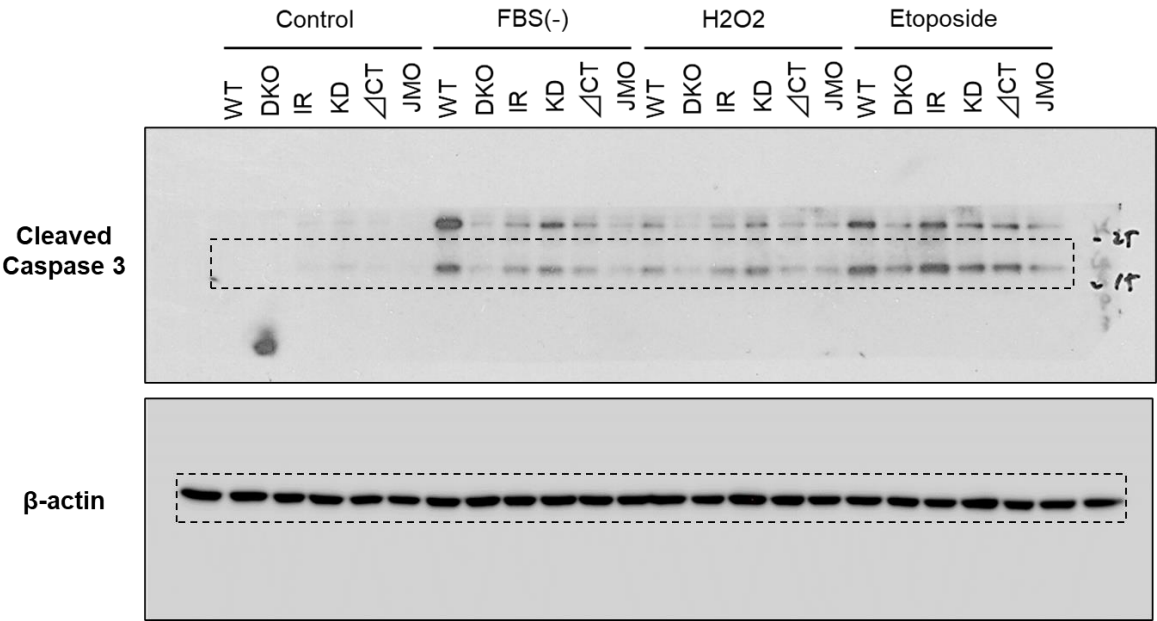

Original blots related to Figure 8d

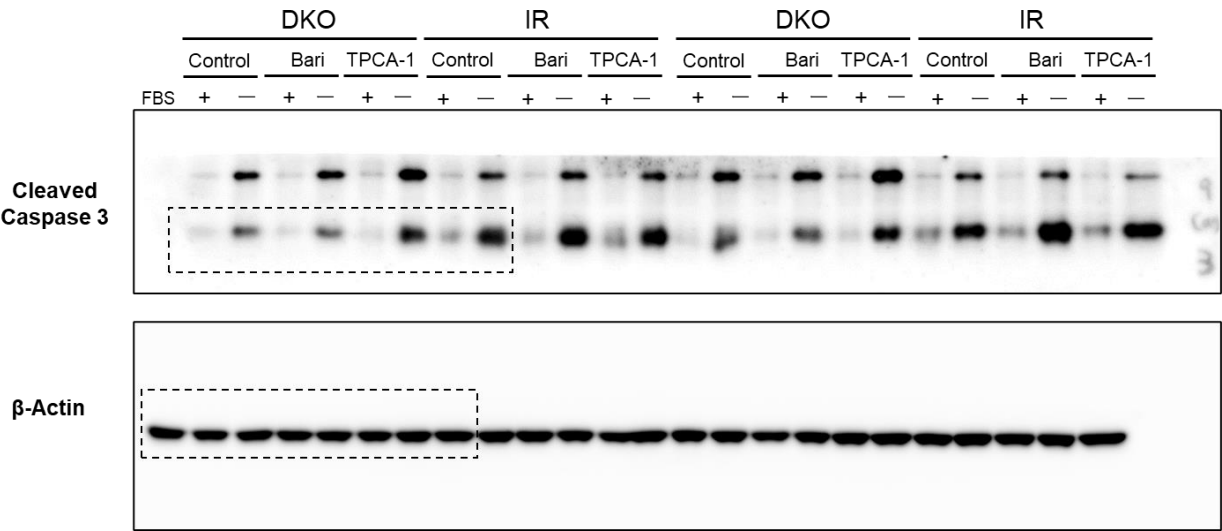

Original blots related to Supplementary Figure 1b

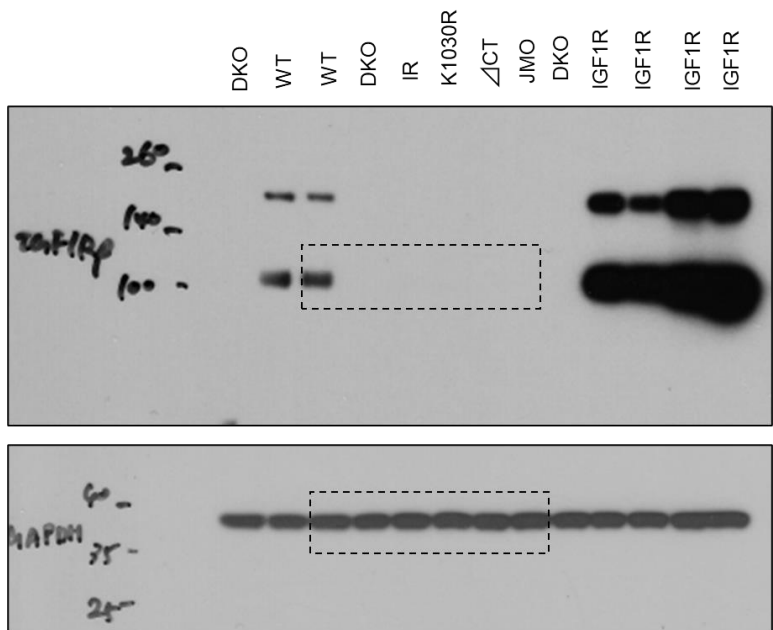

Original blots related to Supplementary Figure 1c

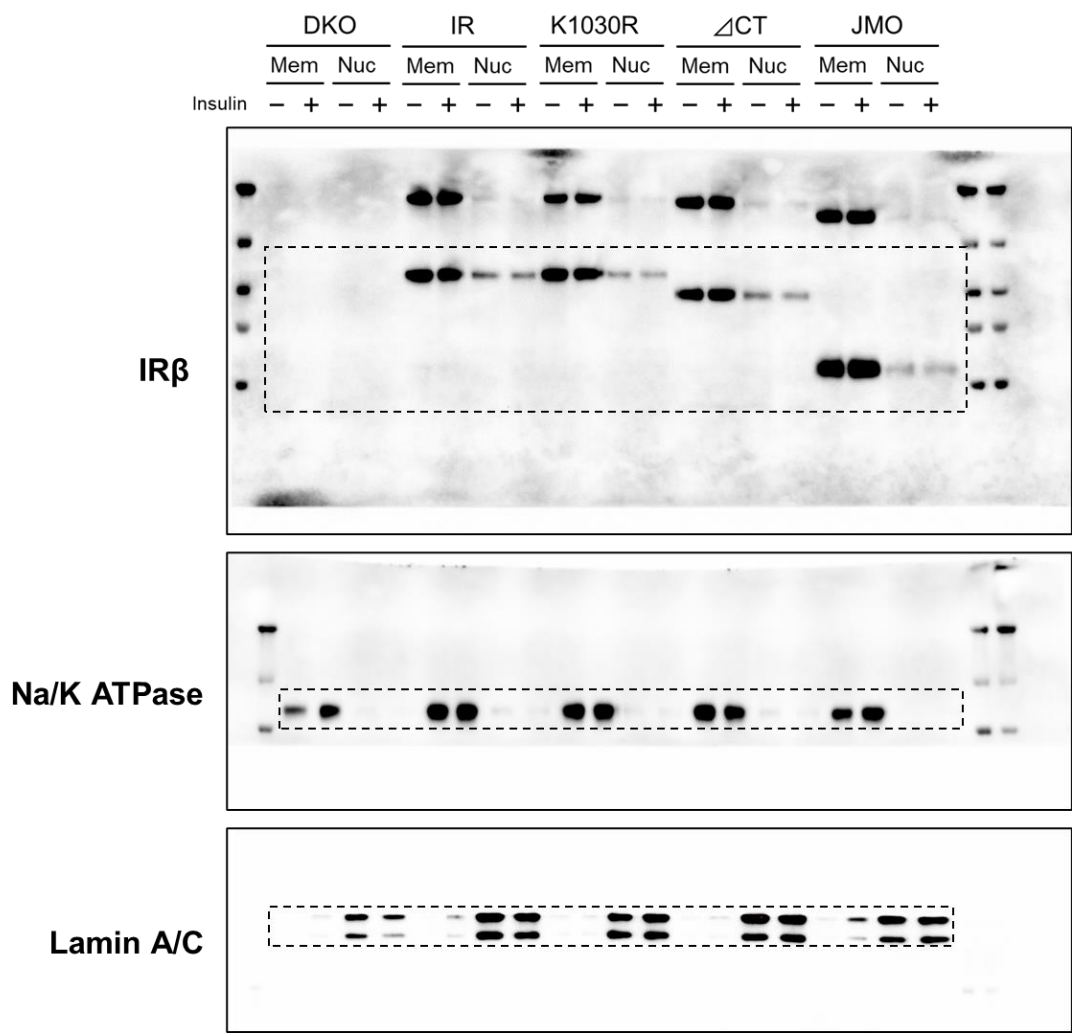

## Original blots related to Supplementary Figure 1d

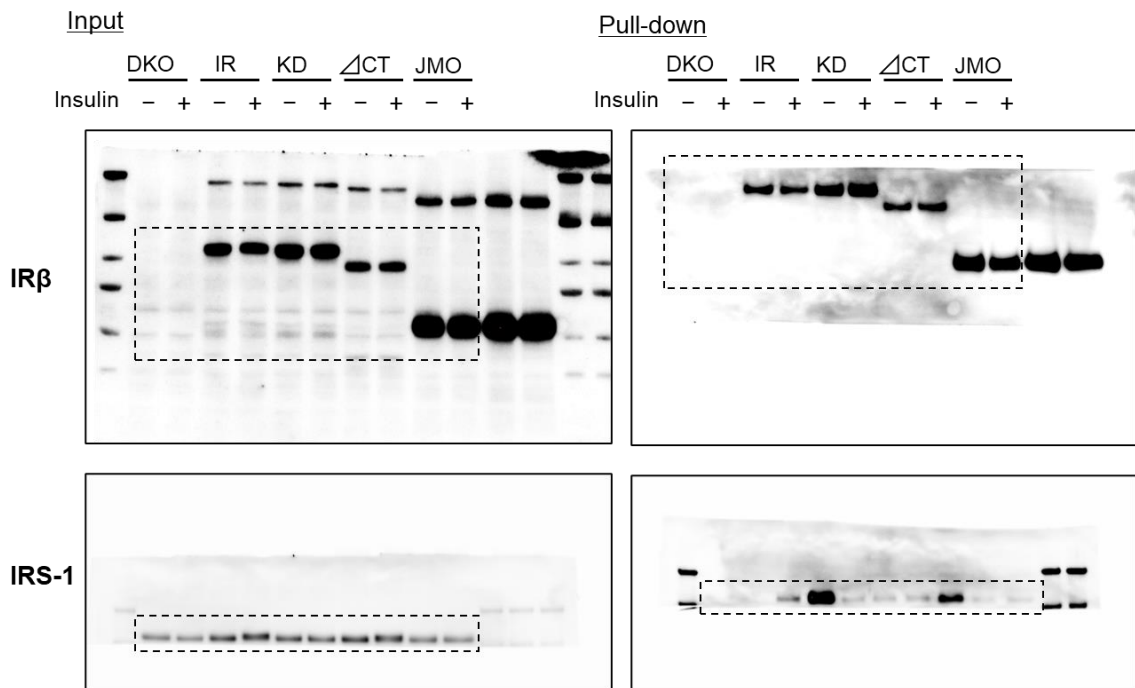

## Original blots related to Supplementary Figure 5d

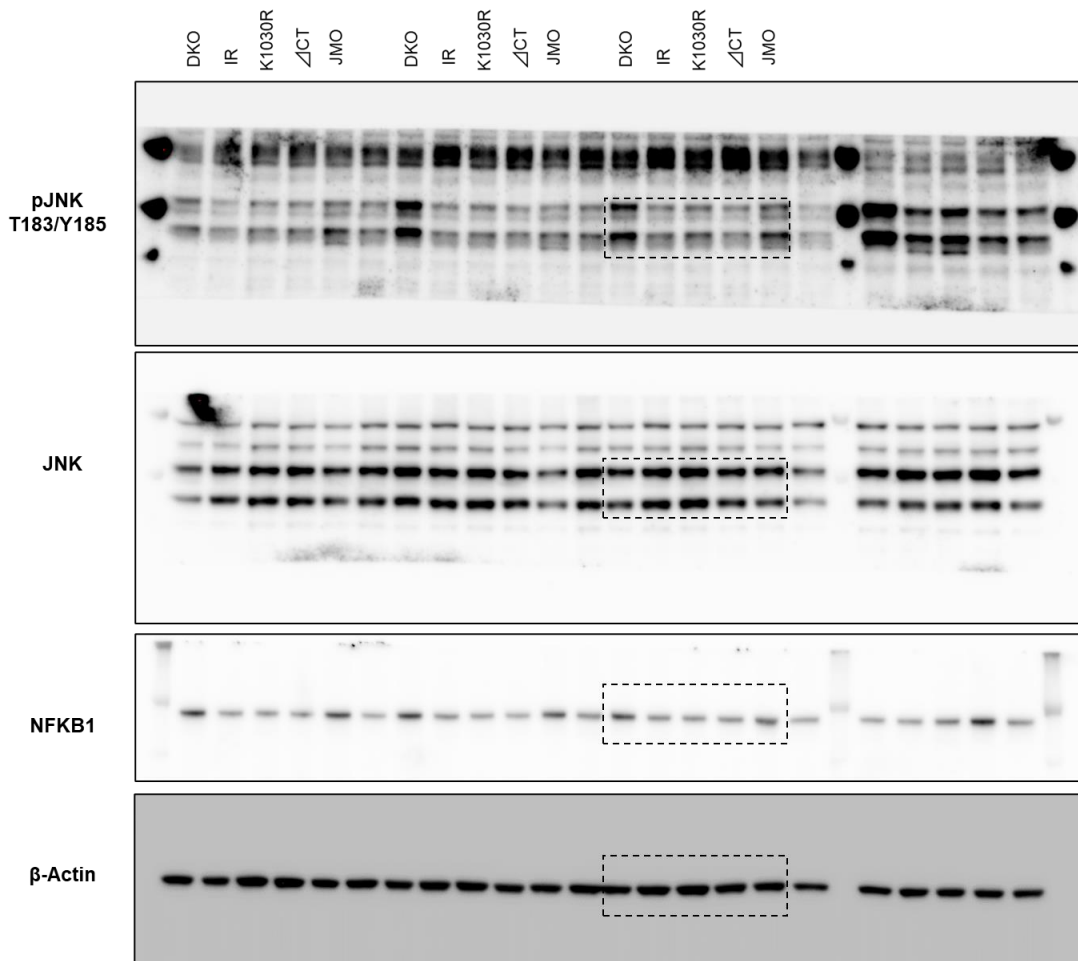

## Original blots related to Supplementary Figure 7b

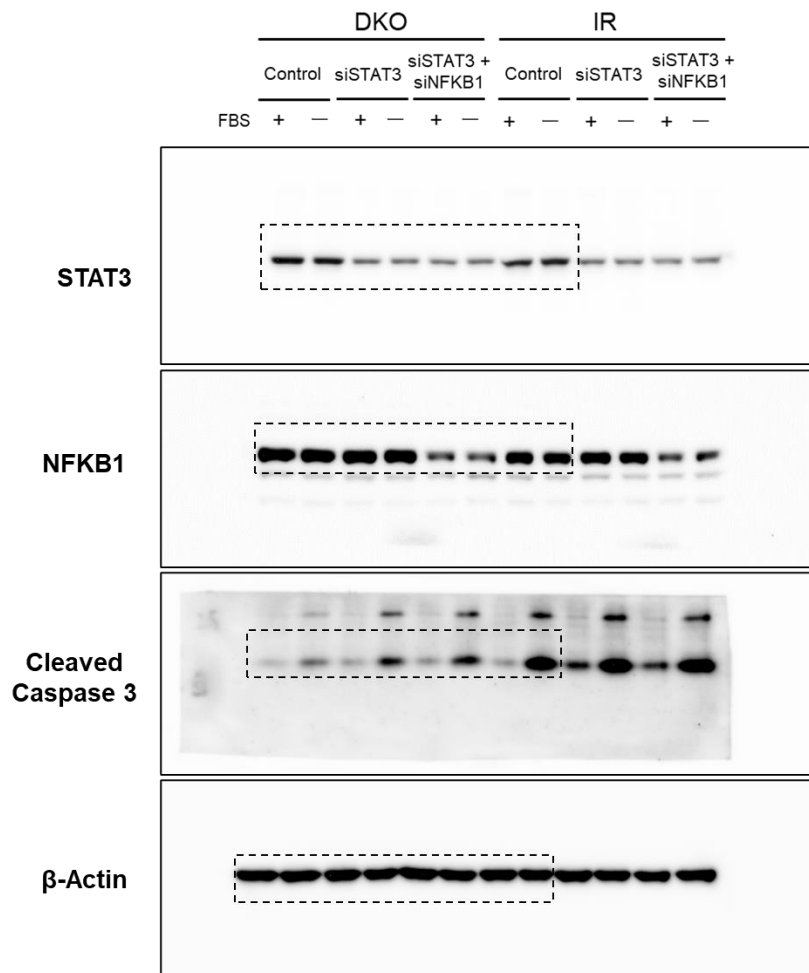

## Original blots related to Supplementary Figure 7c

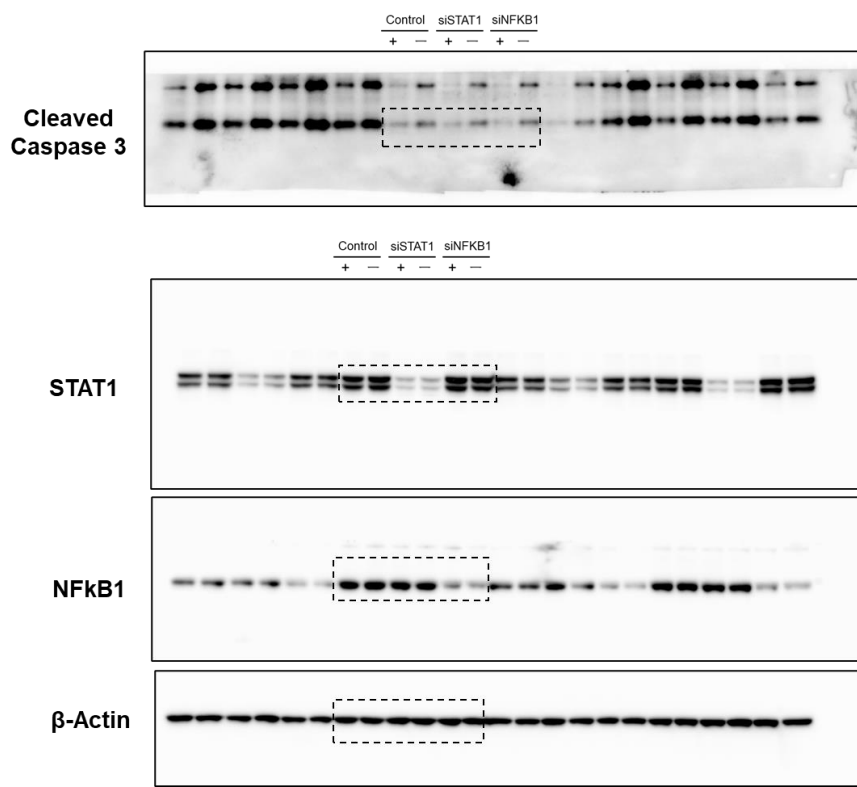

# Original blots related to Supplementary Figure 8a

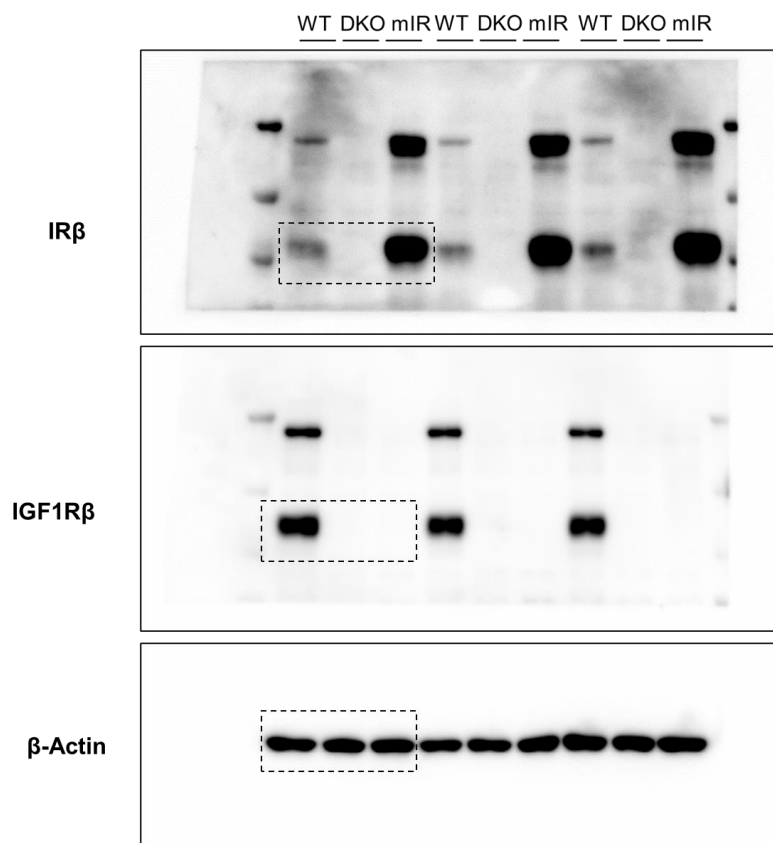

Original blots related to Supplementary Figure 8b

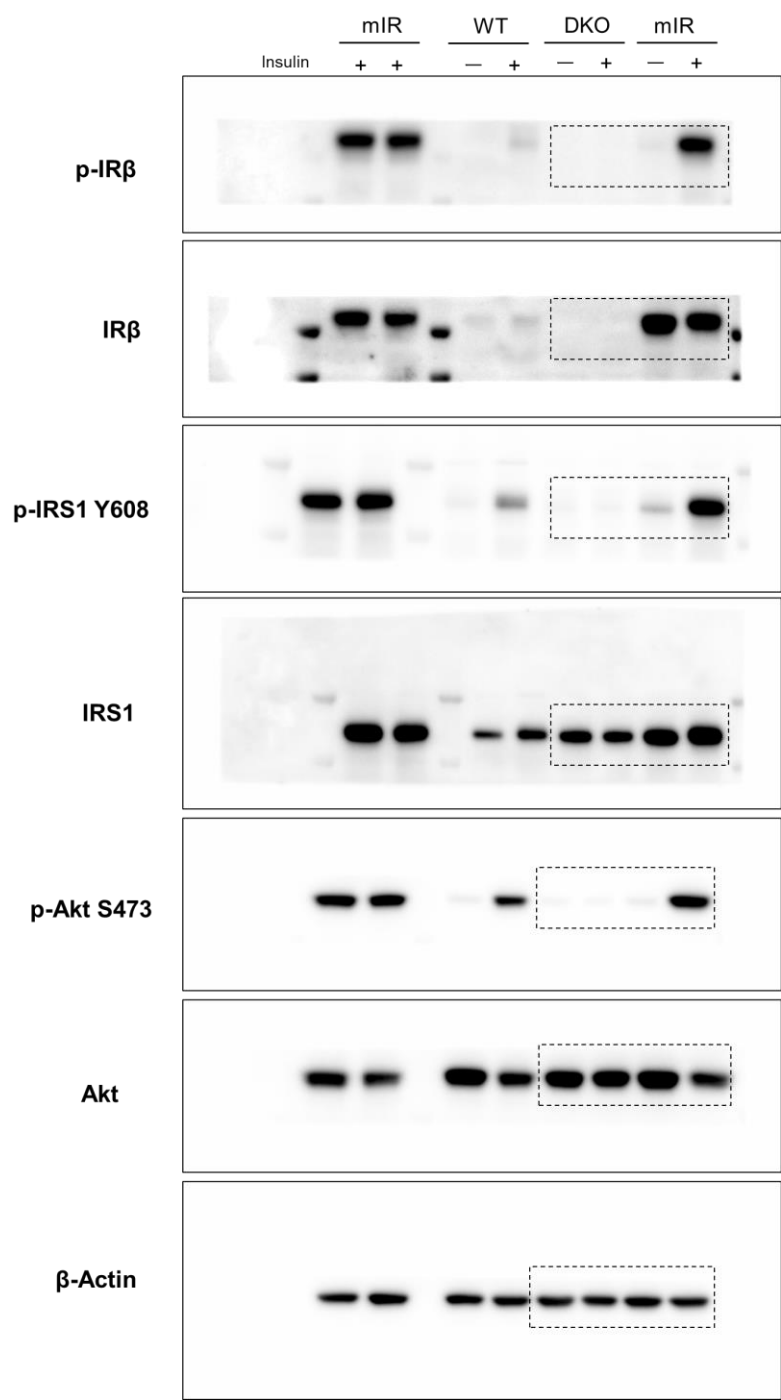

# Original blots related to Supplementary Figure 8c

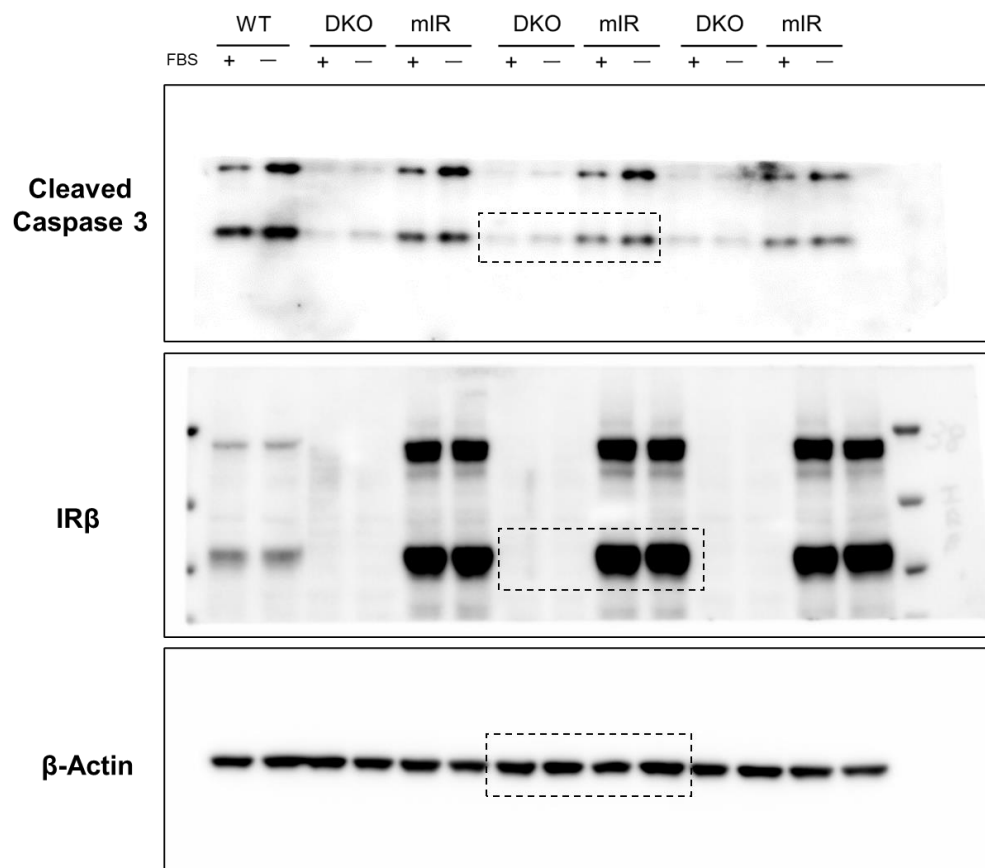

**Supplement:** Supplementary file 8 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

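Cells with IR and IGF1R inactivated (DKO) and DKO cells carrying human IR, K1030R, ∆CT, or JMO receptors were starved of serum for 6 h and left untreated or given 100 nM insulin for 15 min. RNA sequencing of 26 libraries in 9 groups was used, 3 dishes per group and 2 for ∆CT with insulin, with DKO cells in the basal state only. Every library was assigned to its line, treatment, and replicate from its label, and no library was left out. The proteomic, phosphoproteomic, and qPCR data were not analysed here.

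According to the authors' methods, mRNA was captured with oligo-dT, made into stranded libraries, and sequenced as single-end reads on an Illumina instrument. The reads were trimmed with fastp, assigned to Ensembl mouse transcripts with kallisto, and summed to genes with tximport before deposition. The values used here are the authors' expected counts per gene and library, as deposited. They are neither filtered nor scaled to library size, and 79.9% are exactly whole numbers, with no tolerance. As a check of the labels, 1834 genes of the CPM table in the paper's supplement were compared with CPM from these counts. All 26 columns were closest to their own library (lowest correlation 0.99982, against 0.89811 for the closest other library), and the median ratio was 0.99638.

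Counts were rounded, genes with a CPM above 0.5 in at least 4 libraries were kept (15402, the filter of the paper's methods), and libraries were scaled with TMM factors in edgeR 4.0.16 under R 4.3.3. A quasi-likelihood model with robust dispersion and 1 mean per group was fitted to all 26 libraries. Sets of genes were called with glmTreat against a minimum fold of 1.5 at a Benjamini-Hochberg adjusted p below 0.05, or below 0.001 for any of the 36 pairs of groups as in the paper's methods. Adjusted p of single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no minimum fold, and differences of insulin effects were tested as contrasts of the same model. CPM are given as mean ± SD over dishes. Fold changes of genes with 3 or fewer counts in a group are given as ratios with exact 95% counting intervals, or as floors, at 3 counts over the group, where a group has 0 counts.

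A gene was put in the intracellular-domain pattern when it was called the same way in IR, K1030R, and ∆CT cells against DKO and again against JMO cells. It was put in the extracellular-domain pattern when called the same way in all 4 receptor lines against DKO, and in the IR-only or JMO-only set when called higher in that line than in each other line. The paper drew clusters from a dendrogram, which was not rebuilt. Single genes reported are taken from those the paper names for RNA sequencing in the text or in Figs. 5b, 5d, 5e, and 7d and Supplementary Figs. 4a, 4h, 4k, 5c, and 5i, with *Insr*, *Igf1r*, *Stat3*, and *Col6a1*, and the 3 genes with the largest log2 fold change in each of the high and low intracellular-domain sets, the IR-only set, the JMO-only set, and the insulin set shared by IR and ∆CT, ranked by the smallest of the comparisons that define the set. The leading genes of the line sets were tested singly in the 4 receptor lines against DKO and, for the IR-only and JMO-only sets, in comparisons with other lines.

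Gene lists were tested with camera on voom values (limma 3.58.1, preset correlation 0.01, adjusted over 12 lists), with fry and with an estimated correlation as alternatives. Principal components were taken of log2 CPM with a prior count of 2. Coordinates are those of GENCODE mouse release 21 on GRCm38, the build of the authors' Ensembl transcripts, and 15193 tested genes had them.

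Library totals ran from 17228982 to 24694828. At such totals a CPM of 0.5 is about 10 counts, so values below that level rest on few counts. Dishes of a group differed by more than counting error, with a chi-square per degree of freedom from 2.92 to 23.6 over 25 pairs, and the biological coefficient of variation was 4.44%. Replicate numbers did not pair libraries across groups: residuals of equally numbered libraries had a median correlation of 0.0125 over 100 pairs, against -0.016 over 200 differently numbered ones.

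Grouping, main settings, gene lists, and the following alternatives were fixed before the data were examined. They were RLE scaling, no filter on low counts, at least 10 counts in at least 4 libraries, unrounded counts, DESeq2 1.42.0, limma TREAT as in the paper, no minimum fold, other adjusted p thresholds, models of only the 2 groups compared, insulin in place of basal libraries, a pattern that requires only that JMO not be called the same way, replicate number as a block, each library left out in turn, and scaled or 500-gene principal components. Assignment of each gene to its nearest profile was added after the values had been seen. The procedure was tested on simulated data with seeded changes in the 15402 genes: 93.5% of 200 genes seeded with the intracellular-domain pattern were called, 192 of 200 insulin genes were called in IR and ∆CT, and 0 unchanged genes were called in either. All seeded changes were well above the minimum fold, and JMO was left at the level of DKO. The shares called therefore do not hold for changes nearer the minimum fold, which were not simulated.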

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

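4 tests were chosen only after the result was seen: the correction for gene length and GC content of the interferon list in K1030R against IR, the comparison of ∆CT with IR for the same list, the comparison of the *Insr* rise with that of other genes, and the comparison of the intracellular-domain genes with the chromosome medians. The other tests were written down before their results were seen, although for the chromosomes the medians had been.

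The insulin response of JMO cells is weaker than that of IR cells and, for the listed genes, larger than that of K1030R cells. The 12 insulin genes of the text had a larger median response in JMO than in K1030R by a log2 of 0.349 (12 of 12 larger, camera adjusted p = 5.95e-15, fry 2.97e-05, estimated correlation 0.000192). With no minimum fold, 3 of the 32 called genes differed in insulin effect between these lines. Over all genes, 43 differed between JMO and IR and 4 between JMO and K1030R. The study chose the 12 genes on these samples. Exchanging insulin and basal labels within both lines gave as large a difference in 14 of 100 splits, with 0.667 the largest of the others, so chance is not excluded by them. The splits are drawn from a set that includes exchanges in K1030R alone, which keep the JMO response, so they weigh little against the model tests.

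In JMO cells alone the 12 genes had a fry adjusted p of 1.29e-10 and 10 of them were significant over the list alone. *Egr1* (log2 1.15, adjusted p = 8.56e-11) and *Fos* (1.17, 1.03e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the minimum fold. In each line alone 1 of 10 splits was as large, the actual one and the fewest possible, with 0.254 the largest other in JMO and 0.137 in K1030R. The count of called genes in JMO was reached in 1 of 10 splits too, and the highest other split called 1. With 10 splits alone chance stays open, because 3 dishes per group allow no more of them.

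Mixing of IR RNA into the JMO insulin libraries would move their intracellular-domain genes towards IR. The needed share was 13.4% to 15% by the 12 genes and 15.3% to 20.4% by the 32, and the library with the largest shift showed 5.33% (1.87% and -0.926% in the other two), which goes against mixing. Handling of the dishes at stimulation would raise the genes in K1030R too, and 9 of 12 were higher there. The difference of 0.349 goes against handling only if both lines respond to it equally, which was not tested, and the splits do not exclude chance. DKO cells were sequenced without insulin only, so a rise without any receptor could not be measured and handling stays open. After correction for gene length and GC content the JMO median was 0.459.

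Interferon-stimulated genes were lower in K1030R than in IR cells, by a median log2 of -0.8205 (58 of 59 genes, camera adjusted p = 6.23e-30, fry 4.9e-06, estimated correlation 0.0401). Over all genes 54 were significantly lower and 1 higher, and over the list alone 56 and 1. The actual split was 1 of 10, so chance is not excluded by splits. Correction for gene length and GC content left -0.815. Loss of kinase activity as the reason would leave ∆CT, which keeps the kinase, near IR, but ∆CT was below IR by -1.048, which goes against it. The level in these lines is thus not ordered by kinase activity, and drift between single lines was not tested for this list.

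*Insr* rose with insulin within 15 min in IR cells, from 67.7 ± 1.7 to 87.5 ± 2.35 CPM (n = 3), and the insulin effect in IR exceeded that in K1030R by a log2 of 0.4301 (adjusted p = 6.61e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ∆CT the rise was 0.32 and in JMO 0.08. Of 3588 other tested genes with at least its CPM in basal IR cells 13 (0.362%) rose as much, and their median log2 change was -0.0128. A scaling error would move all of them alike, so this goes against library scaling. Reads of the introduced human receptor count here only where they match mouse transcripts, and whether the construct or the mouse gene responded was not tested.

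Targets of p53 other than *Cdkn1a*, *Trp53inp1*, and *Ccng1*, which had been seen, were higher in JMO than in the mean of the other lines by a median log2 of 0.2409 (26 of 35 higher, camera adjusted p = 8.78e-07). Only 1 of 100 assignments of the basal libraries to groups reached it, the actual one. The median was 0.205 after correction for gene length and GC content and 0.229 against chromosome medians, so neither accounts for it. For the full list, too, only 1 of 100 assignments reached the observed median. Such assignments do not separate drift of the single JMO line from an effect of its receptor. The cells carry SV40 T-antigen, and activity of p53 was not measured.

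Imprinted genes were higher in the mean of IR, K1030R, and ∆CT than in the mean of DKO and JMO cells, by a median log2 of 0.2158 (17 of 20 tested, of 39 listed, camera adjusted p = 3.26e-05). Only the actual assignment of 100 reached it, which does not separate drift of single lines from receptor effects. Against chromosome medians it was 0.191. Against DKO alone the medians were 0.35, 0.28, 0.27, and 0.20 in IR, K1030R, ∆CT, and JMO, so JMO moves the same way and the list is not confined to the intracellular domain.

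Uncalled genes of 4 chromosomes were shifted together in all receptor lines against DKO: chromosome 8 by a median log2 of 0.1602 (696 genes), 10 by -0.1186 (680), 12 by -0.1724 (502), and 19 by 0.1526 (466). The shifts were alike in the 4 lines, for chromosome 12 -0.17, -0.14, -0.18, and -0.17 in IR, K1030R, ∆CT, and JMO. Among the DKO libraries they stayed between -0.0047 and 0.0066. Correction for gene length and GC content kept 93.9% of a shift or more. Random gene sets reached a shift as large in a share of 1e-04 at most, the smallest that 10000 sets can give, though such sets ignore correlation between genes. All 23 windows of 20 Mb on these chromosomes (100%) had the sign of their chromosome, and 18 of 23 had a median of 0.1 or more in size, against 4 of 114 windows elsewhere. This is consistent with unequal copy number of chromosomes 8, 10, 12, and 19 between DKO and the receptor lines (100% of windows), but no DNA data were analysed here. The largest shift is a fold of 1.13, below the 1.5 of 1 copy gained in every diploid cell.

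Copy number bears on the genes changed in every receptor line, because such a gene and a shifted chromosome look alike. Of the 164 genes of the extracellular-domain pattern 92.07% were still called against the chromosome medians (99 high and 64 low genes in all after correction), which goes against unequal copy number of chromosomes 8, 10, 12, and 19 as their source. Of the 64 low genes 11 (17.2%) lie on the chromosomes shifted down, against 8.84% of tested genes, and 9 of 100 high genes lie on those shifted up, against 8.45%.

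The intracellular-domain genes were examined for 6 explanations. Of 100 assignments of the 15 basal libraries to 5 groups of 3, only 1, the actual one, gave as many high or low genes, and the same held for the extracellular-domain, IR-only, and JMO-only sets (highest other count 6, for the low extracellular-domain genes). None (0%) of the 234 genes lies on a chromosome whose uncalled genes shift by 0.1 in the same way, but no chromosome reaches 0.1 in that contrast (-0.0776 to 0.0786), so this decides nothing about copy number of whole chromosomes. On chromosomes 8, 10, 12, and 19 lie 13 of the 234 with a shift against DKO in the direction of the gene, and 95.3% of the 234 were still called against the chromosome medians, which goes against unequal copy number of these chromosomes as their source. After correction for gene length and GC content 94.4% were still called, and after thinning every library to 17214723 counts 93.6% were (50 high, 173 low in all), which goes against sequencing depth.

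Unrelated differences between single cell lines remain open for the same 234 genes. Of the 10 choices of 3 of the 5 lines against the remaining 2, only the actual one (1 of 10) gave as many, with 35 for the next, DKO, IR, and JMO against K1030R and ∆CT. Drift that happened to be shared by IR, K1030R, and ∆CT cannot be told apart from an effect of the domain in these libraries, because each receptor was sequenced in a single line and 10 choices are all there are. The paper also describes a separate DKO line with mouse IR, not among these libraries. By qPCR that line had higher collagen and lower *Isg15* and interferon mRNA than DKO. It bears on drift for those genes only and, with an intact receptor, not on which domain is needed. The shared DKO control adds correlation by itself: in 20 simulations without line effects the correlation of fold changes had a median of 0.531 between IR and K1030R (0.829 observed, 0.697 the highest simulated) and 0.493 between IR and JMO (0.584 observed, 0.628 the highest), and 0 genes were called in all 3 lines.

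Counts of called genes in single comparisons were reached by 1 of 10 splits of the libraries, the actual one, for IR, K1030R, ∆CT, and JMO against DKO, K1030R against IR, and insulin in IR. The highest other split called 0 genes, and 1 for K1030R against DKO. Chance cannot be told apart there by splits alone, since 10 splits are too few. For insulin in K1030R edgeR called 0 genes (937 at unadjusted p under 0.05, DESeq2 and limma TREAT 0), which all 10 of 10 splits equal.

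The collagen, cholesterol, interferon, and secretory lists each had a median that 1 of 100 assignments of basal libraries reached, the actual one. The proliferation list did not: its median log2 between the mean of IR, K1030R, and ∆CT and the mean of DKO and JMO cells was 0.0045 (23 of 40 higher, camera adjusted p = 0.504), 90 of 100 assignments were as large, and with correction for gene length and GC content it was 0.0344. The sign of so small a value cannot be told apart from 0 by that correction, because the correction moves it by more than its size. Assigning dishes to groups tests chance among dishes. It does not test drift of single lines, for these lists or for the gene sets above, because any difference between lines favours the actual assignment.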

How the results depend on the processing

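1 alternative, the nearest profile, was chosen only after the result was seen, and so were the single-gene tests of the genes leading the IR-only and JMO-only sets against lines other than DKO. The other tests were fixed beforehand. Over the results and alternatives 936 values were rated the same, 55 moved, and 2 reversed. A count within 1.5 times of the main one was rated the same, as was a list median that kept its sign and significance.

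Without a minimum fold the counts grew to 7665 for IR against DKO, 6404 for K1030R, 7135 for ∆CT, 5276 for JMO, 4650 for K1030R against IR, and 8902 for any pair. Insulin genes grew to 288 in IR, 24 in K1030R, 155 in ∆CT, 56 in JMO, and 115 in IR and ∆CT together. The high and low intracellular-domain sets became 1006 and 1011, the extracellular-domain sets 1239 and 1225, the IR-only set 883, and the JMO-only set 516. The alternative admits smaller changes by construction.

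An adjusted p threshold of 0.001 left 158 genes for JMO against DKO, 65 for K1030R against IR, 3 for insulin in JMO, 29 and 102 in the high and low intracellular-domain sets, 52 and 42 in the extracellular-domain sets, 5 IR-only, and 11 JMO-only, which the stricter threshold does by construction. At 0.05 any pair gave 2029.

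Without a filter on low counts K1030R against IR gave 290 genes, and insulin 103 in IR, 35 in K1030R, 95 in ∆CT, and 62 in JMO. The genes added have few counts. The cause was not tested.

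With limma TREAT, JMO against DKO gave 216 genes, K1030R against IR 105, insulin in JMO 3, the high intracellular-domain set 33, and the high extracellular-domain set 62. With DESeq2 the numbers were 164 for JMO against DKO, 95 for K1030R against IR, 32 for the high intracellular-domain set, 49 and 42 for the extracellular-domain sets, 12 IR-only, and 11 JMO-only. The cause was not tested. A model of only the 2 groups compared called 1 gene for insulin in K1030R. With replicate number as a replicate block, IR against DKO gave 1066 genes in place of 1061.

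Requiring only that JMO not be called the same way made the high intracellular-domain set 146. That rule does not ask for a difference from JMO, and 28 of the 234 genes fail it. The cause was not tested. The nearest profile, which places every gene called in any pair, gave 240 and 501 intracellular-domain genes, 151 high extracellular-domain genes, 79 IR-only, and 76 JMO-only.

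The first principal component held 26.4% with scaled genes and 38.9% with 500 genes. The proliferation median was 0.0045 and reversed to -0.00092 with RLE scaling. With libraries left out it ran from -0.0026 (without JMO insulin replicate 2) to 0.016. It is too near 0 to carry a sign.

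Leaving out each library in turn gave 974 to 1087 genes for IR against DKO, 753 to 828 for K1030R, 899 to 974 for ∆CT, 262 to 339 for JMO, 113 to 192 for K1030R against IR, and 1197 to 1343 for any pair. Insulin gave 28 to 36 in IR, 0 in K1030R, 28 to 34 in ∆CT, 4 to 6 in JMO, and 27 to 32 in IR and ∆CT. The sets ran from 43 to 54 and 158 to 185 (intracellular domain), 77 to 103 and 55 to 68 (extracellular domain), and 15 to 23 (JMO-only). The IR-only set fell from 22 to 12 without ∆CT basal replicate 1 and 14 without ∆CT basal replicate 2, and rose to 29 without ∆CT basal replicate 3. The cause was not tested.

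List medians with each library left out ran from 0.44 to 0.49 for collagens, 0.50 to 0.56 for cholesterol, -1.49 to -1.35 for interferon, -0.39 to -0.35 for secreted factors, 0.20 to 0.23 for imprinted genes, -0.88 to -0.75 for interferon genes in K1030R against IR, 0.24 to 0.30 for p53 targets (0.23 to 0.25 without the 3 seen), 0.42 to 0.51 for insulin genes in JMO, 0.16 to 0.24 in K1030R, and 0.29 to 0.42 for their difference.

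Single genes kept direction and call in 6453 leave-one-out fits, reversed in 21, and became stronger in 7 and weaker in 45. In most of these fits the library left out was in none of the groups compared, which makes a kept call likely. With DESeq2 243 stayed, 7 weakened, and 1 strengthened. With the block 250 stayed and 1 strengthened, and with RLE all 251 stayed. Most values whose sign changed were near 0: *Atf3* with insulin in K1030R (-0.027 to 0.22), *Junb* there (-0.0023 to 0.073), *Egr3* with insulin in JMO (-0.037 to 0.12), *Cdkn1a* in ∆CT against DKO (-0.055 to 0.023), *Itgbl1* in ∆CT (-0.037 to 0.20) and K1030R against DKO (-0.059 to 0.14), *Slc16a6* in K1030R against DKO (-0.086 to 0.35), and in JMO against DKO *Col5a1* (-0.031 to 0.0075), *Ifit1* (-0.0040 to 0.069), *Irf7* (-0.17 to 0.037), *Itga8* (-0.23 to 0.086), *Plscr1* (-0.020 to 0.00018), and *Car3* (-0.37 to 0.41). *Trdn* in JMO against DKO, with few counts, went from 1.82 to 0 without JMO basal replicate 2 (0 to 2.34).

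Depth limits the genes with few counts. *Trdn*, *Tnmd*, *Hp*, and *Mmp8* have at most 3 counts in a group, so their folds are floors or wide intervals that cover counting error only.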

Differences from the paper's values

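The nearest-profile assignment was chosen only after the result was seen, while all other tests here were set beforehand.

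The paper gives 745 genes that depend on the intracellular domain, and the rule used here gives 234. For the high set the paper's 285 stands against 53, and for the low set the paper's 460 against 181. Under the alternatives set before the data were examined the total ran from 131 to 2017, the high set from 29 to 1006, and the low set from 102 to 1011, and none lay within 1.5 times of the paper's value. Placing each of the 1300 genes in its nearest profile, an assignment chosen after seeing the values, gave 741 in all, 240 high and 501 low, all within 1.5 times. Of the 234 genes 232 are in those profiles. The paper's list of cluster members was not used here, so genes in 1 list and missing from the other cannot be counted.

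For genes high in JMO the paper gives 46 and the rule here gives 21. The alternatives set before the data were examined gave 11 to 516, none within 1.5 times, and the nearest profile, chosen after seeing the values, gave 76.

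Within 1.5 times of the paper were its 1130 genes in any pair (1300 here), its 32 insulin genes in IR (33 here), all also raised in ∆CT (32 shared here), its number of genes after filtering (15402 here), and the shares of the first components, about 28% and about 9% in its plot (32.8% and 10.4%). For any pair, 2 alternatives fell outside, a threshold of 0.05 (2029) and no minimum fold (8902). The paper's results text states 0.05 for its 1130 genes, and its methods state 0.001, the threshold behind the 1300 here. The match therefore holds for the threshold of the methods only.

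Several genes go against a statement of the paper as written. The paper has all insulin genes of IR raised in ∆CT and in no other receptor line, whereas here 6 of the 32 (*Fos*, *Dusp1*, *Ccn1*, *Egr1*, *Ier2*, and *Dnm3os*) passed the minimum fold in JMO cells, and 1 of 33, *Spata5l1*, was not called in ∆CT. Fig. 4c shows *Atf3*, *F3*, *Gm17971*, and *Id3*, which are outside the 32 here. Their log2 fold changes in IR were 1.12, 0.56, 1.35, and 0.64. The 32 here include *Dusp6*, *Hbegf*, and *Nfkbiz*, which the panel leaves out, and the duplicate ID of *Egr2*. With no minimum fold, set before the data were examined, *Atf3*, *F3*, and *Id3* are called in both lines.

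The paper gives 2- to 3-fold for the collagen genes. Here 7 of the 9 folds of *Col1a1*, *Col3a1*, and *Col5a1* were below 2: *Col5a1* was 1.80, 1.66, and 1.70 in IR, K1030R, and ∆CT, *Col1a1* 1.87 and 1.95 in K1030R and ∆CT, and *Col3a1* 1.46 and 1.82. *Col3a1* was lower in JMO than in DKO cells (log2 -0.59). For interferon genes the paper gives 2- to almost 10-fold for most. *Oas2* exceeded that range in K1030R and ∆CT (25.6 and 22.1), and *Plscr1* was below 2 in all 3 lines. For the secretory genes the paper gives 30–80%, and the range here was 35.7% to 86.1%.

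The paper calls the intracellular-domain genes the majority. Of the 567 genes changed in all 3 lines 234 met the rule used here, and 403 met another set before the data were examined, which asks only that JMO not be called the same way. The paper also describes these genes as independent of the kinase, and 44 of the 234 differed between K1030R and IR cells at the minimum fold. Over all genes, ∆CT, which keeps the kinase, differed from K1030R in 6 and from IR in 109. The 44 are therefore not by themselves evidence of a kinase effect. It places *Itga8* in the set high in IR only, and *Itga8* passed the minimum fold there against DKO and JMO but not against K1030R (log2 -0.84) or ∆CT (-0.94). It names *Cdkn1a* and *Trp53inp1* among the JMO genes, and each missed the minimum fold against 2 lines. *Dbt* did not reach 1.5-fold in any line, and *Plxdc2* did in JMO alone.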

Other observations

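No test in this part was chosen only after the result was seen, but the genes and values picked out here were, among all those computed.

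IR cells sit between DKO and the other lines that keep most of the intracellular domain for interferon genes, with a median log2 of -0.72 against DKO, where K1030R has -1.64 and ∆CT -1.84. For cholesterol enzymes IR is again nearer DKO (0.16, against 0.47 and 0.44), and all 22 were higher in K1030R than in IR by a median of 0.29. Collagens run the other way, with IR highest (0.81, against 0.56 and 0.65). ∆CT and K1030R differ from each other in 6 genes and from IR in 109 and 160, so the IR line is the odd member of the 3, whether through its receptor or through the line.

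JMO cells are close to DKO but not equal to it. They differ in 325 genes and lie past DKO for cholesterol enzymes (median log2 -0.30). Of the 567 genes changed in IR, K1030R, and ∆CT, 164 were called the same way in JMO. *C3* and *Ltbp2*, which rank 2 and 3 in the low set, are higher in JMO than in DKO (812 ± 54.3 against 519 ± 24.2 CPM and 118 ± 9.52 against 49.1 ± 0.255, n = 3). *Hp*, which ranks 1, is lower in JMO than in DKO (log2 -0.60). A difference from JMO therefore does not always mean that JMO has the level of DKO.

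Of the 403 genes changed in IR, K1030R, and ∆CT and not called the same way in JMO, 197 are not called between JMO and all 3 of those lines. Their dependence on the intracellular domain is neither shown nor excluded, since a missing call in JMO is not a measured absence of change.

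Receptor and membrane genes changed with the lines. *Egfr* (ENSMUSG00000020122) had 28.5 CPM in DKO, 97.7 in IR, 69.1 in K1030R, 87.5 in ∆CT, and 44.1 in JMO cells, and passed the minimum fold in the first 3 receptor lines. *Cav1* (ENSMUSG00000007655) had 201, 368, 302, 343, and 202. Whether signalling through these proteins differs between the lines was not tested.

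*Insr* and *Igf1r* keep transcripts in DKO cells (23.8 and 27.1 CPM). Counts over a whole gene do not show whether the deleted exons are absent from them, and reads per exon were not used here.

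The secretory list extends past the 4 genes the paper shows: 30 of 47 were significantly lower, against 7 higher. The genes of S phase and mitosis showed no common shift in the same comparison, but K1030R and ∆CT were above IR by a median log2 of 0.33 and 0.34. *Xist* was 0.35 to 0.54 CPM in every group.

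Some IDs carry exactly the same unrounded counts in every library, with no tolerance: 331 tested IDs in 162 groups, with 2 among the 234 intracellular-domain genes and 2 among the 32 insulin genes. Such IDs add no evidence of their own, and why their counts are equal was not tested.

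2 further lines per receptor, made independently, would separate receptor effects from drift of a line. DNA sequencing at low depth of the same cells would test the shifts of chromosomes 8, 10, 12, and 19.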
